# A CSB-PAF1C axis restores processive transcription elongation after DNA damage repair

**DOI:** 10.1038/s41467-021-21520-w

**Published:** 2021-02-26

**Authors:** Diana van den Heuvel, Cornelia G. Spruijt, Román González-Prieto, Angela Kragten, Michelle T. Paulsen, Di Zhou, Haoyu Wu, Katja Apelt, Yana van der Weegen, Kevin Yang, Madelon Dijk, Lucia Daxinger, Jurgen A. Marteijn, Alfred C. O. Vertegaal, Mats Ljungman, Michiel Vermeulen, Martijn S. Luijsterburg

**Keywords:** Nucleotide excision repair, Protein-protein interaction networks, Transcription

## Abstract

Bulky DNA lesions in transcribed strands block RNA polymerase II (RNAPII) elongation and induce a genome-wide transcriptional arrest. The transcription-coupled repair (TCR) pathway efficiently removes transcription-blocking DNA lesions, but how transcription is restored in the genome following DNA repair remains unresolved. Here, we find that the TCR-specific CSB protein loads the PAF1 complex (PAF1C) onto RNAPII in promoter-proximal regions in response to DNA damage. Although dispensable for TCR-mediated repair, PAF1C is essential for transcription recovery after UV irradiation. We find that PAF1C promotes RNAPII pause release in promoter-proximal regions and subsequently acts as a processivity factor that stimulates transcription elongation throughout genes. Our findings expose the molecular basis for a non-canonical PAF1C-dependent pathway that restores transcription throughout the human genome after genotoxic stress.

## Abstract (web summary)

The transcription-coupled repair pathway removes transcription-blocking DNA lesions, but how transcription is restored following DNA repair is not clear. Here the authors reveal that the PAF1 complex, while dispensable for the repair process, restores transcription after DNA damage.

## Introduction

The transcription of protein-coding genes involves RNA polymerase II enzymes (RNAPII), which pull DNA through their active sites and generate nascent transcripts. After initiation at the promoter, the majority of RNAPII molecules in metazoan cells pause at promoter-proximal sites, which is enforced by negative elongation factors DSIF and NELF^1,2^. The regulation of RNAPII pause release in response to environmental cues involves positive elongation factors, such as p-TEFb and the PAF1 complex (PAF1C)^1–3^. Both PAF1C and DSIF also act beyond pause release by stimulating the acceleration of RNAPII in promoter-proximal regions to ensure processive transcription elongation throughout genes^4–7^.

The presence of bulky DNA damage in the transcribed strand of active genes is a major complication during transcription^8,9^. Persistent stalling of RNAPII at DNA lesions is highly toxic and constitutes an efficient trigger for apoptosis^10^. The presence of DNA lesions triggers a genome-wide transcriptional arrest due to stalling of elongating RNAPII at DNA lesions^8^. In addition, UV irradiation also inhibits transcription initiation through the stress-induced transcription repressor ATF3^11,12^. It is essential that cells overcome this arrest and restore transcription after repair to maintain gene expression.

The transcription-coupled nucleotide excision repair (TCR) pathway efficiently removes transcription-blocking DNA lesions through the sequential and cooperative recruitment of the ATP-dependent chromatin-remodeling factor CSB^13^, the CUL4A-based (CRL4) E3 ubiquitin ligase complex containing CSA, and the UVSSA scaffold protein^14,15^. Mutations in the *CSB* and *CSA* genes cause Cockayne syndrome, which is characterized by severe developmental and neurological dysfunction^16,17^. In addition to protein–protein interactions, TCR complex assembly is tightly controlled by the CRL4^CSA^-dependent ubiquitylation of RNAPII at a single lysine (K1268) of the largest RPB1 subunit^15^. The concerted action of CSB, CSA, UVSSA, and RPB1-K1268 ubiquitylation facilitate the association of the TFIIH complex with DNA damage-stalled RNAPII^14,15^. The subsequent association of XPA and XPG stimulate the translocase activity of TFIIH^18^, likely resulting in TFIIH-mediated RNAPII displacement^19^, which provides the endonucleases XPG and ERCC1-XPF access to excise the DNA lesion^20^.

Although the TCR-mediated clearing of DNA lesions is essential, the precise mechanisms required for recovery of transcription after DNA repair remain unresolved. Stalled RNAPII molecules may be reactivated following TCR-mediated repair, which would require repositioning of the nascent transcript within the active site through hydrolysis to generate a new 3’ end^21^. Alternatively, RNAPII may be released from the DNA template^22^, followed by transcription recovery from the promoter^23^. Both CSA and CSB are essential for transcription recovery, which could be due to their role in clearing transcription-blocking DNA lesions^24^. In addition, the CS proteins also mediate the proteolytic degradation of ATF3 at later timepoints after UV irradiation, thereby eliminating its repressive impact on transcription initiation^11,12^. Furthermore, the histone chaperones HIRA^25^ and FACT^26^ and the histone methyltransferase DOT1L^27^ play important roles in the recovery of transcription. However, the HIRA-dependent deposition of H3.3 and the FACT-mediated exchange of H2A at sites of local UV damage also occur in TCR-deficient cells^25,26^. Thus, the precise mechanisms involved in transcription recovery and their coordination with TCR-mediated repair remain to be established.

In this study, we define a new transcription recovery pathway that involves the CSB-dependent association of the PAF1 pausing and elongation complex with RNAPII specifically after UV irradiation. We show that PAF1 is dispensable for TCR-mediated repair, but specifically regulates RNAPII pause release and elongation activation from promoter-proximal regions. These findings identify a post-repair pathway that relies on CSB for the activation of paused RNAPII complexes by PAF1C to restore transcriptional activity and overcome DNA damage-induced silencing throughout the human genome.

## Results

### Identification of PAF1C as a UV-specific interactor of CSB

To identify DNA damage-specific interactors of CSB, we stably expressed GFP-tagged CSB in SV40-immortalized CS1AN fibroblasts derived from a Cockayne syndrome B patient. Immunoprecipitation of GFP-CSB from the solubilized chromatin fraction of CS1AN-SV fibroblasts followed by SILAC-based mass spectrometry identified 172 proteins that showed at least 2-fold stronger association with chromatin-bound CSB isolated from UV-irradiated cells compared to undamaged cells. Among the top interactors were eight RNA polymerase II (RNAPII) subunits^28^ and four polymerase-associated factor 1 complex (PAF1C) subunits^29^ (Fig. 1a). To confirm these interactions in another cell line, we generated a CSB knockout (CSB-KO) in U2OS cells and subsequently re-expressed GFP-CSB in these cells. Expression of GFP-CSB rescued the sensitivity of CSB-KO cells to Illudin S, which causes transcription-blocking DNA lesions^30^, confirming the functionality of the GFP-tagged CSB protein (Supplementary Fig. 1a). Label-free quantification proteomics after GFP-CSB pull-down confirmed a strong UV-induced association of GFP-CSB with RNAPII subunits, the CSA-DDB1-CUL4A complex, and all five PAF1C subunits (PAF1, LEO1, CTR9, WDR61, and CDC73; Fig. 1b). Intensity-based absolute quantification (iBAQ) of protein amounts^31^, indicates that at least 60% of the isolated CSB molecules associate with PAF1C and RNAPII subunits after UV (Supplementary Fig. 1b). Co-IP experiments confirmed that CSB associated with RNAPII as well as with PAF1C subunits PAF1, LEO1, and CTR9 after UV irradiation (Fig. 1c, d) and treatment with Illudin S (Supplementary Fig. 1c).

**Fig. 1:**
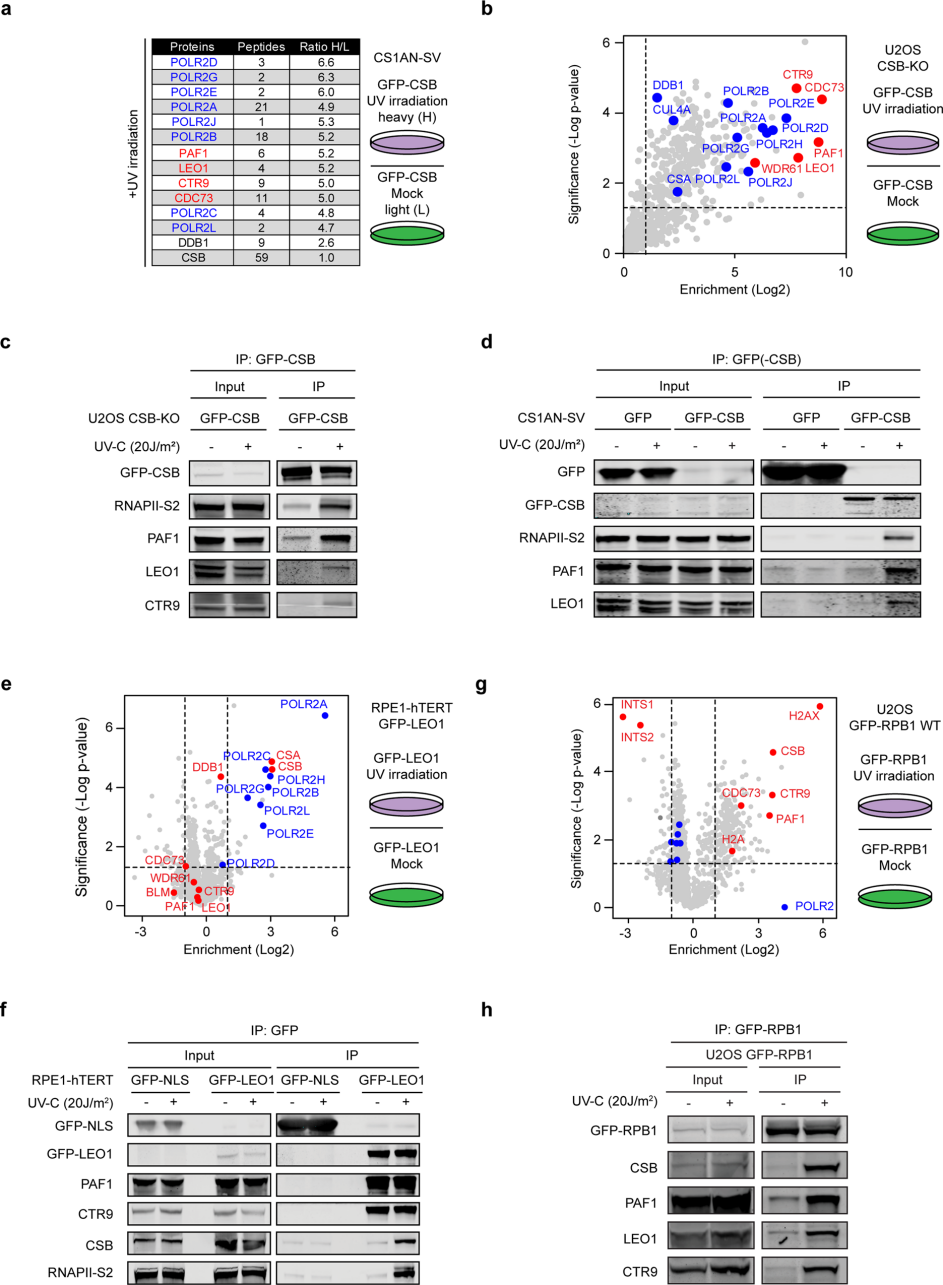
PAF1C is a UV-induced interactor of CSB. **a** Results of SILAC-based MS after GFP-CSB pull-down from CS1AN-SV cells. The number of peptides identified and the UV-induced enrichment (ratio H/L) are shown. **b** Volcano plot depicting the UV-specific enrichment of proteins after pull-down of GFP-CSB from U2OS CSB-KO cells analyzed by label-free MS. The enrichment (log_2_) is plotted on the *x*-axis and the significance (two-sided *t*-test −log_10_ *p*-value) is plotted on the *y*-axis. Highlighted are significantly enriched subunits of RNAPII (blue) and PAF1C (red). **c** Co-immunoprecipitation of GFP-CSB from U2OS CSB-KO cells. **d** Co-immunoprecipitation of GFP or GFP-CSB from CS1AN-SV cells. **e** Volcano plot (as in **b**) depicting the enrichment of proteins or **f** co-immunoprecipitation after pull-down of GFP-LEO1 from RPE1-hTERT cells. **g** Volcano plot (as in **b**) depicting the enrichment of proteins or **h** co-immunoprecipitation after pull-down of GFP-RPB1 from U2OS cells. **c, d, f, h** All co-immunoprecipitation figures are representative examples of at least three independent experiments.

### PAF1C associates with RNAPII and CSB after UV irradiation

To further explore these interactions, we immunoprecipitated GFP-LEO1 from RPE1-hTERT cells and analyzed its interactome by both label-free mass spectrometry and western blot. GFP-LEO1 robustly interacted with PAF1, CTR9, WDR61, and CDC73 in both control and UV-exposed cells (Fig. 1e, f, Supplementary Fig. 1d). Both CSB and RNAPII strongly associated with GFP-LEO1 (Fig. 1e, f) only after UV irradiation, which was also observed after pull-down of transiently expressed GFP-CTR9 (Supplementary Fig. 1e). Based on the iBAQ values, we estimate that between 1 and 3% of the isolated LEO1 proteins associates with CS proteins and RNAPII subunits in response to UV irradiation, which is ~0.2% in unirradiated cells (Supplementary Fig. 1f, g).

Targeted immunoprecipitation and unbiased label-free proteomics on GFP-RPB1 revealed interactions with all eleven other RNAPII subunits and 22 Mediator subunits^32^ in unirradiated cells, while only a very weak interaction with PAF1C subunits and no interaction with CSB was detected (Supplementary Fig. 1h). These findings demonstrate that PAF1C is a very low stoichiometric interactor of the RNAPII complex in undamaged cells. However, GFP-tagged RPB1 strongly associated with PAF1C subunits and CSB after UV as shown by label-free quantification proteomics (Fig. 1g) and western blot analysis (Fig. 1h). Based on the iBAQ values, we estimate that UV-induced DNA damage triggers a ~70-fold increase in the association between PAF1C and RNAPII, which is comparable with the UV-induced increase we detect between RNAPII and CSB (Supplementary Fig. 1i, j). Immunoprecipitation of endogenous RNAPII using either a Ser5-P or a Ser2-P-specific antibody confirmed these interactions (Supplementary Fig. 1k).

### The UV-induced interaction between PAF1C and RNAPII is mediated by CSB

The association of PAF1C with RNAPII during the transcription cycle is fully dependent on the activity of CDK9 in the p-TEFb kinase complex^3,33^. To assess if the UV-induced interaction between PAF1C and RNAPII requires CDK9 activity, we treated cells with the selective CDK9 inhibitor LDC00067^34,35^, which strongly reduced transcription (~70%) measured by incorporation of nucleotide analogue 5-ethynyl-uridine (5-EU) in nascent transcripts (Fig. 2a). However, treatment with CDK9 inhibitor did not affect the UV-induced association between PAF1C and RNAPII (Fig. 2b), demonstrating that this UV-induced interaction is not mediated by the canonical p-TEFb-dependent pathway.

**Fig. 2:**
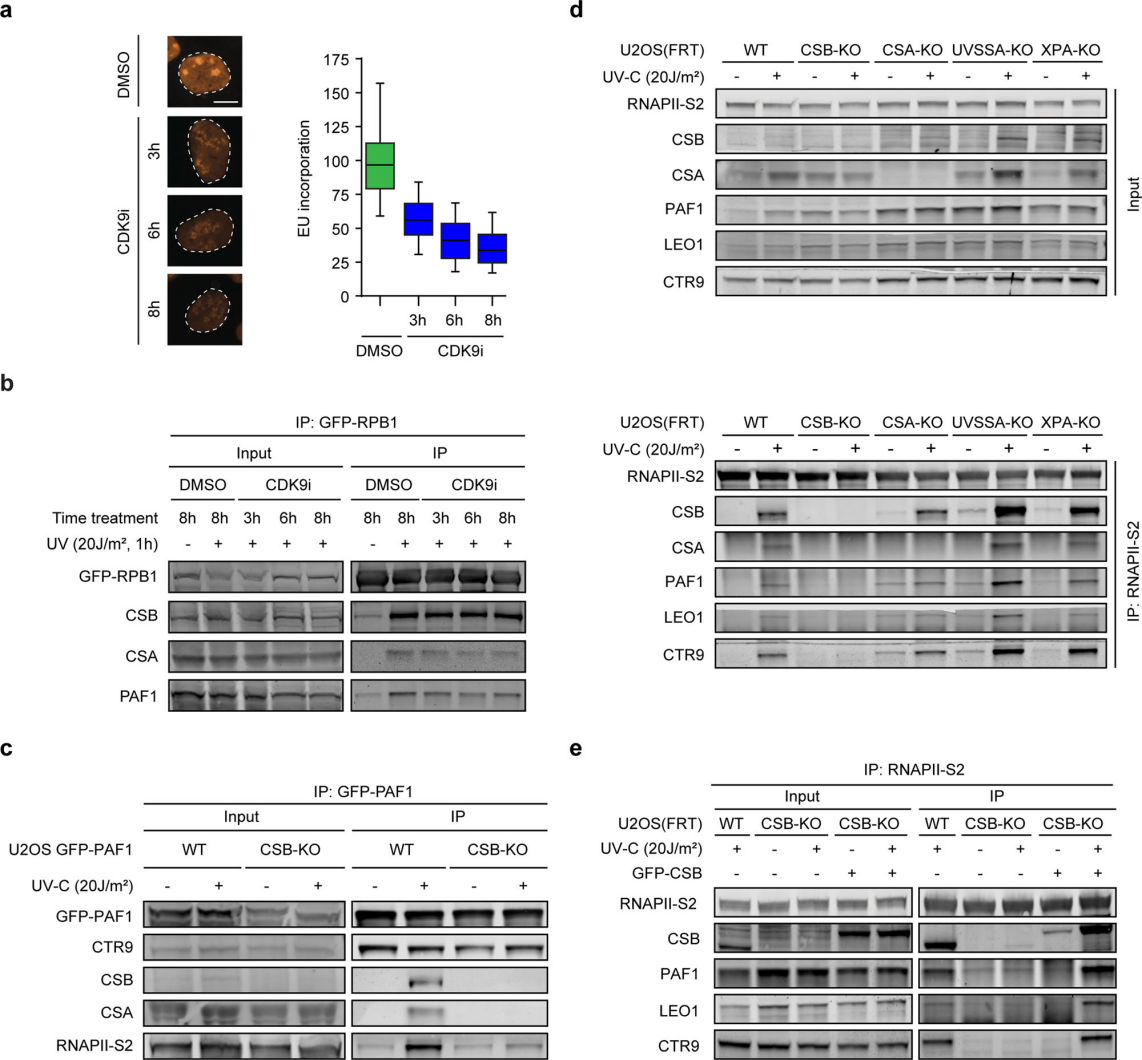
The RNAPII–PAF1C interaction is mediated by CSB. **a** Representative images of U2OS cells treated with DMSO or 10 µM LDC00067 (CDK9 inhibitor), followed by pulse-labeling with 5-ethynyl-uridine (5-EU). Scale bar indicates 10 µm. Boxplots represent the median, 5th and 95th percentile of all cells of two independent experiments. **b** Co-immunoprecipitation of GFP-RPB1 in the presence of DMSO or 10 µM LDC00067 for the indicated time. **c** Co-immunoprecipitation of GFP-PAF1 from U2OS cells (WT or CSB-KO). **d** Co-immunoprecipitation of endogenous RNAPII-S2 from U2OS cells (WT or indicated KO). **e** As in **d**, but now including U2OS CSB-KO cells reconstituted with GFP-CSB. **b–e** All co-immunoprecipitation figures are representative examples of at least two independent experiments.

We next asked whether the interaction between PAF1C and RNAPII was dependent on CSB. While the UV-induced association of CSB, CSA, and RNAPII was detected after immunoprecipitation of GFP-PAF1, these interactions were abolished in CSB-KO cells without affecting the constitutive association of GFP-PAF1 with CTR9 (Fig. 2c). Endogenous PAF1C still associated with RNAPII after UV in cells knockout of CSA, UVSSA^14^, or XPA (Fig. 2d, Supplementary Fig. 2a) demonstrating that this loss of interaction is not due to a general TCR deficiency. Importantly, all TCR knockout cells were highly sensitive to Illudin S, which was fully rescued by stable re-expression of the corresponding TCR protein (Supplementary Fig. 2b). To validate these interactions, we generated knockouts of CSA, CSB and UVSSA in U2OS cells stably expressing GFP-RPB1. The knockout of these genes was confirmed by sequencing, western blot analysis, and Illudin S survival experiments (Supplementary Fig. 2c, d, e). Immunoprecipitation of GFP-RPB1 confirmed that knockout of CSB, but not other TCR genes, prevented the UV-induced PAF1C–RNAPII interaction (Supplementary Fig. 2e), which was confirmed by label-free proteomics (Supplementary Fig. 2f). Similar results were obtained after pull-down of Ser5-P-modified RNAPII (Supplementary Fig. 2g). Re-expression of GFP-CSB fully restored the association between RNAPII and PAF1C in CSB-KO cells after UV (Fig. 2e), establishing that CSB mediates the UV-induced interaction between PAF1C and RNAPII.

### The UV-induced interaction between RNAPII and CSB is stabilized by PAF1

To better understand how the interactions between CSB, PAF1C, and RNAPII might be mediated, we first compared available cryo-EM structures for their interactions. The yeast orthologue of CSB, RAD26, is bound behind RNAPII to the upstream DNA that has just been transcribed^36^ (Fig. 3a). Interestingly, the human PAF1C complex is bound to the outer surface of RNAPII with the central CTR9 subunit docking onto the polymerase funnel, while the C-terminus of the LEO1 subunit contacts the upstream DNA that has just been transcribed^33^ (Fig. 3a). Based on this comparison, we postulate that LEO1 may have direct protein–protein contacts with CSB. To test this possibility, we stably expressed GFP-PAF1^WT^ and a GFP-tagged mutant of PAF1 lacking five amino acids required for its association with LEO1 (PAF1^ΔLEO1^)^37^. While GFP-PAF1^WT^ interacted robustly with both CTR9 and LEO, we found that GFP-PAF1^ΔLEO1^ interacted normally with CTR9, but failed to associate with LEO1 (Fig. 3b). Interestingly, PAF1^ΔLEO1^ interacted much less efficiently with CSB, CSA, and RNAPII after UV irradiation compared to PAF1^WT^, suggesting that the LEO1 subunit likely anchors the PAF1C complex to CSB and RNAPII after UV (Fig. 3b).

**Fig. 3:**
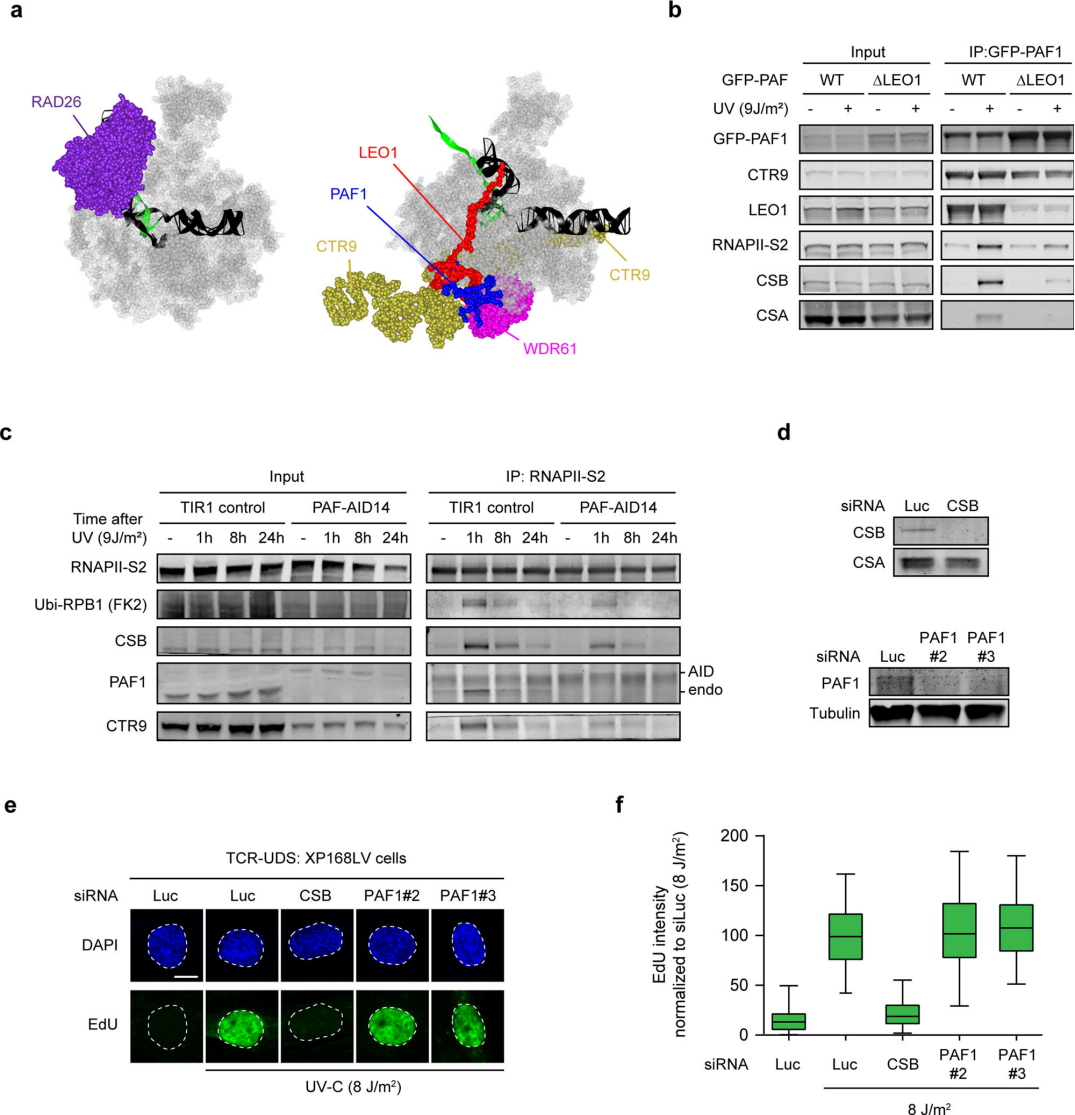
PAF1C stabilizes the RNAPII–CSB interaction, but is not involved in TCR. **a** The left panel shows the Cryo-EM structure of RNAPII (in silver) bound to RAD26, which is the yeast orthologue of CSB, from the Wang lab (PDB-ID: 5VVR). The right panel shows the Cryo-EM structure of RNAPII (in silver) bound to PAF1C subunits (color-coded as indicated in the figure) from the Cramer lab (PDB-ID: 6GMH). **b** Co-immunoprecipitation of GFP-PAF1 in cells expressing either GFP-PAF1^WT^ or GFP-PAF1^ΔLEO1^. **c** Co-immunoprecipitation of endogenous RNAPII-S2 in U2OS TIR1 cells or U2OS PAF-AID cells after depletion of PAF1 and at indicated timepoints after UV. **d** Validation of siRNA-mediated knockdown of CSB or PAF1 in XP168 LV cells by western blot analysis. Representative figure of two replicates. **e** TCR-UDS assay in XP-C primary fibroblasts (XP168LV) during 8 h following UV in cells transfected with the indicated siRNAs validated in **d**. Scale bar indicates 10 µm. **f** Quantification of TCR-UDS signal from **e**. Boxplots represent the median, 5th and 95th percentile of all cells of at least two independent experiments. **b, c** All co-immunoprecipitation figures are representative examples of at least two independent experiments.

Our interaction experiments revealed that CSB is essential to mediate the association of PAF1C with RNAPII after UV (Fig. 2c–e). We next asked whether the reverse is also true and if PAF1 is required for CSB to associate with RNAPII after UV. To test this, we knocked in an auxin-inducible degron (AID) into both alleles of the endogenous *PAF1* locus in U2OS cells expressing the rice-specific F-box gene *TIR1*^38^ (Supplementary Fig. 3a). Treatment of knockin cells with auxin led to a strong depletion of PAF1, which was accompanied by reduced protein levels of CTR9 (Fig. 3c, Supplementary Fig. 3b). Pull-down experiments of RNAPII-S2 at multiple timepoints after UV irradiation revealed that CSB still interacted with RNAPII after UV, and that UV-induced ubiquitylation of RPB1 could also be detected in PAF1-depleted cells with similar kinetics as in TIR1 control cells (Fig. 3c). However, the amount of CSB and ubiquitylated RNAPII were slightly reduced in PAF1-depleted cells, suggesting that PAF1C is not essential for, but may stabilize the interaction between CSB and RNAPII after UV (Fig. 3c).

### PAF1C is not required for clearing DNA lesions by TCR

We next sought to address if PAF1C has a direct role in DNA repair. The majority of UV-induced DNA lesions throughout the genome is removed by global-genome repair (GGR), while a small subset of lesions in actively transcribed strands is eliminated by TCR. To rule out a role of PAF1 in GGR, we measured unscheduled DNA synthesis (UDS) after local UV irradiation by pulse-labeling with the nucleotide analogue 5-ethynyl-deoxy-uridine (EdU). Robust EdU incorporation could be detected in UV-irradiated TIR1 control cells, which was strongly suppressed by knockdown of XPA (Supplementary Fig. 3c). However, deletion of PAF1 by treatment with auxin did not affect UV-induced EdU incorporation (Supplementary Fig. 3c), ruling out a role of PAF1 in GGR.

To specifically capture TCR-mediated repair, we employed nondividing primary XP-C patient-derived fibroblasts, which are deficient in GGR (Fig. 3d–f). These cells were globally irradiated with UV-C light (8 J/m^2^) and pulse-labeled for 8 h with EdU. TCR-specific UDS was visualized using Click-It chemistry combined with tyramide-based signal amplification^39^. Robust incorporation of EdU was detected in UV-irradiated XP-C cells, but not in unirradiated controls cells (Fig. 3d–f). Knockdown of CSB with specific siRNAs prevented the incorporation of EdU after UV. Importantly, knockdown of PAF1 with two independent siRNAs (Fig. 3d), did not affect TCR-specific repair synthesis (Fig. 3e, f), demonstrating that PAF1 has no direct role in TCR.

### PAF1C promotes transcription recovery after UV irradiation

The presence of UV-induced DNA lesions triggers a strong transcription arrest. To address whether PAF1C plays a role in the recovery of transcription after repair, we visualized nascent transcription by 5-ethynyl-uridine labeling following global UV irradiation after knockdown of TCR proteins or PAF1 (Fig. 4a–c). Nascent transcription was strongly inhibited at 3 h after UV irradiation in all conditions (Fig. 4b–e). Significant transcription recovery was detected at 18 h after UV in controls cells, but not in TCR-deficient XPA knockdown cells (Fig. 4b–e), or CSA knockout cells (Supplementary Fig. 3d). Knockdown of PAF1 with two independent siRNAs significantly impaired the ability of cells to recover transcription following UV irradiation (Fig. 4b, d, e), which could be reversed by re-expression of siRNA-resistant GFP-PAF1 (Fig. 4c, d, e).

**Fig. 4:**
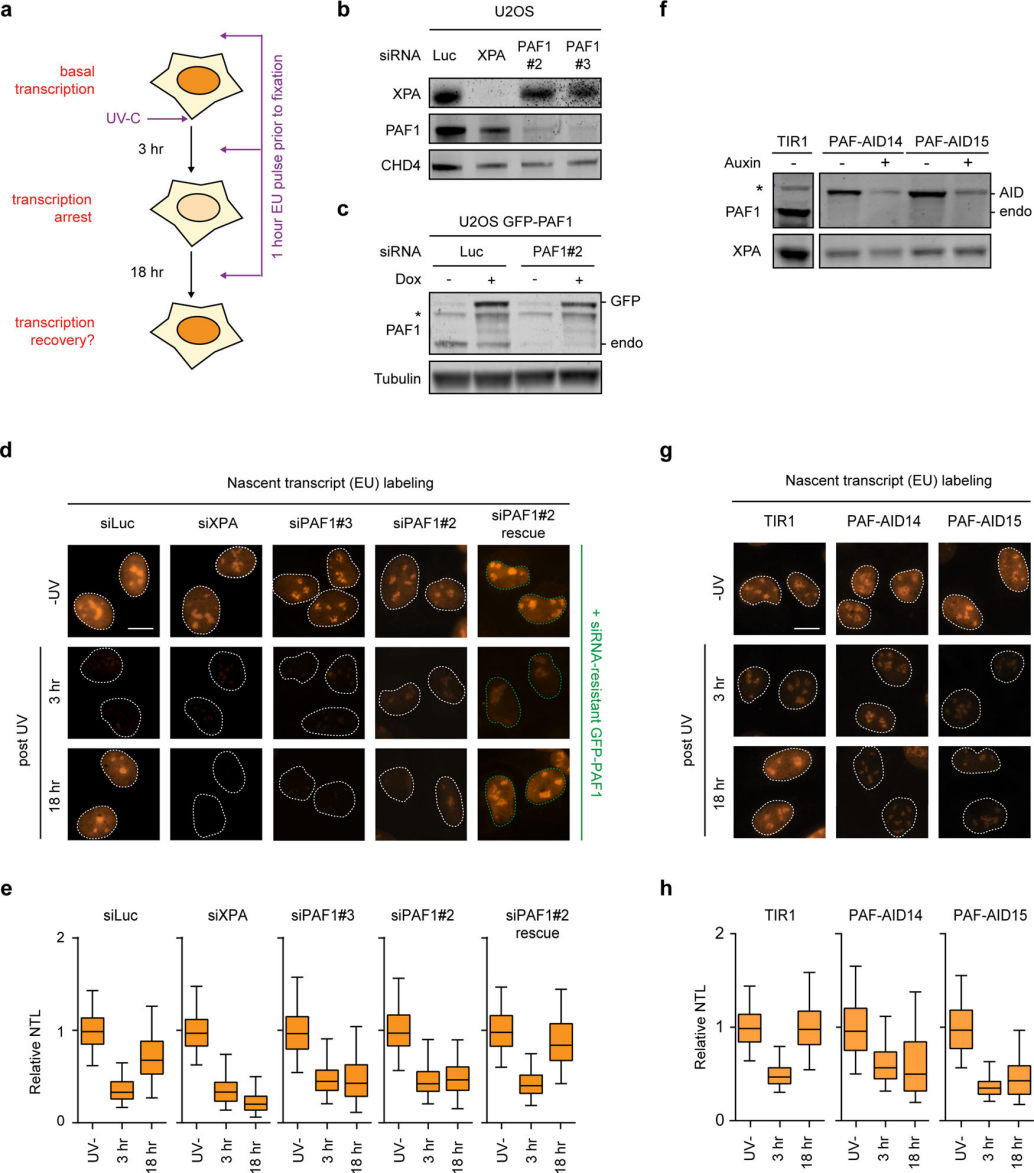
PAF1C loss impairs transcription recovery after UV irradiation. **a** Experimental outline of the nascent transcription analyses. **b** Validation of the knockdown of XPA and PAF1 in U2OS cells by western blot analysis. **c** Validation of the knockdown of endogenous PAF1 in U2OS cells ectopically expressing siRNA-resistant PAF1 by western blot analysis. **d** Representative images of U2OS cells transfected with the indicated siRNAs after pulse-labeling with 5-ethynyl-uridine (5-EU). Cells with green outlines express GFP-tagged siRNA-resistant PAF1. Scale bar indicates 10 µm. **e** Quantification of nascent transcript levels (NTL) from **d**. Boxplots represent the median, 5th and 95th percentile of all cells of three independent experiments. **f** Validation of auxin-induced degradation of endogenous PAF1 in two independent U2OS PAF1-AID knockin clones. **g** Representative images of auxin-treated U2OS TIR1 control or two PAF1-AID clones after pulse-labeling with 5-ethynyl-uridine (5-EU). Scale bar indicates 10 µm. **h** Quantification of nascent transcript levels from **g**. Boxplots represent the median, 5th and 95th percentile of all cells of four independent experiments. **b, c, f** Representative figure of at least two replicates.

To validate these findings, we also performed these experiments in the PAF-AID knockin cells following auxin treatment. Single knockin clones showed strong auxin-induced depletion of PAF1 within 5 h (Fig. 4f). Visualizing nascent transcription in two independent PAF1-AID clones revealed a failure to restore transcription after UV, while TIR1 control cells showed full transcription recovery (Fig. 4g, h). These findings uncover an important role of PAF1C in transcription recovery following genotoxic insult. Importantly, knockdown of XPA in either TIR1 control cells or PAF1-depleted cells impaired transcription recovery to the same extent (Supplementary Fig. 3d), suggesting that TCR and PAF1-mediated transcription restart operate in the same pathway. Considering that PAF1 is not directly involved in TCR (Fig. 3f), our findings suggest that PAF1-mediated transcription restart occurs after the elimination of transcription-blocking DNA lesions by TCR.

### Genome-wide repositioning of PAF1 at the TSS after UV irradiation

Transcription recovery after repair may involve the activation of paused RNAPII from promoter-proximal regions in a PAF1-stimulated manner^3,5,33,40,41^. To address this possibility, we mapped PAF1 chromatin-binding sites in the genome using ChIP sequencing (ChIP-seq)^42^ in the absence of DNA damage and 8 h after UV irradiation, when transcription starts to recover and CSB–RNAPII–PAF1C interactions still take place (Fig. 5a). 

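PAF1 was mapped in wild-type U2OS cells, a human osteosarcoma line, by crosslinking, immunoprecipitation with an antibody against PAF1 and sequencing. The libraries came from 3 unirradiated replicates (mock), 3 replicates taken 8 h after 9 J/m2 of UV-C light (9J8h), 1 replicate taken 8 h after 6 J/m2 (6J8h) and 1 replicate taken 26 h after 9 J/m2 (9J26h). By the list in the Reporting Summary, these 8 libraries held between 3359766 and 33493159 unique reads, with a median of 16424908. The shallowest were 9J8h replicate 1 and the 9J26h library, which held 7154038. The authors aligned the reads to Hg38 with bwa-mem, kept high-quality reads, removed duplicates with Samtools and computed read densities with HOMER. They subtracted the read density of the input, set negative values to 0 and averaged the 3000 genes with the most PAF1 signal in unirradiated cells in steps of 10 bp. Each averaged profile was divided by the area under its own curve, so that the 375 positions from -740 to 3000 bp around the TSS sum to 1 in each library. Differences in total binding between libraries are therefore not visible in these profiles. For each library, the mean of the profile from the TSS to 1000 bp downstream was divided by the mean over the 750 bp upstream of the TSS, which are the windows of Fig. 6a. Groups were compared on the log2 of this downstream to upstream ratio by exact two-sided permutation tests, with each library counted as 1 replicate.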

PAF1 was bound predominantly to transcription start sites (TSSs) and downstream from transcription termination sites (TTSs) (Fig. 5b, c, Supplementary Fig. 4a, b). Heatmaps of the distribution of reads around TSS sites revealed a large degree of overlap between our and recently published PAF1 ChIP-seq data^41^. From the set of 8811 genes, we detect robust binding of PAF1 to the TSS and downstream from the TTS in a subset of ~3000 genes (Fig. 5d, Supplementary Fig. 4b, c). The top 3000 genes from our analysis were also bound by CSB and became most strongly bound by CSA and ATF3 after UV (Supplementary Fig. 4d), suggesting that these interactions might all take place at the TSS, and that these genes are subjected to ATF3-mediated transcriptional repression after UV^11^.

**Fig. 5:**
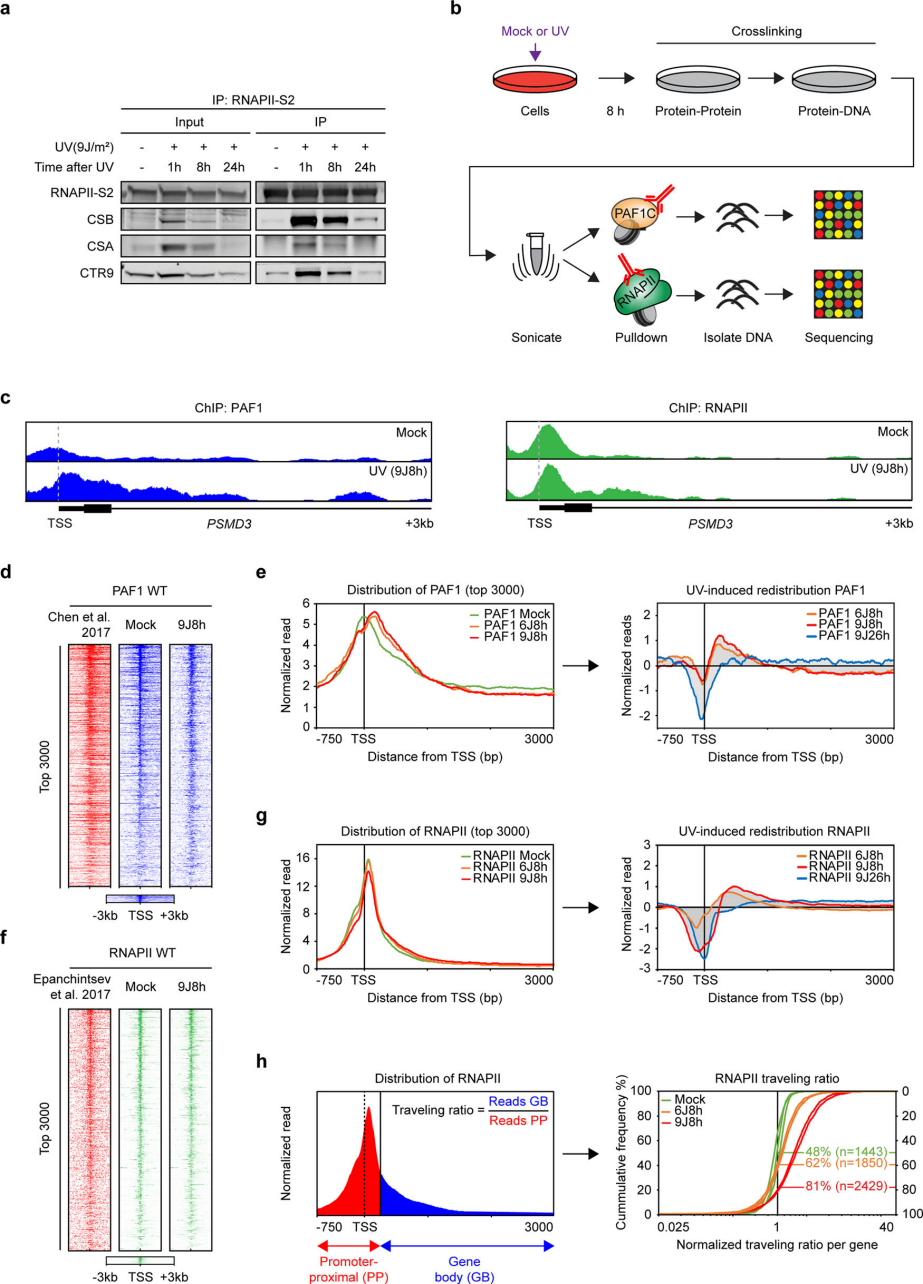
ChIP-seq reveals UV-induced repositioning of PAF1 and RNAPII into promoter-proximal regions. **a** Co-immunoprecipitation of endogenous RNAPII-S2 from U2OS cells at different timepoints after UV. Note that the input sample was taken after chromatin fractionation and therefore show chromatin-bound protein levels rather than whole cell protein levels, which are equal between all conditions. Representative figure of at least three independent experiments**. b** Outline of the ChIP-seq approach to map PAF1- and RNAPII-binding sites. **c** UCSC genome browser track showing the read density of (left) PAF1 and (right) RNAPII signal across the *PSMD3* gene in unirradiated and UV-irradiated cells. Tracks represent pooled reads of 3 mock and 3 9J8h PAF1 ChIP-seq replicates and 3 mock and 2 9J8h RNAPII ChIP-seq replicates. **d** Representative heatmaps from PAF1 ChIP-seq data around the transcription start sites (TSS) of the top 3000 genes that bind PAF1. Data is ranked based on the PAF1 signal in unirradiated cells (mock; in blue), and compared to published PAF1 ChIP-seq data (in red), and PAF1 ChIP-seq at 8 h after 9 J/m^2^ UV irradiation (in blue; 9J8h). **e** Averaged metaplots of PAF1 ChIP-seq of the top 3000 genes around the TSS in unirradiated (mock; *n* = 3) and UV-irradiated cells (8 h after 6 J/m^2^ (*n* = 1) and 9 J/m^2^ (*n* = 3)). The right panel shows the UV-induced redistribution of PAF1 calculated by subtracting the mock from the +UV distribution profiles for 6 J/m^2^ at 8 h and for 9 J/m^2^ at 8 h and 26 h (*n* = 1). **f** Representative heatmaps from RNAPII ChIP-seq data around the TSS of genes as in **d**. Data of unirradiated cells (mock; in green) are compared to published RNAPII ChIP-seq data (in red), and RNAPII ChIP-seq at 8 h after 9 J/m^2^ UV irradiation (in green; 9Jh8). **g** As in **e**, but for RNAPII with averages of mock (*n* = 3), 8 h after 6 J/m^2^ (*n* = 3) and 8 h (*n* = 2) or 26 h (*n* = 2) after 9 J/m^2^. **h** Schematic representation of the traveling ratio of RNAPII, which is calculated by dividing the reads of the gene body (+250 bp to +3 kb; blue) over the reads in the promoter-proximal region (−750bp to +250 bp; red). The right panel shows the ratio of the RNAPII traveling ratio (or the normalized traveling ratio) for 3000 genes relative to the average traveling ratio in the unirradiated control (set to 1). Shown are three independent replicates in unirradiated cells (mock, green), and three replicates after UV irradiation with 6 J/m^2^ (in orange) and two replicates after 9 J/m^2^ (in red). The *y*-axes indicate percent of all genes. Percentages and *n* indicated in the plot refer to the percentage and number of the 3000 genes with a normalized traveling ratio above 1.

PAF1 became more restricted to the TSS region and showed substantially reduced binding in gene bodies and downstream of the TTS at 8 h after UV irradiation with both 6 J/m^2^ and 9 J/m^2^ (Supplementary Fig. 4a, b, e). At this time-point, cells already start to resume transcription, but have not yet fully completed transcription recovery^23^. Immunoprecipitation of RNAPII indeed showed a strong interaction with PAF1C subunits at 8 h after UV, which was lost at 24 h after UV when cells have fully recovered transcription (Fig. 5a). Strikingly, we detected a marked shift in PAF1 binding by ChIP-seq away from the promoter into the first ~1 kb downstream of the TSS at 8 h after UV, which was no longer observed at 26 h after UV (Fig. 5e). Interestingly, since PAF1C is an important regulator of RNAPII pause release^3,33,40,41^, our data might suggest a role for PAF1C in releasing RNAPII from pause sites in a CSB-dependent mechanism to restore transcription after UV irradiation.

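The downstream to upstream ratio of the PAF1 profile was 1.14 ± 0.0675 (SD, n = 3) in unirradiated wild-type cells and 1.33 ± 0.00851 (SD, n = 3) in 9J8h cells. Every 9J8h replicate lay above every unirradiated replicate, with a log2 difference of 0.21 between the groups (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The single 6J8h library had a ratio of 1.201 and lay within the range of the unirradiated replicates, which ran from 1.071 to 1.204. With this library pooled with the 9J8h replicates, the log2 difference from mock was 0.18 (exact permutation test, p = 0.0857, smallest possible p = 0.0286). The single 9J26h library had a ratio of 1.27, above all 3 unirradiated replicates and below all 3 replicates of 9J8h. With the lowest value of each profile subtracted first, its ratio was 1.94, above the 1.55 to 1.81 of the 9J8h replicates. Its place relative to 9J8h thus depended on this choice. The maximum of the profile lay between -20 and 110 bp from the TSS in unirradiated cells and between 60 and 190 bp in 9J8h cells. It lay at 150 bp in the single 6J8h library and at 140 bp in the single 9J26h library, beyond all unirradiated replicates. The alternative that moved the 9J8h difference most was scaling each profile to 100% at the TSS, which gave a log2 difference of 0.34 in the mean of the downstream window (exact permutation test, p = 0.3). From the shift at 8 h and the known function of PAF1C, the paper raises a possible role for PAF1C in releasing RNAPII from pause sites in a mechanism that depends on CSB.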

### A genome-wide shift of RNAPII into gene bodies after UV irradiation

To explore this possibility further, we mapped RNAPII-binding sites by ChIP-seq. 

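RNAPII was mapped with an antibody against its subunit RPB1 in 3 unirradiated replicates, 3 replicates of 6J8h, 2 replicates of 9J8h, 2 replicates of 9J26h and 2 replicates taken 26 h after 6 J/m2 (6J26h). A further single library came from wild-type cells 8 h after 20 J/m2 (20J8h). The 13 libraries held 7786496 to 36205677 unique reads, with a median of 20662551. The authors processed them as they did the PAF1 libraries, over the same genes, and deposited an area-normalized profile for each. They also deposited a table of traveling ratios, 1 value for each gene and library. On each profile, the mean from 250 to 3000 bp downstream of the TSS was divided by the mean from 750 bp upstream to 250 bp downstream, the windows of Fig. 5h. Trends over mock, 6J8h and 9J8h were tested with the Jonckheere statistic by an exact two-sided permutation test, and pairs of groups by exact two-sided permutation tests on log2 values. In all, 16 comparisons were made on the PAF1 and RNAPII profiles of the different cell lines, and their p-values were adjusted together by the Benjamini-Hochberg method.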

RNAPII most strongly associated with the TSS as well as downstream of the TTS in the same subset of 3000 genes that were also bound by PAF1 with a high degree of overlap with published RNAPII ChIP-seq data (Fig. 5c, f, Supplementary Fig. 5a)^11^. UV irradiation triggered a dose-dependent release of RNAPII into the first ~2 kb downstream of the TSS at 8 h after UV irradiation (Fig. 5g), which coincided with the region to which a UV-induced shift in PAF1 binding was also observed (Fig. 5e). 

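The body to promoter ratio of the wild-type RNAPII profiles was 0.184 ± 0.0168 (SD, n = 3) in unirradiated cells, 0.202 ± 0.000484 (SD, n = 3) in 6J8h cells and 0.267 ± 0.00538 (SD, n = 2) in 9J8h cells. This order held for every library, and the exact permutation test of the trend gave p = 0.00357 (adjusted p = 0.0571), the smallest p that the 560 arrangements of the 8 libraries allow. The lowest 6J8h library, at 0.202, lay close above the highest unirradiated library, at 0.201. The log2 difference between 9J8h and mock was 0.54. With each profile scaled to 100% at the TSS, the mean of the body window differed by a log2 of 0.54 between 9J8h and mock. The exact permutation test of its trend gave p = 0.0607. When the maximum on that scale was compared instead, the log2 difference fell to 0.04 and the trend had p = 0.8 (exact permutation test).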

The shift in RNAPII binding was no longer detected at 26 hrs after UV irradiation (Fig. 5g, Supplementary Fig. 5b), coinciding with the loss of PAF1C binding to RNAPII (Fig. 5a), and near complete transcription recovery (Fig. 4e, h). 

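At 26 h, the body to promoter ratio of the RNAPII profile was 0.205 ± 0.0218 (SD, n = 2) in 6J26h cells, a log2 difference of 0.15 from mock (exact permutation test, p = 0.4). It was 0.246 ± 0.0388 (SD, n = 2) in 9J26h cells, a log2 difference of 0.41 (exact permutation test, p = 0.1, the smallest p that 2 libraries against 3 allow). When the lowest value of each profile was subtracted first, the log2 difference was -0.02 in 6J26h cells and 0.13 in 9J26h cells (exact permutation test, p = 0.6). The direction at 6J26h therefore depended on this choice, and the library with the higher ratio at 9J26h, at 0.273, lay above both 9J8h libraries. Closer to and farther from the TSS, the profiles moved differently. Between 250 and 1000 bp downstream, the mean profile value in units of 1/1000 of the area was 2.61 ± 0.167 (SD, n = 3) in unirradiated cells, 3.10 ± 0.0476 (SD, n = 3) in 6J8h cells and 3.35 ± 0.0849 (SD, n = 2) in 9J8h cells. In the same window it was 2.58 ± 0.0986 (SD, n = 2) in 6J26h cells and 2.70 ± 0.0798 (SD, n = 2) in 9J26h cells, which lies within 1 SD of the unirradiated mean. Between 2000 and 3000 bp downstream, it was 0.597 ± 0.0499 (SD, n = 3) in unirradiated cells, 0.470 ± 0.0222 (SD, n = 3) in 6J8h cells and 0.694 ± 0.0534 (SD, n = 2) in 9J8h cells. There it was 0.737 ± 0.0894 (SD, n = 2) in 6J26h cells and 0.899 ± 0.168 (SD, n = 2) in 9J26h cells. These windows were chosen after the data were seen and were not tested.

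**Figure D1:**
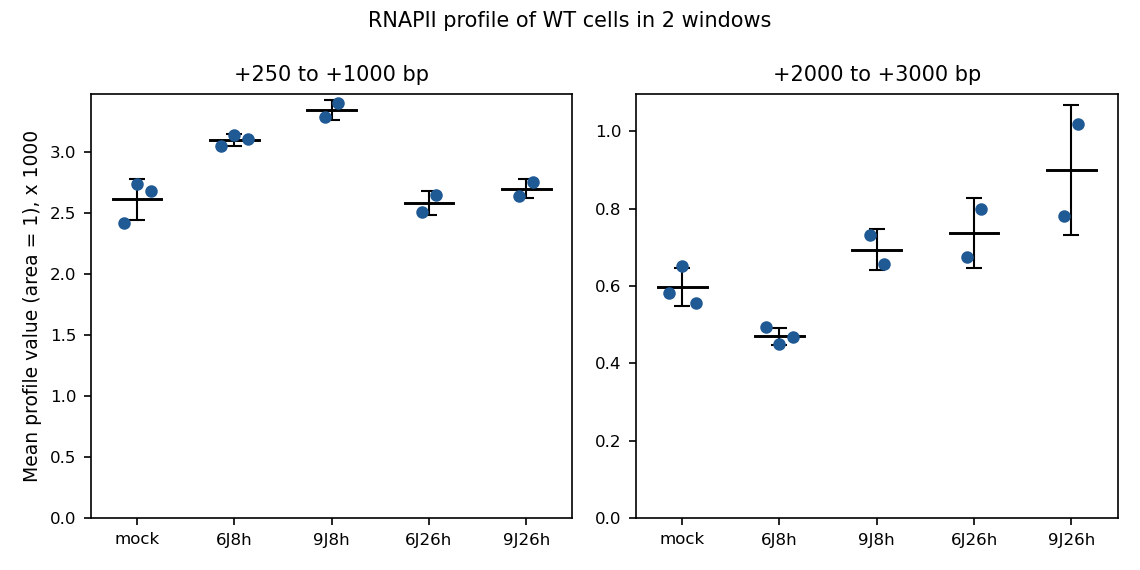
Mean value of the area-normalized RNAPII profile of wild-type cells, in units of 1/1000 of the area, between 250 and 1000 bp (left) and between 2000 and 3000 bp (right) downstream of the TSS. Points are libraries, horizontal lines are means and bars are SDs; the 9J26h mean is 2.70 in the left window, near the 2.61 of unirradiated cells, and 0.899 in the right window, above their 0.597.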

Representative examples of short (*ARF6*, 5 kb), intermediate (*NDUFS5*, 10 kb) and longer genes (*PSMD3*, 24 kb) all show the UV-induced redistribution of both PAF1 and RNAPII within the first 2 kb of the gene (Supplementary Fig. 5c).

To further quantify the release of RNAPII after UV, we calculated the traveling ratio for each gene, which was defined as the density of RNAPII reads within the first 3 kb of the gene body relative to the density in the promoter-proximal region (Fig. 5h). An increased traveling ratio indicates that more RNAPII molecules have shifted into the gene body. This approach revealed a dose-dependent increase of the normalized traveling ratio after UV (Fig. 5h). 

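The deposited table lists traveling ratios for 3000 genes in 42 libraries, with each wild-type RNAPII value divided by the gene's mean over the unirradiated wild-type libraries. Infinite and missing values, 54 and 20 of the 126000 in the table, were left out. A normalized traveling ratio above 1 was found in 48.0% ± 13.9 (SD, n = 3) of genes in unirradiated cells, in 61.6% ± 2.11 (SD, n = 3) in 6J8h cells and in 80.8% ± 0.886 (SD, n = 2) in 9J8h cells. The median log2 of the normalized ratio was -0.02, 0.20 and 0.79, respectively, and its trend had p = 0.00357 (exact permutation test, two-sided, the smallest p possible). Over the 17 comparisons made on this measure in all cell lines, the Benjamini-Hochberg adjusted p of the trend was 0.0607. Each dose alone differed from mock with p = 0.1 (exact permutation test), the smallest p that these group sizes allow. The alternative that moved the 9J8h share most was a threshold of 1.1, above which 76.6% of genes lay. At 26 h, 63.1% ± 13.3 (SD, n = 2) of genes lay above 1 in 6J26h cells (exact permutation test against mock, p = 0.3) and 78.0% ± 5.37 (SD, n = 2) in 9J26h cells (p = 0.1). The 9J26h and 9J8h libraries overlapped (exact permutation test, p = 1). Single genes were tested with limma on log2 values, in a fit of all wild-type and CSB-KO groups with at least 2 libraries that covered 2981 genes. With an adjusted p under 0.05, the ratio was higher in 132 and lower in 36 genes in 6J8h cells, and higher in 1079 and lower in 35 genes in 9J8h cells. When each library was centred on its median first, which removes a shift common to all genes, 170 genes were higher and 194 lower in 9J8h cells. The table numbers the genes and gives no symbols, so the largest changes in 9J8h cells can be given only by number. Among genes whose 9J8h values lay beyond all mock values, gene 2270 rose by a log2 of 4.23 (standard error 1.18, limma adjusted p = 0.0168) and gene 1199 fell by 4.68 (standard error 0.93, limma adjusted p = 0.00407). Gene 2709 fell by 4.00 (standard error 1.09, limma adjusted p = 0.0154). The largest rise, 29.68 in gene 163 (standard error 9.93, limma adjusted p = 0.0353), rests on 1 library whose log2 ratio of 55.85 comes from a promoter-proximal density near 0.

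**Figure D2:**
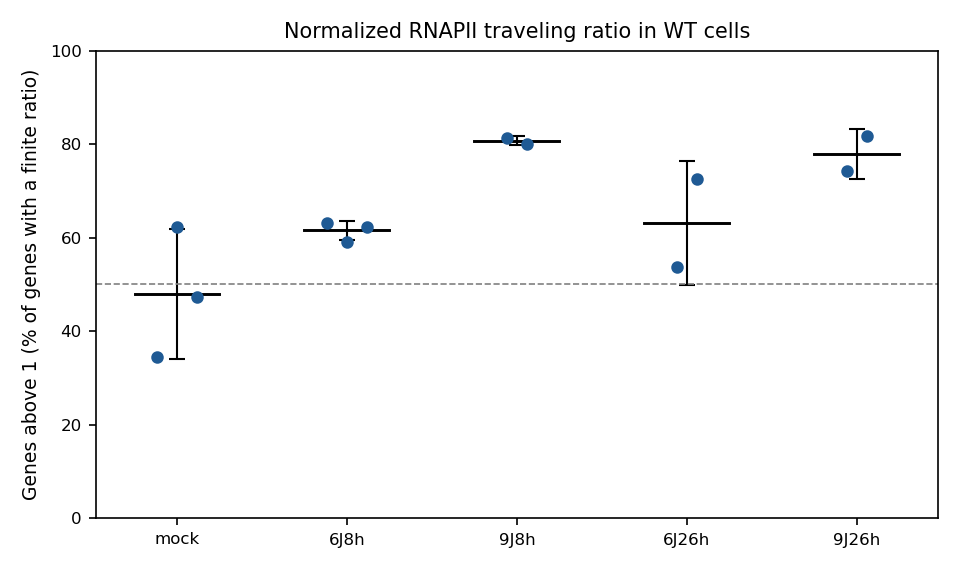
Percent of genes with a finite ratio whose normalized RNAPII traveling ratio is above 1, in each wild-type library by UV dose and time. Points are libraries, horizontal lines are means, bars are SDs and the dashed line marks 50%; the 2 libraries of 9J8h lie at 80.2% and 81.4%, above all 3 unirradiated libraries.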

Importantly, independent repeats of these different genome-wide ChIP-seq conditions showed a highly similar shift (Fig. 5h, Supplementary Fig. 6, Supplementary Table 6), suggesting that these changes in RNAPII binding across the genome reflect a very robust cellular response.

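Between replicates, the percent of genes with a normalized traveling ratio above 1 ran from 59.2 to 63.1 in 6J8h cells and from 34.4 to 62.3 in unirradiated cells. The unirradiated replicates thus differed more than those of either dose at 8 h, and the highest of them lay within the range of the 6J8h replicates. Across genes, the log2 changes of replicates 1 and 2, each taken against its own unirradiated library, had a Spearman rho of 0.53 in 6J8h cells and 0.44 in 9J8h cells. Genes are not independent replicates, so no p is given for these correlations. Of the genes with a higher ratio in 6J8h cells in limma, 124 were also higher in 9J8h cells, but no count expected without change was computed. The log2 changes at the 2 doses, which share their unirradiated libraries, had a Spearman rho across genes of 0.59, against 0.43 for simulated groups without change that share these libraries. The simulation gave every gene and library the same spread, unlike the data, so nothing is concluded from this difference. The number of genes changed in 6J8h cells depended on single libraries, and was 37 without 6J8h replicate 1 and 109 without unirradiated replicate 2, against 168 with all. From the similar shift in independent repeats, the paper proposes that the changes in RNAPII binding reflect a robust cellular response.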

### The release of RNAPII after UV irradiation is dependent on PAF1

We next quantified the UV-induced repositioning of PAF1 binding in individual genes by calculating the ratio of reads in the first 1 kb of genes relative to the 750 bp upstream of the TSS in wild-type cells (Fig. 6a, b see the *POLG2* and *SLC40A1* genes in Fig. 6c). Strong and consistent UV-induced repositioning of PAF1 was detected in 478 of the 3000 genes at 8 h after UV in all 6 J/m^2^ and 9 J/m^2^ replicates in wild-type cells (Fig. 6d). The remaining 2522 of the 3000 genes showed no repositioning of PAF1 downstream of the TSS in at least one of the replicates in wild-type cells (Fig. 6d). 

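The deposited table also holds PAF1 ratios for each gene, divided in wild-type libraries by the gene's mean over the 3 unirradiated ones. These values do not follow the windows of Fig. 6a. Over the 8 wild-type PAF1 libraries, the median log2 ratio in the table differed from the log2 ratio of the profiles by 0.0442 on average when the profiles were read in the windows of Fig. 5h, and by 0.189 in those of Fig. 6a. They therefore measure PAF1 in the first 3000 bp of the gene body relative to the region around the TSS. Over all genes, this measure was above 1 in 45.2% ± 14.8 (SD, n = 3) of genes in unirradiated cells, 47.4% ± 10.0 (SD, n = 3) in 9J8h cells and 45.8% (n = 1) in 6J8h cells, with a median log2 of -0.07, -0.05 and -0.11. On this measure, 471 genes lay above 1 in all 4 irradiated wild-type PAF1 libraries at 8 h, and the other 2529 did not. In 200 simulations in which every gene moved with its library's median and the unirradiated libraries were shared, 199 ± 11.9 genes (mean and SD) did. With the geometric mean of the unirradiated libraries as the reference, the count was 549. This set was chosen after the data were seen.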

Notably, we observed a stronger RNAPII shift into gene bodies after UV in the set of 478 genes that displayed consistent PAF1 repositioning compared to the set of 2522 genes without PAF1 repositioning (Fig. 6e). Thus, the release of RNAPII after UV irradiation correlates strongly with the repositioning of PAF1.

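In the 471 genes with a PAF1 ratio above 1 in all 4 irradiated libraries, the normalized RNAPII traveling ratio was above 1 in 76.7% ± 3.19 (SD, n = 3) of genes in 6J8h cells, against 58.7% ± 1.93 (SD, n = 3) of the other genes. In 9J8h cells, these values were 90.2% ± 0.873 (SD, n = 2) and 79.1% ± 1.21 (SD, n = 2). The difference was 16.5 to 19.4 percentage points in the 3 libraries of 6J8h and 9.68 to 12.6 points in the 2 libraries of 9J8h. In the 3 unirradiated wild-type libraries, the same difference ran from -9.65 to 3.97 points. The comparison was not tested, because genes are not independent replicates. PAF1 and RNAPII libraries of the same dose may also share a subtracted input. From the stronger RNAPII shift in the genes with PAF1 repositioning, the paper concludes that the release of RNAPII correlates with the repositioning of PAF1.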

**Fig. 6:**
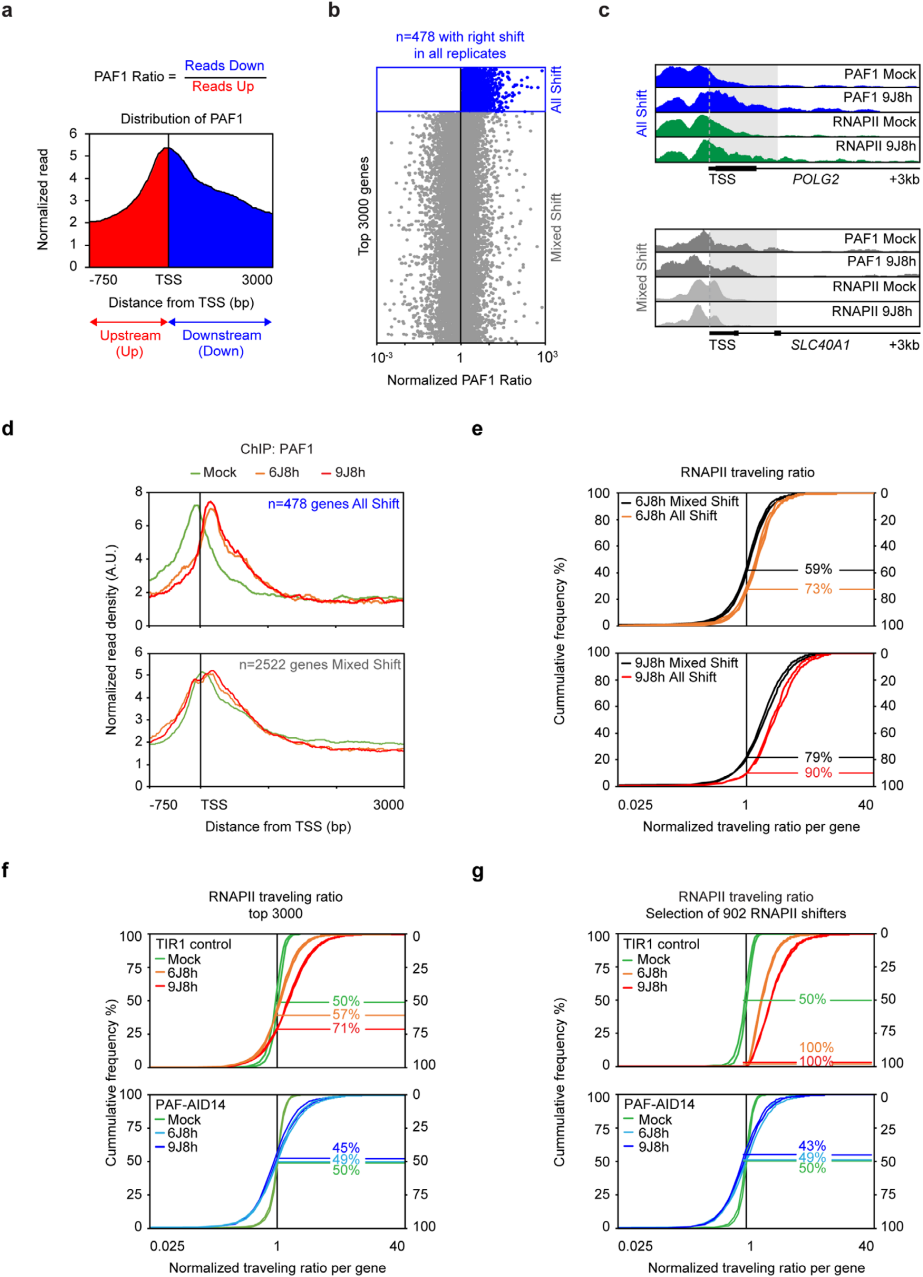
The UV-induced repositioning of RNAPII into promoter-proximal regions requires PAF1C. **a** Schematic representation of the traveling ratio of PAF1, which is calculated by dividing the reads of the gene body (TSS to +1000 bp; blue) over the reads in the promoter-proximal region (−750bp to TSS; red). **b** Quantification of the traveling ratio (or shift) in PAF1 binding after UV. All replicates and UV doses (6 and 9 J/m^2^, total *n* = 4) were pooled, which revealed a set of 478 genes that shows a uniform UV-induced shift into promoter-proximal regions in all replicate experiments at 8 h after 6 and 9 J/m^2^ (All Shift) and a set of 2522 genes that show a UV-induced shift only in a subset of the conditions (Mixed Shift). **c** UCSC genome browser track showing the read density of PAF1 and RNAPII signal across the *POLG2* gene (All Shift) and *SLC40A1* gene (Mixed Shift) in unirradiated (mock) and UV-irradiated cells. **d** Averaged metaplots of PAF1 ChIP-seq around the TSS of the 478 All Shift genes (upper panel) or the 2522 Mixed Shift genes (lower panel) in unirradiated cells (mock, *n* = 3) and 8 h after UV with 6 J/m^2^ (*n* = 1) and 9 J/m^2^ (*n* = 3). **e** The ratio of the RNAPII traveling ratios for the 478 All Shift genes compared to the 2522 Mixed Shift genes at 8 h after UV with 6 J/m^2^ (*n* = 3) and 9 J/m^2^ (*n* = 2). **f** The ratio of the RNAPII traveling ratios for 3000 genes relative to the average traveling ratio in the unirradiated control (set to 1) shown for TIR1 (upper panel) or PAF1-AID clone 14 (lower panel). Shown are unirradiated cells (mock, *n* = 2), 8 h after 6 J/m^2^ (6J8h, *n* = 2), or 9 J/m^2^ (9J8h, *n* = 2). **g** Data as in **f**, but for 902 genes with consistent shift of RNAPII in all replicates at 6 J/m^2^ or 9 J/m^2^ compared to mock in TIR1 cells. The *y*-axes in panels **e–g** indicate percent of all genes. Indicated percentages and n indicate genes with a normalized traveling ratio above 1.

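RNAPII was also mapped in U2OS cells in which PAF1 can be removed. PAF1-AID cells carry PAF1 fused to a degron that the plant ubiquitin ligase adaptor TIR1 recognizes after auxin is added, and TIR1 cells, which lack the fusion, served as the control. Both lines were mapped with 2 replicates each of mock, 6J8h and 9J8h, which gives 6 libraries for each line. The TIR1 libraries held 15549197 to 37911176 unique reads and the PAF1-AID libraries 14744881 to 37514783. Depth differed between the replicates of both lines, with a median of 33402762 reads in replicate 1, for which the Reporting Summary lists combined read files, and of 15824758 in replicate 2. The authors divided the traveling ratio of each gene by its mean over the 2 unirradiated libraries of the same line. A difference between the lines before irradiation is thus not visible in the normalized ratio. A gene above 1 in either of these 2 libraries lies below 1 in the other. The unirradiated share of genes above 1 therefore averages near 50.0% by construction. All 12 libraries entered a single limma fit on log2 values, which covered the 2986 genes with a finite ratio above 0 in every library.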

To further address whether PAF1 is needed for the UV-induced release of RNAPII, we performed ChIP sequencing in TIR1 control cells and PAF1-AID knockin cells. The RNAPII ChIP-seq profiles in PAF1-depleted human cells were very similar to published data in mouse cells^5^ (see our reanalysis of these data in Supplementary Fig. 7a, b). TIR control cells showed a dose-dependent shift of RNAPII after UV irradiation in the top 3,000 genes (Fig. 6f), similar to our data in U2OS cells (Fig. 5h). 

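In TIR1 cells, the normalized traveling ratio was above 1 in 50.0% ± 10.4 (SD, n = 2) of genes in unirradiated cells, in 57.2% ± 1.84 (SD, n = 2) in 6J8h cells and in 71.3% ± 0.667 (SD, n = 2) in 9J8h cells. The median log2 of the ratio rose in this order in all 6 libraries, with p = 0.0222 for the trend (exact permutation test, two-sided, 90 arrangements, the smallest p possible) and an adjusted p of 0.189. The shares overlapped, with 55.9% in 6J8h replicate 1 and 57.4% in unirradiated replicate 1. The ratio was higher in 13 and lower in 4 genes in 6J8h cells, and higher in 397 and lower in 33 genes in 9J8h cells (limma, adjusted p under 0.05). When only the 2 groups compared were fitted, 66 genes were changed in 9J8h cells. Gene by gene, the changes in TIR1 cells were only weakly related to those in wild-type cells. Across genes, the Spearman rho between a TIR1 and a wild-type library, each against its own unirradiated library, was between 0.04 and 0.10 for 6J8h and between 0.12 and 0.17 for 9J8h. Between the 2 TIR1 replicates it was 0.48 for either dose.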

Auxin-induced depletion of PAF1 strongly prevented the shift of RNAPII in many of the 3000 genes (Fig. 6f). 

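In PAF1-AID cells, 50.0% ± 3.90 (SD, n = 2) of genes lay above 1 before irradiation, 49.2% ± 0.507 (SD, n = 2) in 6J8h cells and 44.6% ± 3.10 (SD, n = 2) in 9J8h cells. The trend over the 3 groups was downward and had p = 0.0667 (exact permutation test, two-sided, smallest possible p = 0.0222). With the geometric mean of the unirradiated libraries as the reference, the 6J8h share was 50.4%, so its side of 50% depended on the reference, and the trend had p = 0.333 (exact permutation test). The difference between the lines was tested by permuting the cell line within each dose. The median log2 change was higher in TIR1 than in PAF1-AID cells by 0.35 (exact permutation test, p = 0.0556, the smallest p that 36 arrangements allow). In limma, the ratio was higher in 70 and lower in 63 genes in 6J8h PAF1-AID cells, and higher in 44 and lower in 55 genes in 9J8h PAF1-AID cells. Fitted with only the 2 groups compared, no gene passed in 6J8h cells, with 570 genes at an unadjusted p under 0.05, and 6 genes passed in 9J8h cells. Before irradiation, the body to promoter ratio of the RNAPII profile was 0.924 ± 0.00850 (SD, n = 2) in PAF1-AID cells and 0.360 ± 0.0116 (SD, n = 2) in TIR1 cells (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). After irradiation it was 0.875 ± 0.0289 (SD, n = 2) in 6J8h and 0.812 ± 0.00581 (SD, n = 2) in 9J8h PAF1-AID cells, and 0.400 ± 0.00918 (SD, n = 2) and 0.493 ± 0.00533 (SD, n = 2) in TIR1 cells. In PAF1-AID cells, the trend was downward, with a log2 change of -0.19 at 9J8h (exact permutation test, p = 0.0222, the smallest possible, and 0.119 after Benjamini-Hochberg adjustment over 16 comparisons). With the lowest value of each profile subtracted first, the log2 change was -0.49 (exact permutation test, p = 0.0222).

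**Figure D3:**
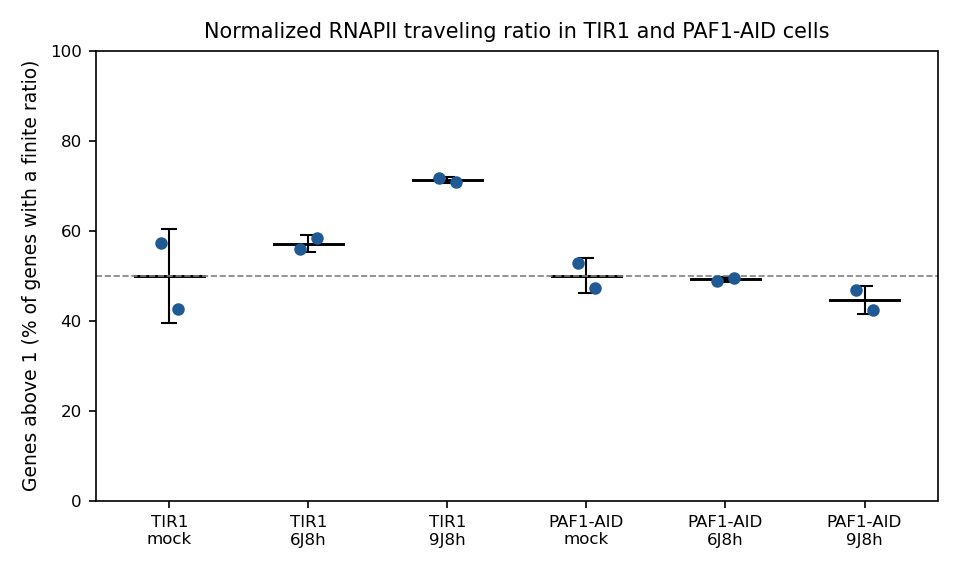
Percent of genes with a finite ratio whose normalized RNAPII traveling ratio is above 1, in each TIR1 and PAF1-AID library. Points are libraries, horizontal lines are means, bars are SDs and the dashed line marks 50%; the mean at 9J8h is 71.3% in TIR1 cells and 44.6% in PAF1-AID cells.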

Even when we selected the 902 genes with the strongest shift in RNAPII in the TIR1 control cells, we could not detected an appreciable shift in PAF1-depleted cells (Fig. 6g). These findings show that PAF1 stimulates the UV-induced repositioning of RNAPII around promoters.

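In TIR1 cells, 1018 genes had a normalized traveling ratio above 1 in all 4 irradiated libraries. If the libraries were independent, 498 genes would be above 1 in all 4. In 200 simulations in which all genes moved with the library's median and the unirradiated libraries were shared, 1065 ± 23.8 genes (mean and SD) were. Counting 9J8h alone, 1809 genes lay above 1 in both libraries. Of the 1018 genes, 50.0% ± 7.92 (SD, n = 2) were above 1 in unirradiated PAF1-AID cells, 49.2% ± 1.08 (SD, n = 2) in 6J8h and 43.4% ± 3.33 (SD, n = 2) in 9J8h PAF1-AID cells. The unirradiated mean lies near 50.0% for any set of genes, because these 2 libraries are their own reference. Their median log2 ratio was 0.61 in 6J8h and 0.98 in 9J8h TIR1 cells, from which the genes were chosen, and -0.02 and -0.11 in PAF1-AID cells. In wild-type cells, which had no part in the choice, 67.5% ± 2.02 (SD, n = 3) of these genes were above 1 at 6J8h, against 58.5% ± 2.21 (SD, n = 3) of the other genes. At 9J8h these values were 87.1% ± 0.287 (SD, n = 2) and 77.6% ± 1.19 (SD, n = 2). From the shift in TIR1 cells and its absence in PAF1-depleted cells, the paper concludes that PAF1 stimulates the UV-induced repositioning of RNAPII around promoters.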

### CSB stimulates PAF1 release and Ub-H2B deposition in a subset of genes after UV

We next asked whether the repositioning of PAF1 away from TSS sites is dependent on CSB. To address this, we mapped chromatin-binding sites of PAF1 by ChIP-seq in CSB knockout (KO) cells (Fig. 7a, b). 

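PAF1 was mapped in U2OS cells in which the gene for CSB was knocked out, with 2 unirradiated replicates, 1 replicate of 6J8h and 2 replicates of 9J8h. The 5 libraries held 11608395 to 27403853 unique reads, with a median of 14503974. They were processed by the authors as in wild-type cells, with a profile averaged over the same genes and normalized to its area. The replicate numbers are 1 and 3 in the unirradiated cells and 1 and 2 in the 9J8h cells. In the table of ratios, the reference of the CSB-KO PAF1 values is not the mean of the 2 unirradiated libraries listed. Their values sum to 1.71 in the median gene and to at most 2.98 in any of 2996 genes, where a sum of 2 in each gene would be found if they were their own reference. The difference between the genotypes was tested by an exact permutation of the genotype within unirradiated and within irradiated libraries.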

In unirradiated cells, we did not detect major differences in PAF1 binding to promoter regions in the genomes of wild-type or CSB-KO cells (compare Fig. 5d, e to Fig. 7a, c).

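In unirradiated cells, the downstream to upstream ratio of the PAF1 profile was 1.17 ± 0.0536 (SD, n = 2) in CSB-KO cells. It differed from that of unirradiated wild-type cells by a log2 of 0.03, less than the spread between replicates (exact two-sided permutation test, p = 0.9). The maximum of the profile lay 90 bp downstream of the TSS in both CSB-KO libraries. The profiles are normalized to their area, so the amount of PAF1 bound at promoters was not compared.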

**Fig. 7:**
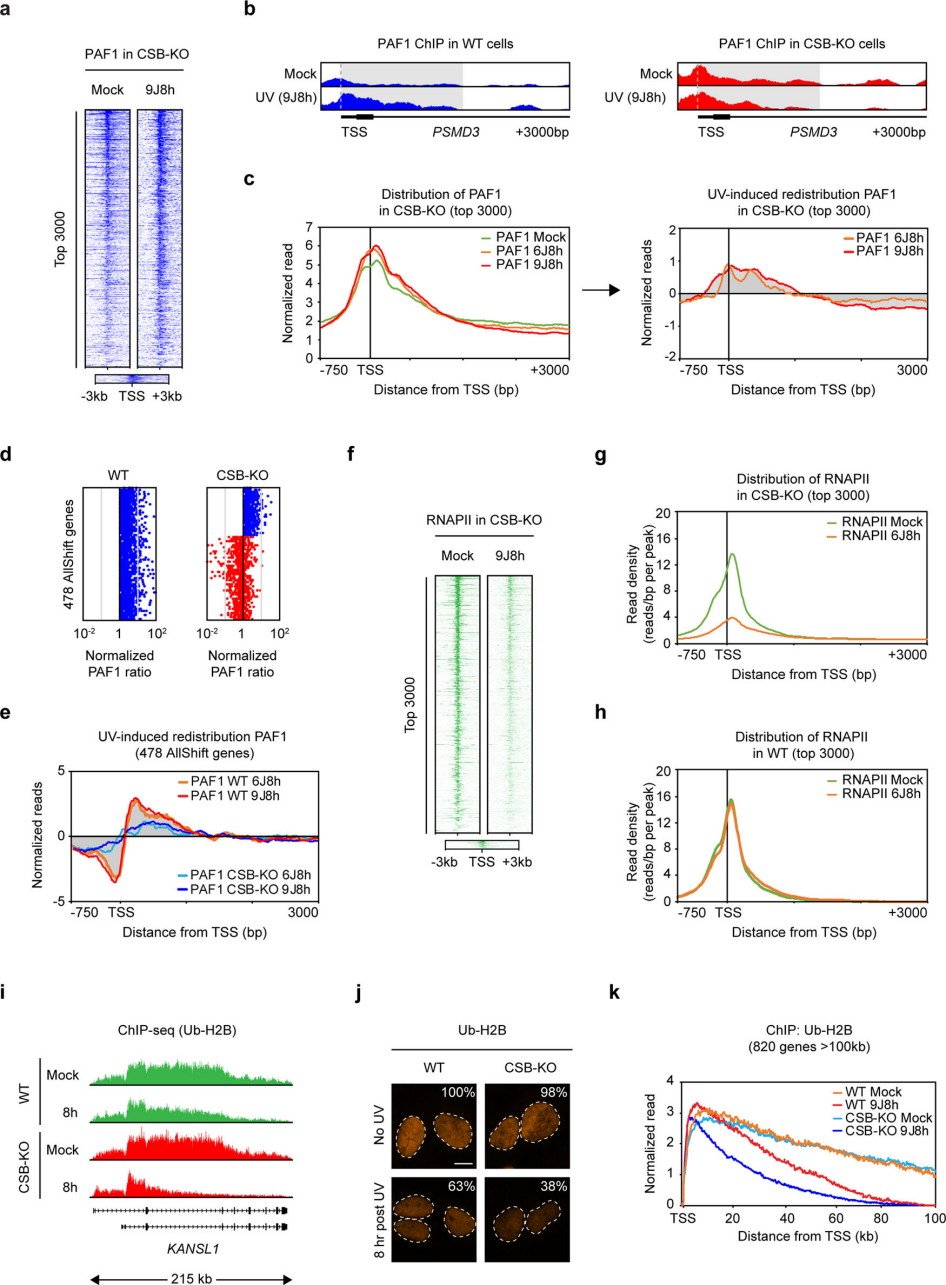
The UV-induced repositioning of PAF1 and associated ubiquitylation of H2B requires CSB. **a** Representative heatmaps around TSS from single PAF1 ChIP-seq data of the top 3000 genes that bind PAF1 in CSB-KO cells at 0 and 8 h after 9 J/m^2^ UV. **b** UCSC genome browser track showing the read density of PAF1 signal across the *PSMD3* gene. Tracks represent pooled reads of three wild-type mock and three wild-type 9J8h PAF1 ChIP-seq replicates (blue) and two CSB-KO mock and two CSB-KO 9J8h PAF1 ChIP-seq replicates (red). **c** The left panel shows averaged metaplots of PAF1 ChIP-seq of the top 3000 genes in CSB-KO unirradiated cells (mock, *n* = 2) or CSB-KO cells 8h after UV irradiation with 6 J/m^2^ (*n* = 1) and 9 J/m^2^ (*n* = 2). The right panel shows the UV-induced redistribution of PAF1 calculated by subtracting the mock from the +UV distribution profiles. **d** Quantification of UV-induced PAF1 traveling ratios (or shift) in the 478 all shift genes as defined in WT cells in Fig. 6a, b. Genes shifting in all CSB-KO replicates are in blue, genes not shifting in at least 1 of the replicates are indicated in red. **e** The UV-induced redistribution of PAF1 calculated by subtracting the mock from the +UV distribution profiles in WT and CSB-KO cells. **f** Representative heatmaps around the TSS from single ChIP-seq data on RNAPII of the top 3000 genes that bind PAF1. Heatmaps are show for CSB-KO cells at 0 and 8 h after 6 J/m^2^. **g** Averaged non-normalized metaplots around the TSS of RNAPII ChIP-seq of the top 3000 genes in unirradiated (mock, *n* = 2) or UV-irradiated (8 h after 6 J/m^2^, *n* = 2) CSB-KO cells showing differences in total RNAPII binding in different conditions. **h** As in g for unirradiated wild-type cells (mock, *n* = 3) or UV-irradiated wild-type cells, 8 h after 6 J/m^2^ (*n* = 3). **i** UCSC genome browser tracks showing the read density of ubiquitylated H2B (Ub-H2B) signal across the *KANSL1* gene in wild-type and CSB-KO cells 0 or 8 h after 9 J/m^2^. **j** Representative images of U2OS WT or CSB-KO stained for Ub-H2B at 0 or 8 h after 9 J/m^2^. Scale bar indicates 10 µm. Boxplots of the quantification of these images are presented in Supplementary Fig. 6. **k** Averaged metaplots of Ub-H2B ChIP-seq of 820 genes of >100 kb in WT or CSB-KO cells at 0 or 8 h after 9 J/m^2^ UV. Total reads per plot were normalized to total Ub-H2B levels quantified by microscopy as in **j** and Supplementary Fig. 6. Data are averages of two replicates per condition.

Importantly, the UV-induced repositioning of PAF1 after UV in the top 3000 genes in wild-type cells (Fig. 5e) was less prominent in CSB-KO cells (Fig. 7b, c). 

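After irradiation, the downstream to upstream ratio of the PAF1 profile in CSB-KO cells was 1.28 in the single 6J8h library and 1.28 ± 0.00244 (SD, n = 2) in 9J8h cells. Both 9J8h replicates lay above both unirradiated ones, with a log2 difference of 0.14 (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). For 6J8h and 9J8h together, the log2 difference from mock was also 0.14 (exact permutation test, p = 0.1, the smallest p possible). The rise in CSB-KO cells was smaller than that in wild-type cells by 0.04 on the log2 scale, a difference that did not hold up against the replicates (exact permutation test of the genotype, p = 0.631). That test could have given a p as small as 0.00286 with its 350 arrangements. At 9J8h alone, both CSB-KO libraries lay below all 3 wild-type libraries, by a log2 of 0.05 (exact permutation test, p = 0.1, the smallest p possible). The difference in rise depended on single unirradiated libraries, and lay between -0.09 and 0.00 when each library was left out in turn. Its sign changed without wild-type mock replicate 1 (0.0044) and without CSB-KO mock replicate 1 (0.0048). With each profile scaled to 100% at the TSS, the mean of the downstream window in CSB-KO cells did not rise, with a log2 difference of -0.01 between 9J8h and mock. On that scale the difference between the genotypes was -0.37 (exact permutation test, p = 0.197). The maximum of the CSB-KO profile lay at 30 bp in the 6J8h library and at 80 bp in both 9J8h libraries. It thus did not move downstream of the 90 bp found in both unirradiated CSB-KO libraries.

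**Figure D4:**
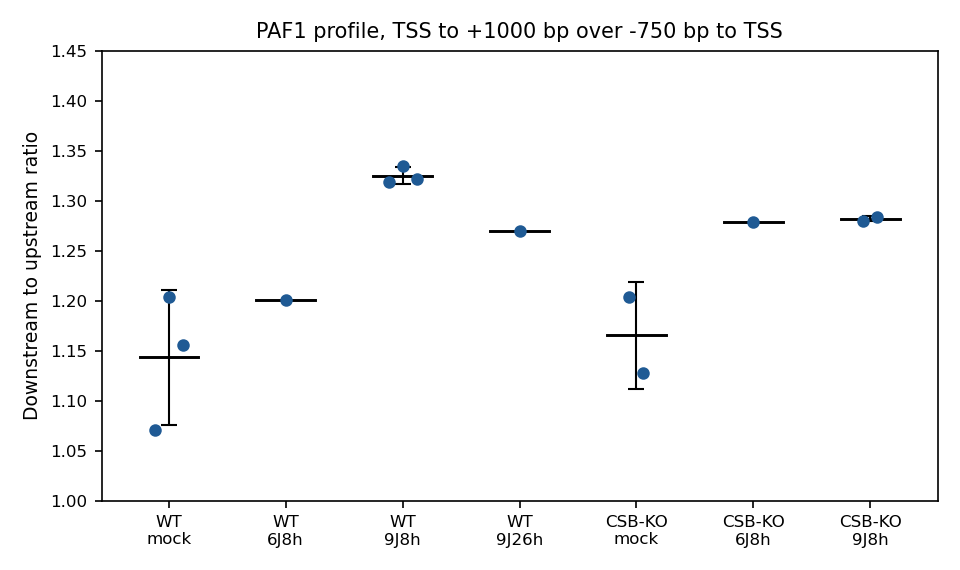
Downstream to upstream ratio of the area-normalized PAF1 profile in each wild-type and CSB-KO library by UV dose and time, on an axis that starts at 1. Points are libraries, horizontal lines are means and bars are SDs; the CSB-KO libraries of 9J8h lie at 1.28, below the wild-type mean of 1.33.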

A subsequent analysis focusing on a subset of 478 genes with a consistent UV-induced repositioning of PAF1 in wild-type cells (Fig. 6b), revealed that 306 of these genes no longer showed a UV-induced shift of PAF1 in CSB-KO cells (Fig. 7d, e). These findings reveal that CSB stimulates the UV-induced repositioning of PAF1 in a subset of genes.

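Of the 471 genes with a PAF1 ratio above 1 in all 4 irradiated wild-type libraries, 323 did not lie above 1 in at least 1 of the 3 irradiated CSB-KO libraries, and 148 lay above 1 in all of them. These ratios follow the windows of Fig. 5h, and the CSB-KO values have the reference of the deposited table. On that reference, 29.8% to 34.3% of all genes lay above 1 in the irradiated CSB-KO libraries, and 29.6% and 29.9% in the unirradiated ones. With the mean of the 2 listed unirradiated CSB-KO libraries as the reference, an alternative chosen after the data were seen, 261 of the 471 genes failed in at least 1 library and 210 passed in all. In each CSB-KO library, 60.7% to 66.9% of the 471 genes were then above 1, against 41.0% to 47.5% of all genes. The genes were chosen on the irradiated wild-type libraries and lie above 1 there by construction. From the genes that no longer shift in CSB-KO cells, the paper concludes that CSB stimulates the UV-induced repositioning of PAF1 in a subset of genes.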

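RNAPII was mapped in CSB-KO cells with 2 unirradiated replicates and 2 replicates of 6J8h. These 4 libraries held 15617139 to 30045175 unique reads, with a median of 22355698. The authors deposited an area-normalized RNAPII profile of each library and traveling ratios divided by each gene's mean over the 2 unirradiated CSB-KO libraries. Neither measure carries the total amount of RNAPII bound, and the non-normalized profiles of Fig. 7g and h were not used here. Because the 2 unirradiated libraries are their own reference, their share of genes above 1 averages near 50.0% by construction. Exact permutation tests of 2 libraries against 2 have 6 arrangements and cannot give a p under 0.333.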

To investigate how the inability to reposition PAF1 affects the UV-induced release of RNAPII, we also mapped chromatin-binding sites of RNAPII by ChIP-seq in CSB-KO cells (Fig. 7f). While loss of CSB did not appreciably affect the binding of RNAPII to TSS sites compared to wild-type cells without irradiation (compare mock in Fig. 7f to Fig. 5f), we detected strongly reduced binding of RNAPII at 8 hrs after UV in CSB-KO cells (Fig. 7f, g), which was not observed under similar conditions in wild-type cells (Fig. 7h). These findings suggest that CSB-KO cells show a strong transcriptional repression at 8 hrs after UV irradiation, through a combination of defective TCR, and their inability to activate PAF1 and remove repressor ATF3 from TSS sites^11^.

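Before irradiation, the body to promoter ratio of the RNAPII profile was 0.200 ± 0.000279 (SD, n = 2) in CSB-KO cells, a log2 difference of 0.12 from wild-type cells (exact two-sided permutation test, p = 0.4). At 6J8h it was 0.450 ± 0.0132 (SD, n = 2), a log2 rise of 1.17 in which both irradiated libraries lay above both unirradiated ones. Scaled to 100% at the TSS, the mean of the body window rose by 1.30 on the log2 scale, while the maximum of the profile fell by 0.11. The normalized traveling ratio was above 1 in 50.0% ± 8.92 (SD, n = 2) of genes before irradiation and in 87.9% ± 0.495 (SD, n = 2) at 6J8h. Its median log2 was 1.47 at 6J8h, higher than in wild-type 6J8h cells by 1.27 (exact permutation test, p = 0.1, the smallest p that 2 libraries against 3 allow). In limma, the ratio was higher in 1964 and lower in 36 genes, and after each library was centred on its median it was higher in 321 and lower in 378 genes. These values describe how RNAPII is distributed along the first 3000 bp and not how much is bound, so the reduced binding itself was not measured with them. From the reduced binding, the paper proposes that CSB-KO cells show a strong transcriptional repression at 8 h, through defective TCR and the inability to activate PAF1 and remove ATF3 from TSS sites.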

The ubiquitylation of H2B (Ub-H2B) is a co-transcriptionally deposited histone mark that correlates with RNAPII elongation rates and PAF1C activity^5,43^. We therefore decided to map Ub-H2B deposition by ChIP-seq in wild-type and CSB-KO cells after UV irradiation. We detected clear Ub-H2B levels throughout genes in both unirradiated wild-type and CSB-KO cells (see Fig. 7i for the *KANSL1* gene). At 8 h after UV in wild-type cells, Ub-H2B levels were similar throughout early gene bodies (< 20 kb), with decreasing levels toward the end of longer genes (>100 kb). This is consistent with ongoing, but incomplete recovery of RNA synthesis particularly in long genes in wild-type cells at this time-point^23^. Strikingly, in UV-irradiated CSB-KO cells, Ub-H2B levels progressively decreased much more rapidly within the first 20 kb of genes (see Fig. 7i for the *KANSL1* gene). We confirmed by immunofluorescence that absolute Ub-H2B levels were strongly decreased in CSB-KO cells (38%) compared to wild-type cells (63%) at 8 h after UV irradiation (Fig. 7j). Metaplots of Ub-H2B averaged over 820 genes revealed a faster and more progressive loss of Ub-H2B deposition in CSB-KO cells in gene bodies after UV irradiation compared to wild-type cells (Fig. 7k).

### PAF1 stimulates processive transcription elongation after UV irradiation

During transcription regulation, PAF1C travels with RNAPII and promotes efficient elongation through chromatin^5,6^. To measure transcription elongation after UV, we metabolically pulse-labeled nascent transcripts with bromouridine (BrU) at different timepoints after UV irradiation, followed by capture and sequencing of the BrU-labeled nascent RNAs (Fig. 8a)^23^. Nascent transcription was substantially reduced at TSS sites and progressively decreased further into gene bodies at 3 h after UV in control cells (Fig. 8b–d, see Supplementary Fig. 7c for an independent replicate)^23,44^. This is consistent with the distribution of DNA lesions in transcribed strands after UV irradiation with 7 J/m^2^ (1 CPD/16 kb^45^), and reflects the probability of RNAPII molecules encountering a DNA lesion. A partial restoration of reads at the TSS and from within gene bodies in TIR1 cells could already be detected at 8 h after UV, and this was fully restored at 24 h after UV (Fig. 8b–d, Supplementary Fig. 7c). This restoration was accompanied by the reappearance of both RNAPII and PAF1 at TTS sites detected by ChIP-seq (see the *ZFR* gene in Fig. 8d). These data suggest that transcription recovery occurs in a wave starting from the promoter-proximal region and ultimately reaching the end of genes.

**Fig. 8:**
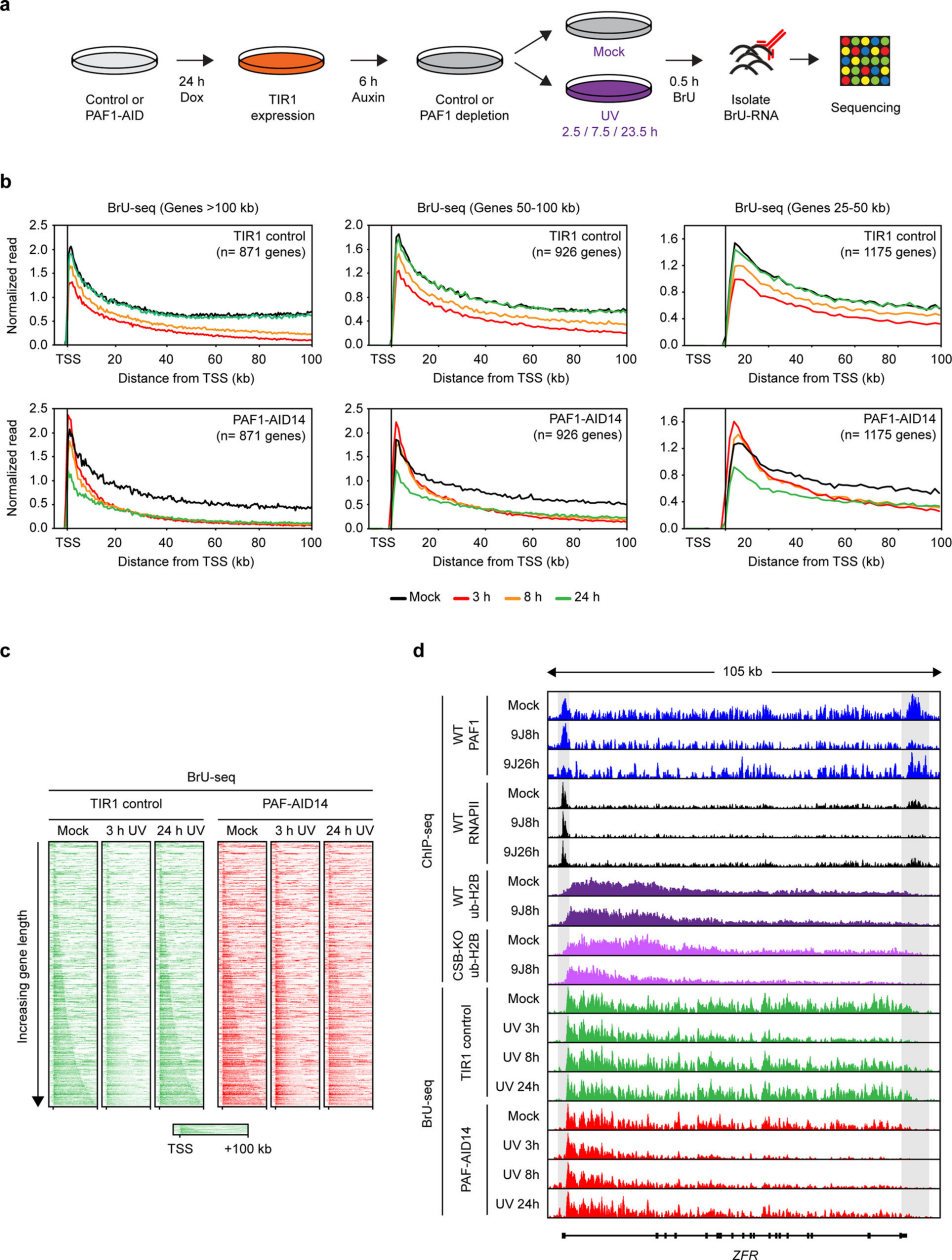
PAF1C activates RNAPII pause release and transcription elongation after UV irradiation. **a** Outline of the BrU-seq approach to measure nascent transcription across the genome. **b** Metaplots of nascent transcription in genes of >100 kb, between 50 and 100 kb, or between 25 and 50 kb in one replicate of either TIR1 cells (upper panels) or PAF1-AID cells (lower panels) that were either mock-treated, or UV-irradiated (7 J/m^2^) and analyzed at the indicated timepoints (3, 8, or 24 h). The relative distribution of nascent transcript read density (in reads per thousand base-pairs per million reads) was normalized to the absolute nascent transcript intensities measured in parallel to the BrU-seq experiments using the same cells and timepoints (see Fig. 4g, h). A replicate experiment is shown in Supplementary Fig. 7c. **c** Heatmaps of BrU-seq data from the first replicate of unirradiated (mock) or UV-irradiated (3 or 24 h after 7 J/m^2^) TIR1 control or PAF1-AID cells. Data was mapped and processed as for ChIP-seq and data is presented for the top 3000 genes with PAF1 binding at the TSS followed by ranking according to gene length. **d** UCSC genome browser track showing the nascent transcript read density across the *ZFR* gene in unirradiated and UV-irradiated TIR1 and PAF1-AID cells. Also shown are the PAF1, RNAPII, and Ub-H2B read densities for the same gene for comparison.

Unirradiated cells depleted for PAF1 showed normal nascent transcription in the first 50 kb and slightly reduced nascent transcription toward the end of long genes (Fig. 8b, Supplementary Fig. 7c, d). This is in line with a role of PAF1 as elongation factor^5^, but also shows that under our experimental conditions there is no dramatic impact of PAF1 depletion on general transcription (Supplementary Fig. 7d). Following UV irradiation, PAF1-depleted cells showed a strong and progressive loss of reads into gene bodies at 3 h after UV irradiation, which was not restored at both 8 and 24 h after UV (Fig. 8b–d, Supplementary Fig. 7c, d). This effect was reminiscent of the progressive loss of Ub-H2B deposition in CSB-deficient cells at 8 h after UV (see Fig. 8d for the *ZFR* gene). The impact of PAF1 depletion on nascent transcription was most striking for long genes (>100 kb), but also observed in shorter genes after UV (Fig. 8b). In contrast to control cells, PAF1-depleted cells did not show reduced transcription in promoter-proximal regions at 3 and 8 h after UV (Fig. 8b), which coincided with increased RNAPII occupancy in this region detected by ChIP-seq (Supplementary Fig. 7a, b)^5^. Thus, PAF1-depleted cells may accumulate aberrant prematurely terminated transcripts in the TSS region early after UV (Fig. 8b), while nascent transcription is strongly decreased at 24 h after UV (Fig. 8b, Supplementary Fig. 7d). Although limited transcription initiation and/or pause release may still be possible without PAF1 at 24 h after UV, these RNAPII molecules are not activated for productive and processive elongation and do not make it to the end of genes (Fig. 8b–d, Supplementary Fig. 7d).

## Discussion

Under undamaged conditions, PAF1C is known to interact with RNAPII in a p-TEFb-dependent manner to regulate transcription elongation^3,5,33^. Our protein–protein interaction data, however, suggests that in unirradiated cells only a small RNAPII pool stably interacts with the PAF1C and that UV irradiation strongly increases this pool in a manner that does not require the canonical p-TEFb pathway (Figs. 1–2). Instead this UV-induced PAF1C–RNAPII interaction relies on the TCR-specific CSB protein (Figs. 1–2). The RNAPII–PAF1C interaction still occurred normally in TCR-deficient *CSA* or *UVSSA* knockout cells, suggesting that the loss of interaction in CSB-KO cells is not due to a general TCR deficiency (Fig. 2). It is possible that CSB mediates the association of PAF1C to RNAPII through protein–protein interactions with LEO1, which is compatible with available structural data^33^ (Fig. 3a), and supported by our interaction data (Fig. 3b). The fact that we only detect a small RNAPII pool that stably interacts with PAF1C in unirradiated cells (Figs. 1 and 2) could be explained by the presence of a small pool of p-TEFb-modified RNAPII at any given time, or by a transient interaction that is not captured efficiently under our experimental IP conditions. Such a transient interaction may be stabilized by DNA-protein crosslinking applied in ChIP-seq experiments, explaining why we do detect both RNAPII and PAF1 at the TSS of the top 3000 genes in our study (Figs. 5 and 6).

During the canonical transition of paused RNAPII into productive elongation, the association of PAF1C with RNAPII displaces the NELF complex from RNAPII. Interestingly, a p38 MAP kinase pathway releases NELF from chromatin after UV irradiation, which is partially dependent on CSB^46^. It is therefore possible that CSB could promote efficient NELF displacement by regulating both PAF1C recruitment and activating the p38 pathway in parallel. In addition to NELF release, p38 also activates a p-TEFb pathway that regulates a transcriptional response immediately after DNA damage induction. This pathway ensures the expression of short coding and noncoding RNAs involved in the DNA damage response, including *FOS* and *CDKN1A*^47^. Importantly, many of these short DDR genes are regulated by p53 and do not require CSB for their expression after UV irradiation^48^. Thus, cells mount an immediate transcriptional response through p-TEFb to ensure expression of short DDR genes and noncoding RNAs while most other genes undergo a transcriptional arrest, which is particularly striking for longer genes^23,44,47^. We here show that the recovery of those transcriptionally arrested genes following repair by TCR requires the CSB-PAF1C axis for efficient recovery of productive elongation.

Our findings suggest a dual role for CSB. Firstly, CSB is an essential DNA repair factor in TCR that associates with DNA damage-stalled RNAPII and subsequently facilitates the recruitment of downstream TCR factors to initiate repair^14,15^. Secondly, CSB regulates transcription recovery from promoter-proximal sites, which involves the CSB-mediated association of PAF1C with RNAPII (Figs. 1 and 2). Knockdown of CDK9 was previously shown to not impair transcription recovery at late timepoints after UV^49^, in line with the notion that is process is driven in a p-TEFb-independent manner. We show that PAF1C is dispensable for the repair of transcription-blocking DNA lesions, suggesting that the PAF1C-CSB interaction plays a unique role in transcription recovery (Figs. 3 and 4).

Both PAF1 and RNAPII shift into the first ~2 kb of gene bodies at 8 h after UV irradiation (Figs. 5 and 6). These changes could be triggered by the strong UV-induced interaction between PAF1C and RNAPII, which is facilitated by CSB. In agreement  with this model, we find that CSB-deficient cells fail to reposition PAF1 after UV. We propose that these changes reflect increased elongation from promoter-proximal sites, resulting in an increased number of RNAPII molecules within this region (Figs. 5 and 6). Consistent with this model, we find that genes that do not show a shift in PAF1 binding also do not release RNAPII, and that depletion of PAF1 prevents the UV-induced release of RNAPII from TSS sites (Fig. 6). Together, our findings suggest the following model (Fig. 9): (I) CSB recruits PAF1C after UV and loads this complex onto RNAPII paused at TSS sites, (II) CSB recruits CSA to TSS sites after UV irradiation resulting in the ubiquitylation of ATF3, which is also bound near the TSS sites to repress transcription^11^, (III) the activation of RNAPII by PAF1C promotes pause release and elongation activation that drives transcription recovery. Our findings suggest that PAF1 that is loaded onto RNAPII by CSB at promoter-proximal sites travels with RNAPII and facilitates efficient and productive elongation throughout the gene. Supporting this notion, we find that PAF1 at TTS sites is strongly reduced shortly after UV, but reappears at 26 h after UV irradiation (Supplementary Fig. 4e). At this time, we also detect that RNA synthesis is restored near the end of genes in wild-type cells, but not in PAF1-depleted cells (Fig. 8). The precise mechanisms by which PAF1C stimulates processive transcription remain to be elucidated, but these likely involve modulating chromatin structure through histone marks, such as H2B ubiquitylation^5^, H3K79 methylation^50^, and H3K4 methylation, which have been associated with PAF1C activity. In line with this possibility, we find that H2B ubiquitylation is strongly reduced toward the end of long genes in CSB-deficient cells after UV irradiation (Fig. 8). Additionally, both H3K79 methylation and H3K4 methylation have been linked to transcription restart after UV in mouse cells^27^, and *C. elegans*^51^. Whether these histone marks are deposited in a PAF1-dependent manner remains to be addressed. An intriguing possibility is that PAF1C is needed to stimulate transcription through former repair sites, which may have a chromatin signature that is suboptimal for transcription, such as H2A ubiquitylation^52^.

**Fig. 9:**
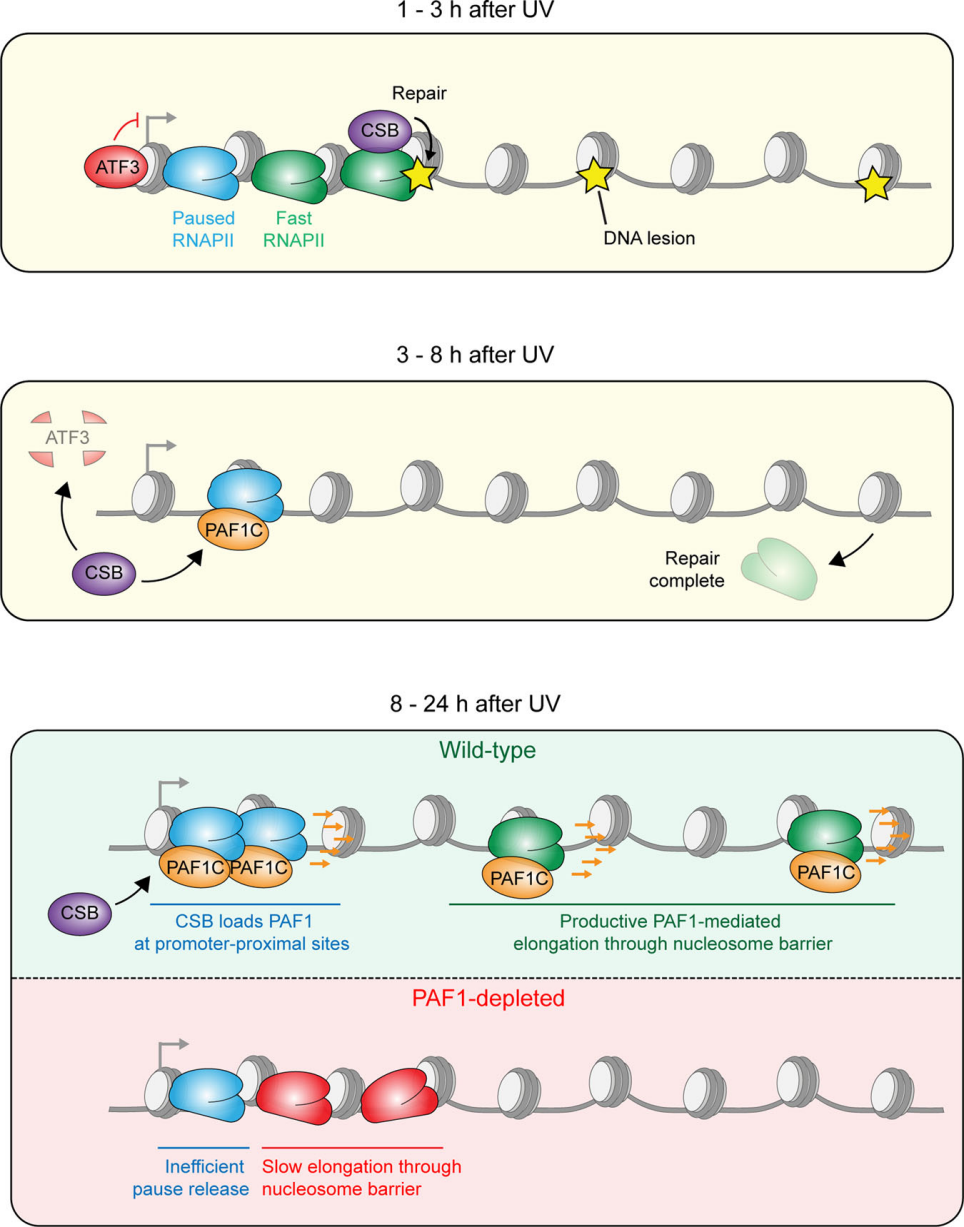
Model of the role of PAF1C in restoring transcription across the genome after genotoxic stress. (Top panel) Within the first 3 h after UV irradiation, RNAPII molecules stall at sites of DNA damages, inducing DNA repair through CSB. At the same time, the expression of transcriptional repressor ATF3 is strongly upregulated resulting in decreased transcription initiation at promoters. (Middle panel) CSB recruits the PAF1C to RNAPII paused around TSS sites and stimulates CSA-mediated degradation of ATF3. (Bottom panel) PAF1C binding to RNAPII around the TSS pause site subsequently promotes RNAPII pause release and stimulates productive elongation throughout genes.

## Methods

### Cell lines

All cell lines are listed in Supplementary Table 1. All human RPE1-hTERT-Flp-In/T-Rex (RPE-hTERT(FRT)), U2OS, U2OS-Flp-In/T-Rex (U2OS(FRT)) and CSB-deficient CS1AN-SV cells were cultured at 37 °C in an atmosphere of 5% CO_2_ in DMEM, supplemented with antibiotics, 10% fetal calf serum and glutaMAX (Gibco). Primary XP-C patient fibroblasts XP168LV were cultured at 37 °C in an atmosphere of 5% CO_2_ in Ham’s F10 medium without thymidine (Lonza) supplemented with 20% fetal calf serum and antibiotics.

Flp-In/T-REx cells (either RPE1-hTERT(FRT) or U2OS(FRT)) were used to stably express inducible version of GFP-tagged proteins by co-transfecting pCDNA5/FRT/TO-Puro plasmid encoding GFP-tagged fusion proteins (5 µg), together with pOG44 plasmid encoding the Flp recombinase (0.5 µg). After selection on 1 µg/mL puromycin, single clones were isolated and expanded. RPE1-hTERT-Flp-In/T-Rex were generated expressing either GFP-NLS or GFP-LEO1. U2OS-Flp-In/T-Rex (knockout for specific TCR genes; see below) were generated stably expressing CSA-GFP, GFP-CSB, UVSSA-GFP, or GFP-XPA in the corresponding KO line. In addition, U2OS-Flp-In/T-Rex were generated expressing siRNA-resistant WT PAF1 or PAF1 lacking seven amino acids required for its association with LEO1 (PAF1^ΔLEO1^)^37^. Stable U2OS-Flp-In/T-REx or RPE1-hTERT-Flp-In/T-REx clones were incubated with 2 µg/mL doxycycline to induce expression of GFP-tagged proteins.

To generate cells sensitive to auxin-inducible degradation of PAF1, U2OS cells expressing TIR1 under the control of doxycycline (U2OS-TetOn-TIR1) were transfected with plasmids encoding Cas9 and an sgRNA close to the stop codon of the PAF1 gene, together with a donor plasmid (adjusted from pMK286, Addgene) containing an auxin-inducible degron (AID) and G418 cassette (AID-P2A-G418) flanked by ~1 kb arms homologous to the PAF1 locus (Supplementary Fig. 3a). This generated endogenously tagged U2OS-TetOn-TIR1-PAF-AID cells. Cells were selected with 200 µg/mL G418 for ~14 days and individual clones were selected and tested for auxin-inducible PAF1 degradation using western blot analysis. To induce depletion of PAF1, cells were induced to express TIR1 by ~24 h treatment with 2 µg/mL Doxycycline, followed by treatment with 500 µM auxin (3-Indoleacetic acid; Sigma) for 5–6 h.

### Generation of TCR knockout cells

U2OS-Flp-In/T-Rex were co-transfected with pU6-gRNA:PGK-puro-2A-tagBFP (Sigma–Aldrich library from the LUMC) containing specific sgRNA targeting *CSB*, *CSA*, *UVSSA*, or *XPA* (Supplementary Table 2), together with pX458 (addgene) encoding Cas9. Cells were selected with puromycin (1 µg/ml) for 3 days and seeded at low density without puromycin. Individual clones were isolated and screened for loss of protein-of-interest expression and absence of stable Cas9 expression by western blot analysis and / or sanger sequencing.

### Plasmids

pcDNA5/FRT/TO-Puro was purchased from Addgene. PCR was used to generate the following GFP fusion proteins, which were inserted into pcDNA5/FRT/TO-Puro: GFP-NLS, GFP-CSB, CSA-GFP, UVSSA-GFP, GFP-XPA, GFP-LEO1, GFP-CTR9, GFP-PAF1. Overlap PCR was used to generate GFP-PAF1 that was resistant to siPAF1-2 and siPAF1-3 by introducing the following silent mutations: 5-AAA CAA CAA TTC ACA GAA GAG-3 and 5-GAC GAC GTC TAC GAT TAT-3. Subsequently, this construct was used to generate a GFP-PAF1 lacking five amino acids (202–207) required for its association with LEO1 (PAF1^ΔLEO1^). pMK286 was purchased from Addgene. An extended multiple cloning site was introduced surrounding the AID-P2A-G418 using PCR. Around 1 kb of flanking sequences homologous to the PAF1 locus were introduced into this adjusted AID-P2A-G418 plasmid. All relevant primers are listed in Supplementary Table 3.

### Transfections

Cells were transfected with plasmid DNA using Lipofectamine 2000 according to the manufacturer’s instructions. Cells were typically imaged 24 h after transfection. All siRNA transfections (see list of siRNA sequences in Supplementary Table 4) were performed with 40 nM siRNA duplexes using Lipofectamine RNAiMAX (Invitrogen). Cells were transfected twice with siRNAs at 0 and 36 h and were typically analyzed 60 h after the first transfection.

### Western blotting

Cell extracts were generated by cell lysis and boiled in sample buffer. Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membranes (EMD Millipore). Protein expression was analyzed by immunoblotting with the indicated primary antibodies (Supplementary Table 5) and secondary CF680 Goat Anti-Rabbit IgG antibody at 1:10,000 or CF770 Goat Anti-Mouse IgG antibody at 1:10,000, followed by detection using the Odyssey infrared imaging scanning system (LI-COR biosciences, Lincoln, Nebraska USA). Uncropped western blot figures are available in the source datafile provided with this paper.

### Clonogenic survival assays

Cells were plated in low density in culture dishes, allowed to attach and treated with Illudin S at different concentrations for 72 h. Illudin S was removed and cells were allowed to form clones for 7–10 days. To visualize clones, cells were subjected to NaCl fixation and methylene blue staining. Cell survival after Illudin S treatment was defined as the percentage of cells able to form clones, relative to the untreated condition.

### Immunoprecipitation for Co-IP

Except where indicated otherwise, all co-IP experiments were performed 1 h after UV irradiation. For endogenous RNAPII immunoprecipitation, cells were subjected to chromatin fractionation prior to immunoprecipitation. Cells were lysed in EBC-150 buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 0.5% NP-40, 2 mM MgCl_2_ supplemented with protease and phosphatase inhibitor cocktails (Roche)) for 20 min at 4 °C, followed by centrifugation to remove cytoplasmic proteins. Subsequently, the chromatin fraction was solubilized in EBC-150 buffer with 500 U/mL Benzonase (Novagen) and 2 ug of antibody recognizing elongating RNAPII-S2 (Abcam; ab5095) or RNAPII-S5 (Abcam; ab5408) for 1 h at 4 °C under rotation. Next, the NaCl concentration of the lysis buffer was increased to 300 mM by adding concentrated (5 M) NaCl, and lysates were incubated for another 30 min at 4 °C. The lysates were cleared from insoluble chromatin and were subjected to immunoprecipitation with protein A agarose beads (Millipore) for 1.5 h at 4 °C. The beads were then washed 4–6 times with EBC-300 buffer (50 mM Tris, pH 7.5, 300 mM NaCl, 0.5% NP-40, 1 mM EDTA) and boiled in sample buffer. Bound proteins were resolved by SDS-PAGE and immunoblotted with the indicated antibodies.

Immunoprecipitation of GFP-tagged proteins was performed using a similar protocol with the following exceptions: Cell pellets were directly solubilized in EBC-150 supplemented with 500 U Benzonase, without chromatin fractionation, and pull-down was not dependent on antibody-mediated pull-down, but was performed using GFP Trap beads (Chromotek).

### Generation of mass spectrometry samples

For stable isotope labeling by amino acids in cell culture (SILAC), CS1AN-SV expressing GFP-CSB were cultured for 14 days in media containing heavy (H) and light (L) labeled forms of the amino acids arginine and lysine respectively. SILAC-labeled cells were mock-treated (L) or exposed to 20 J/m^2^ UV-C light and allowed to recover for 1 h (H). Label-free mass spectrometry samples were also either kept untreated or exposed to 20 J/m^2^ UV-C light and allowed to recover for 1 h. A pool of equal amounts of H- and L-labeled cells (SILAC) or individual label-free mass spectrometry samples, were subsequently subjected to immunoprecipitation using GFP Trap beads as described above. After pull-down, the beads were washed two times with EBC-300 buffer and two times with 50 mM (NH_4_)_2_CO_3_ followed by overnight digestion using 2.5 µg trypsin at 37 °C under constant shaking. Peptides of the H and L precipitates were mixed in a 1:1 ratio and all samples were desalted using a Sep-Pak tC18 cartridge by washing with 0.1% acetic acid. Finally, peptides were eluted with 0.1% formic acid/60% acetonitrile and lyophilized according to^53^.

### Mass spectrometry data acquisition

Mass spectrometry was performed essentially as previously described^54^. Samples were analyzed on a Q-Exactive Orbitrap mass spectrometer (Thermo Fisher, Germany) coupled to an EASY-nanoLC 1000 system (Proxeon, Odense, Denmark). For the SILAC samples, digested peptides were separated using a 13 cm fused silica capillary (ID: 75 µm, OD: 375 µm, Polymicro Technologies, California, US) in-house packed with 1.8 µm C18 beads (Reprospher-DE, Pur, Dr. Maisch, Ammerburch-Entringen, Germany). Peptides were separated by liquid chromatography using a gradient from 2 to 95% acetonitrile with 0.1% formic acid at a flow rate of 200 nl/min for 2 h. The mass spectrometer was operated in positive-ion mode at 1.8 kV with the capillary heated to 250 °C. Data-dependent acquisition mode was used to automatically switch between full scan MS and MS/MS scans, employing a top 10 method. Full scan MS spectra were obtained with a resolution of 70,000, a target value of 3 × 10^6^ and a scan range from 400 to 2000 *m/z*. Higher-Collisional Dissociation (HCD) tandem mass spectra (MS/MS) were recorded with a resolution of 17,500, a target value of 1 × 10^5^ and a normalized collision energy of 25%. Maximum injection times for MS and MS/MS were 20 and 60 ms, respectively. For label-free samples, digested peptides were separated using a 15 cm fused silica capillary (ID: 75 µm, OD: 375 µm, Polymicro Technologies, California, US) in-house packed with 1.9 µm C18-AQ beads (Reprospher-DE, Pur, Dr. Maisch, Ammerburch-Entringen, Germany). Peptides were separated by liquid chromatography using a gradient from 2 to 95% acetonitrile with 0.1% formic acid at a flow rate of 200 nl/min for 90 min. The mass spectrometer was operated in positive-ion mode at 2.8 kV with the capillary heated to 250 °C. Data-dependent acquisition mode was used to automatically switch between full scan MS and MS/MS scans, employing a top seven method. Full scan MS spectra were obtained with a resolution of 70,000, a target value of 3 × 10^6^ and a scan range from 400 to 2000 *m/z*. Higher-Collisional Dissociation (HCD) tandem mass spectra (MS/MS) were recorded with a resolution of 35,000, a target value of 1 × 10^5^ and a normalized collision energy of 25%. Maximum injection times for MS and MS/MS were 50 and 120 ms, respectively. For all samples, the precursor ion masses selected for MS/MS analysis were subsequently dynamically excluded from MS/MS analysis for 60 sec. Precursor ions with a charge state of 1 or greater than 6 were excluded from triggering MS/MS events.

### Mass spectrometry data analysis

Raw mass spectrometry data were further analysed in MaxQuant v 1.5.3.30 according to Tyanova et al.^55^ using standard settings with the following modifications. For the SILAC-labeled GFP-CSB samples, multiplicity was set to 2, marking Arg10 and Lys8 as heavy labels. Maximum missed cleavages by trypsin was set to 4. Searches were performed against an in silico digested database from the human proteome including isoforms and canonical proteins (Uniprot, 18 June 2018). Minimum peptide length was set to 6 aa and maximum peptide mass was set to 5 kDa. Carbamidomethyl (C) was disabled as fixed modification. The match between runs feature was activated. Minimum ratio count for quantification was set to 1. For the label-free GFP-LEO1 and GFP-RBP1 samples, maximum missed cleavages by trypsin was set to 4. Label-free quantification was activated, not enabling Fast LFQ. Searches were performed against an in silico digested database from the human proteome including isoforms and canonical proteins (Uniprot, 18 June 2018). Carbamidomethyl (C) was disabled as fixed modification. The match between runs feature was activated and iBAQ quantification was also enabled. MaxQuant output data from the SILAC samples analysis were further processed in Microsoft Excel 2016 for comprehensive visualization. Label-free analysis was further carried out in the Perseus Computational Platform v1.5.5.3 according to Tyanova et al.^56^. LFQ intensity values were log2 transformed and potential contaminants and proteins identified by site only or reverse peptide were removed. Samples were grouped in experimental categories and proteins not identified in four out of four replicates in at least one group were also removed. Missing values were imputed using normally distributed values with a 1.8 downshift (log2) and a randomized 0.3 width (log2) considering whole matrix values. Two-sided *t*-tests were performed to compare groups. Analyzed data were exported from Perseus and further processed in Microsoft Excel 2016 for comprehensive visualization.

### Nascent transcript level measurements

Cells were plated in DMEM supplemented with 10% Fetal Calf Serum (FCS) and, if needed, transfected with siRNAs as described above. Subsequently, cells were placed in DMEM supplemented with 1% FCS for at least 24 h prior to the nascent transcript measurement to reduce the excess of available uridine in the culture medium. Cells were UV irradiated, allowed to recover for the indicated time periods, and pulse-labeled with 400 µM 5-ethynyl-uridine (EU; Axxora) for 1 h. After medium-chase with DMEM without supplements for 15 min, cells were fixed with 3.7% formaldehyde in phosphate-buffered saline (PBS) for 15 min and stored in PBS. Nascent RNA was visualized by click-it chemistry, labeling the cells for 1 h with a mix of 60 µM atto azide-Alexa594 (Atto Tec), 4 mM copper sulfate (Sigma), 10 mM ascorbic acid (Sigma) and 0.1 μg/mL DAPI in a 50 mM Tris-buffer. Cells were washed extensively with PBS and mounted in Polymount (Brunschwig).

### Global-genome unscheduled DNA synthesis

Cells were plated in DMEM supplemented with 10% Fetal Calf Serum (FCS) and, if needed, transfected with siRNAs as described above. Subsequently, cells were placed in DMEM supplemented with 1% FCS for at least 24 h prior to UV irradiation to reduce the excess of available deoxy-uridine in the culture medium. Cells were locally UV irradiated through 5 μm pore filters (Milipore; TMTP04700) with 30 J/m^2^, and immediately pulse-labeled with 20 µM 5-ethynyl-deoxy-uridine (EdU; VWR) and 1 µM FuDR (Sigma–Aldrich) for 1 h. After medium-chase with DMEM containing 10 µM Thymidine for 30 min, cells were fixed with 3.7% formaldehyde in PBS for 15 min at room temperature and stored in PBS. Next, cells were permeabilized for 20 min in PBS with 0.5% Triton-X100 and blocked with with 3% BSA (Thermo Fisher) in PBS. The incorporated EdU was visualized by click-it chemistry, labeling the cells for 1 h with a mix of 60 µM atto azide-Alexa 647 (Atto Tec), 4 mM copper sulfate (Sigma) and 10 mM ascorbic acid (Sigma) in a 50 mM Tris-buffer. After this, the cells were post-fixed with 2% PFA for 10 min and blocked with 100 mM Glyine.Cells were washed extensively with PBS, DNA was denatured with 0.5 M NaOH for 5 min, blocked with 10% BSA (Thermo Fisher) in PBS for 15 min and equilibrated in 0.5%BSA and 0.05% TritonX100 in PBS (WB-buffer). Damaged areas were visualized by labeling the cells for 2 h with mouse anti-CPD (Cosmo Bio; CAC-NM-DND-001; 1:1000 in WB-buffer). After primary antibody incubation, cells were washed extensively with WB-buffer, stained with goat anti-rabbit IgG-Alexa 555 (Thermo Fisher; A-21424; 1:1,000 in WB-buffer) for 1 h, again washed extensively with WB-buffer, counterstained with 0.1 μg/mL DAPI, washed extensively with PBS and mounted in Polymount (Brunschwig).

### TCR-specific unscheduled DNA synthesis

Detection of TCR-specific unscheduled DNA synthesis was performed essentially as previously described^39^. Primary XP168LV (XP-C patient cells) were transfected with siRNAs and subsequently serum starved for at least 24 h in F10 medium (Lonza) supplemented with 0.5% FCS and antibiotics. Cells with subsequently irradiated with 8 J/m^2^ UV-C, and pulse-labeled with 20 µM 5-ethynyl deoxy-uridine (EdU; Invitrogen) and 1 µM FuDR (Sigma–Aldrich) for 8 h. After labeling, cells were chased with F10 medium supplemented with 0.5% FCS and 10 µM thymidine for 15 min, and fixed for 15 min with 3.6% formaldehyde and 0.5% Triton-X100 in PBS. Next, cells were permeabilized for 20 min in PBS with 0.5% Triton-X100 and washed and stored in 3% bovine serum albumin (BSA, Thermo Fisher) in PBS. The incorporated EdU was visualized by click-it chemistry-mediated binding of Biotin (Azide-PEG3-Biotin Conjugate; Jena Biosciences) using the protocol and reagents from the Invitrogen Click-iT EdU Cell Proliferation Kit for Imaging (Invitrogen), and signals were amplified using protocol and reagent of the Alexa Fluor-488 Tyramide streptavidin SuperBoos Kit (Thermo Fisher). After click-it and amplification, cells were counterstained with 0.1 μg/mL DAPI, washed extensively with 0.1% Triton-X100 in PBS and mounted in Polymount (Brunschwig).

### Immunostaining of ubiquitylated H2B levels

Cells were plated in DMEM supplemented with 10% Fetal Calf Serum (FCS). Subsequently, cells were UV irradiated with 9 J/m^2^, or kept untreated. At 8 h after UV irradiation, cells were washed with cold PBS, fixed with 100% methanol on ice for 10 min, extensively washed and stored in PBS. From here all steps were performed at room temperature. Cells were further permeabilized by incubation with 0.5% TritonX100 in PBS for 5 min. Then nuclei were consecutively blocked with 100 mM Glyine in PBS for 10 min, washed extensively with PBS and blocked with 0.5% BSA and 0.05% tween20 in PBS (WB-buffer) for 10 min. Ub-H2B was visualized by labeling the cells for 2 h with rabbit anti-ub-H2B (K120) (Cell signaling (mAb#5546, D11); 1:200 in WB-buffer). After primary antibody incubation, cells were washed extensively with WB-buffer, stained with goat anti-rabbit IgG-Alexa 555 (Thermo Fisher; A-21429 1:1,000 in WB-buffer) for 1 h, again washed extensively with WB-buffer, counterstained with 0.1 μg/mL DAPI, washed extensively with PBS and mounted in Polymount (Brunschwig).

### Microscopic analysis of fixed cells

Images of fixed samples were acquired on a Zeiss AxioImager M2 or D2 widefield fluorescence microscope equipped with ×63 PLAN APO (1.4 NA) oil-immersion objectives (Zeiss) and an HXP 120 metal-halide lamp used for excitation. Fluorescent probes were detected using the following filters: DAPI (excitation filter: 350/50 nm, dichroic mirror: 400 nm, emission filter: 460/50 nm), Alexa 555 (excitation filter: 545/25 nm, dichroic mirror: 565 nm, emission filter: 605/70 nm), Alexa 647 (excitation filter: 640/30 nm, dichroic mirror: 660 nm, emission filter: 690/50 nm). Images were recorded using ZEN 2012 (blue edition, version 1.1.0.0) software and analyzed in Image J (1.48 v).

### ChIP sequencing

Cells were plated and grown to ~90% confluency and crosslinked with 0.5 mg/mL disuccinimidyl glutarate (DSG; Thermo Fisher) in PBS for 45 min at room temperature. Cells were washed with PBS and crosslinked with 1% PFA for 20 min at room temperature. Fixation was stopped by adding 1.25 M Glycin in PBS to a final concentration of 0.1 M for 3 min at room temperature. Cells were washed with cold PBS and lysed and collected in a buffer containing 0.25% Triton X-100, 10 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0), and 20 mM Hepes (pH 7.6). Chromatin was pelleted in 5 min at 400 × *g* and incubated in a buffer containing 150 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0) and 50 mM Hepes (pH 7.6) for 10 min at 4 °C. Chromatin was again pelleted for 5 min at 400 × *g* and resuspended in ChIP-buffer (0.15 % SDS, 1 % Triton X-100, 150 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0) and 20 mM Hepes (pH 7.6)) to a final concentration of 15 × 10^6^ cells/ml. Chromatin was sonicated to approximately one nucleosome using a Bioruptor waterbath sonicator (Diagenode). Chromatin of ~5 × 10^6^ cells was incubated with 3-ug antibody (RNAPII, rabbit polyclonal, Bethyl laboratories, A304-405A; PAF1, rabbit polyclonal, Bethyl laboratories, A300-172A; Ub-H2B(Lys120), rabbit monoclonal (D11), Cell signaling, #5546) overnight at 4 °C, followed by a 1.5 h protein-chromatin pull-down with a 1:1 mix of protein A and protein G Dynabeads (Thermo Fisher; 10001D and 10003D). ChIP samples were washed extensively, followed by decrosslinking for 4 h at 65 °C in the presence of proteinase K. DNA was purified using a Qiagen MinElute kit. Sample libraries were prepared using Hifi Kapa sample prep kit and A-T mediated ligation of Nextflex adapters or xGen UDI-UMI adapters. Samples were sequenced using an Illumina NextSeq500 or HiSeq X, using paired-end sequencing with 42 or 151 bp from each end.

### ChIP-seq analyses

A sequencing quality profile was generated using FastQC (Version 0.11.2). Reads were aligned to the Human Genome 38 (Hg38; https://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/000/001/405/GCA_000001405.15_GRCh38/seqs_for_alignment_pipelines.ucsc_ids/GCA_000001405.15_GRCh38_no_alt_analysis_set.fna.gz) using bwa-mem tools (BWA (Version 0.7.16a))^57^. Only high-quality reads (> q30) were included in the analyses and duplicates were removed using Samtools (Version 1.6) with fixmate -m and markdup -r settings (Supplementary Table 6). Bedgraph UCSC genome tracks were generated and PAF1 binding peaks were identified using the callpeaks tool of MACS2 (Version 2.1)^58^, correlating each ChIP-seq sample with its UV-dose-associated input, with standard tool-settings. Example genome tracks were generated in IGV (Version 2.4.3). Bam files were converted into TagDirectories using HOMER tools^59^.

A list of 49,948 transcription start sites was obtained from the UCSC genome database (https://genome.ucsc.edu/cgi-bin/hgTables) selecting the knownCanonical table containing the canonical transcription start sites per gene. For PAF1 and RNAPII ChIP-seq, only genes of 3–100 kb were included in the analyses to prevent the inclusion of extremely small genes that might not be damaged under our experimental conditions, or genes that likely will acquire multiple DNA damages and might therefore not represent repaired genes in the timeframe of our experiments. To prevent contamination of binding profiles, genes should be nonoverlapping with at least 2 kb between genes. A total of 8811 genes were selected.

For Ub-H2B ChIP-seq 820 genes of >100 kb were selected that were also not overlapping with other genes with at least 2 kb between genes. Binding profiles within selected areas of individual genes (e.g., around TSS or TTS), were defined using the AnnotatePeaks.pl tool of HOMER using the default normalization to 10mln reads. Metagene profiles were defined using the makeMetaGeneProfile.pl tool of HOMER (Version 4.8.2), using default settings. Individual datasets were subsequently processed in R (Version 3.5.3) and Rstudio (Version 1.1.423)^60^. First, read densities in input samples were subtracted from individual ChIP-seq datasets to background-correct our data in which negative values were converted to 0, to prevent the use of impossible negative read densities in further calculations. ChIP profiles were averaged per sets of genes. PAF1 and RNAPII profiles were normalized to area under the curve to allow proper comparison of the profiles without effects of overall differences in read density. Traveling ratios were defined per gene over ranges indicated in individual analyses, with infinite ratios removed. Ub-H2B ChIP profiles were first background-subtracted (background at 200 bp before the TSS), and subsequently area under the curve of the plots were normalized to Ub-H2B levels defined by microscopy (as described above). Original ChIP-seq datafiles for RNAPII, ATF3, CSA and CSB, were also obtained from Epanchintsev and colleagues^11^ (GSE87562) and Hou and colleagues^5^ (GSE116169), and data for PAF1 was obtained from Chen and colleagues^41^ (GSE97527) (GEO; https://www.ncbi.nlm.nih.gov/geo/). These files were subsequently converted into FASTQ files using NCBI sratoolkit.2.9.6-1-win64 and processed as described above, but without subtraction of Input reads.

### BrU-sequencing and data analysis

U2OS TIR1 or PAF1-AID cells were induced with doxycycline for 24 hrs, and subsequently with auxin for 5 h. After this treatment, cells were either mock-treated or irradiated with UV-C light (7 J/m^2^). Cells were then incubated in conditioned media for different periods of time (0, 3, 8, and 24 h) before being incubated with 2 mM bromouridine (BrU) at 37 °C for a 30 min. The cells were then lysed in TRIzol reagent (Invitrogen) and BrU-containing RNA was isolated as previously described^23^. cDNA libraries were made from the BrU-labeled RNA using the Illumina TruSeq library kit and paired-end 151 bp sequenced using the Illumina NovaSeq platform at the University of Michigan DNA Sequencing Core. Data were processed as previously described^61^. Briefly, reads were prefiltered by alignment to the human ribosomal repeating subunit (GenBank U13369.1) and human mitochondrial genome (chrM) from the hg38 reference genome using bowtie2 (Version 2.3.3.1). The remaining reads were mapped to the hg38 reference genome using STAR (Version 2.7.0 f) (Supplementary Table 6). Base coverages were used to compute read counts for features, such as genes and bins, which were then normalized to feature length and number of uniquely-mapped reads (RPKM method). Gene selection was based on the following criteria: TSS is at least 10 kb apart, expression is at least 0.05 RPKM and gene length of 25–50 kb (*n* = 1,175), 50–100 kb (*n* = 926), or at least 100 kb (*n* = 871). The median expression was calculated for each 500 bp bins from 5 kb upstream until 25, 50, or 100 kb downstream of the selected genes for each time-point. Average signal in −5 kb to TSS was put to 0. Aggregate plots were subsequently normalized to nascent transcript levels, as quantified by 5-EU labeling, relative to the control in their specific cell type. For example, PAF-AID cells 3 h after UV irradiation showed 62% RNA relative to PAF-AID control cells, so we multiplied the expression of the bins by 0.62. Heatmaps and UCSC tracks were generated by mapping and processing data as described for ChIP-seq analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Mass spectrometry proteomics data are presented in main Fig. 1a, b, e, g, and Supplementary Figs. S1d, h and S2f, and have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD016198^62^. ChIP-seq data are presented in main Figs. 5–7 and Supplementary Figs. 4–7a, b. BrU-seq data are presented in mains Fig. 8b–d and Supplementary Figs. 7c, d. Both raw and processed ChIP-seq and BrU-seq data are deposited in the Gene Expression Omnibus under GSE140930. Additionally, previously published, publicly available, ChIP-seq datasets for RNAPII, ATF3, CSA, CSB, and PAF1 (https://www.ncbi.nlm.nih.gov/geo/, GSE87562, GSE116169, GSE97527), and previously published protein structure data (https://www.rcsb.org/, 5VVR, 6GMH) have been obtained and used in this manuscript, as well as reference datasets of the Hg38 genome (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/000/001/405/GCA_000001405.15_GRCh38/seqs_for_alignment_pipelines.ucsc_ids/GCA_000001405.15_GRCh38_no_alt_analysis_set.fna.gz), human ribosomal repeating subunit (GenBank U13369.1), and human mitochondrial genome (chrM) and the knownCanonical gene table from the UCSC genome database (https://genome.ucsc.edu/cgi-bin/hgTables, hg38 genome). Additional data will be made available upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A CSB-PAF1C axis restores processive transcription elongation after DNA damage repair
**Source:** Nat Commun. 2021 Feb 26;12:1342. doi: 10.1038/s41467-021-21520-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **A CSB-PAF1C axis restores processive transcription elongation after DNA damage repair**

Diana van den Heuvel<sup>1</sup>, Cornelia G. Spruijt<sup>2,3†</sup>, Román González-Prieto<sup>4†</sup>, Angela Kragten<sup>1</sup>, Michelle T. Paulsen<sup>5</sup>, Di Zhou<sup>6</sup>, Haoyu Wu<sup>1</sup>, Katja Apelt<sup>1</sup>, Yana van der Weegen<sup>1</sup>, Kevin Yang<sup>5,7</sup>, Madelon Dijk<sup>1</sup>, Lucia Daxinger<sup>1</sup>, Jorgen A. Marteijn<sup>6</sup>, Alfred C.O. Vertegaal<sup>4</sup>, Mats Ljungman<sup>5,8</sup>, Michiel Vermeulen<sup>2</sup>, and Martijn S. Luijsterburg<sup>1\*</sup>

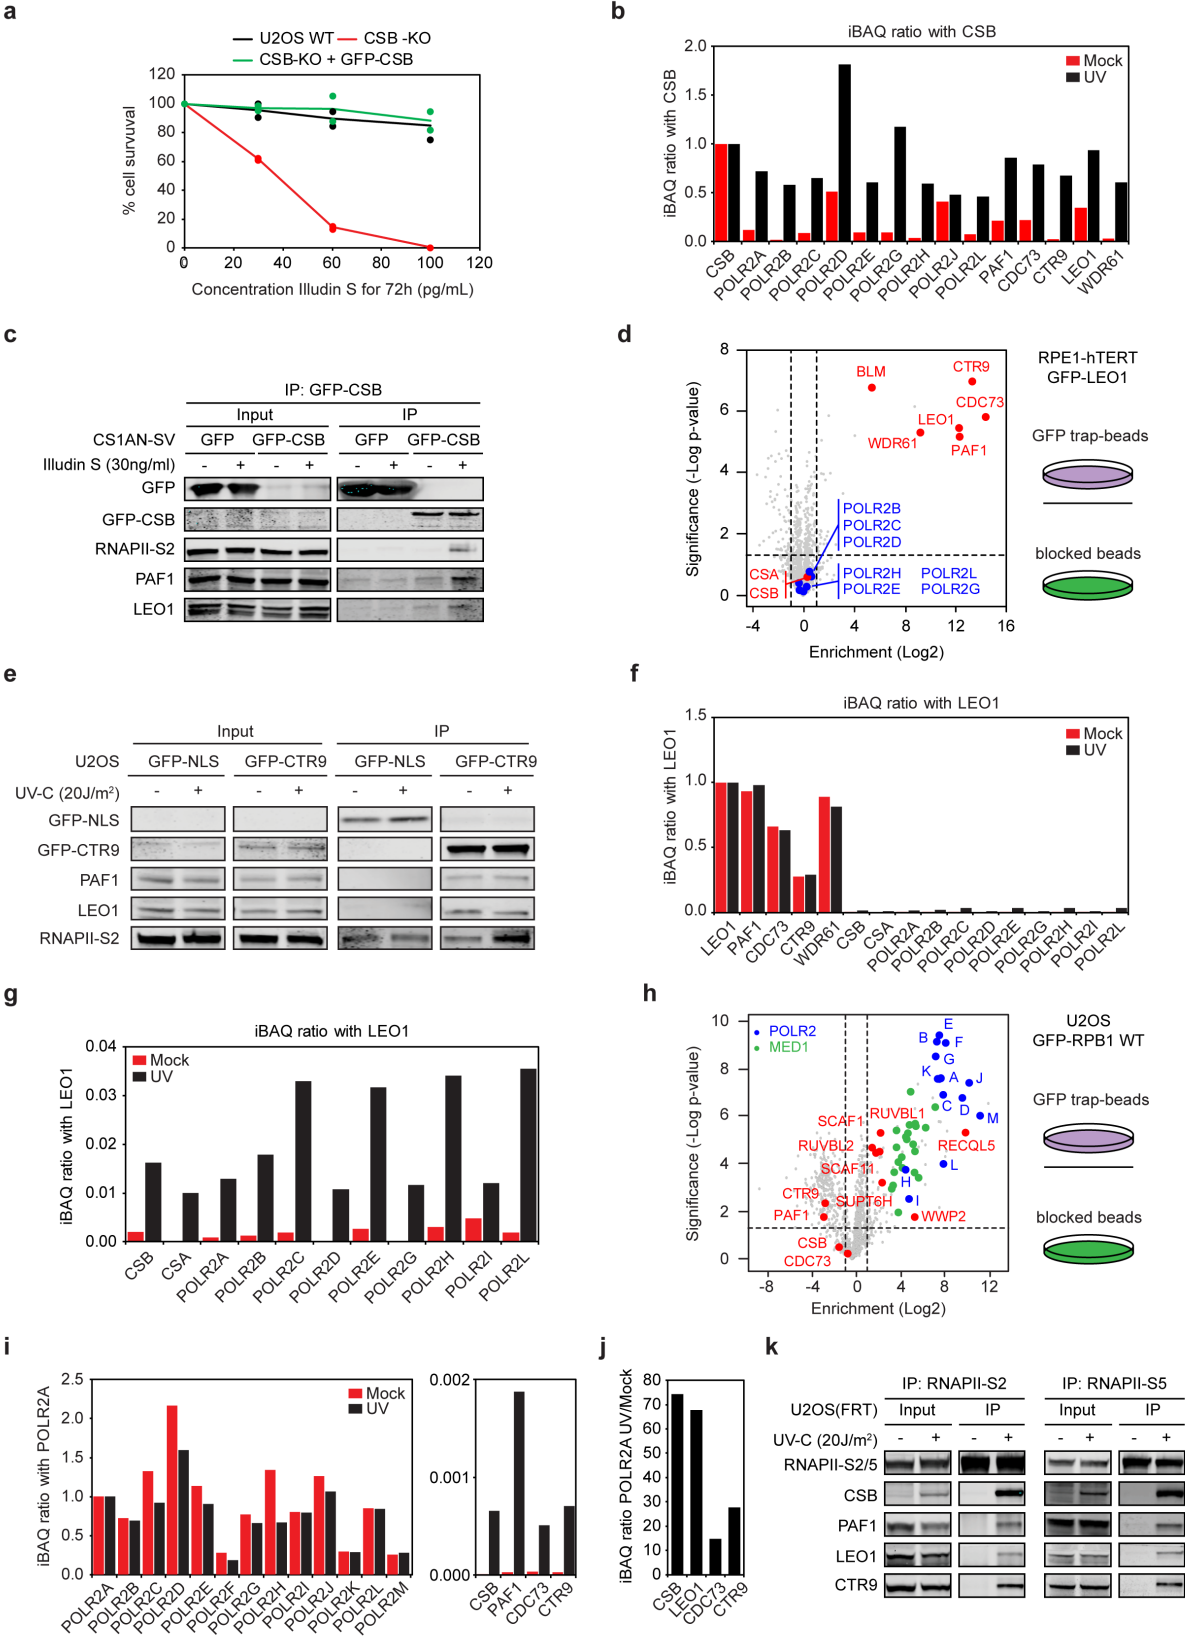

## Supplementary Figure 1. Interactions between CSB – RNAPII – PAF1C

**a** Clonogenic Illudin S survival of WT, CSB-KO and reconstituted CSB-KO with GFP-CSB. Data represent mean and individual datapoints of two independent experiments. **b** Stoichiometry of the interactions of the indicated proteins with GFP-CSB in unirradiated (red) and UV-irradiated U2OS CSB-KO cells (black) based on the iBAQ values obtained from label-free MS. **c** Single co-immunoprecipitation of GFP or GFP-CSB from U2OS cells treated or untreated with 30 ng/ml Illudin S for 3 hours. **d** Volcano plot depicting the specific interactors of GFP-LEO1 after pulldown of GFP-LEO from RPE1-hTERT cells using GFP trap beads over blocked beads, analyzed by label-free MS. The enrichment ( $\log^2$ ) is plotted on the x-axis and the significance (2-sided t-test  $-\log^{10}$  p-value) is plotted on the y-axis. Highlighted are important proteins with a known role in DNA repair including PAF1C, BLM, CSA and CSB (red) and RNAPII (blue). **e** Single co-immunoprecipitation of GFP-NLS or ectopically expressed GFP-CTR9 from U2OS cells with or without UV-induced DNA damage. **f** Stoichiometry of the interactions of the indicated proteins with GFP-LEO1 in unirradiated (red) and UV-irradiated RPE1-hTERT cells (black) based on the iBAQ values obtained from label-free MS. **g** Stoichiometry of the interactions of the indicated proteins with GFP-LEO1 in unirradiated (mock; red) and UV-irradiated U2OS cells (black) based on the iBAQ values obtained from label-free MS. **h** Volcano plot depicting the enrichment of proteins after pull-down of GFP-RPB1 from U2OS cells analyzed by label-free MS. The enrichment ( $\log^2$ ) is plotted on the x-axis and the significance (2-sided t-test  $-\log^{10}$  p-value) is plotted on the y-axis. Highlighted are significantly enriched subunits of RNAPII (blue), mediator (green) and several known interactors of RNAPII (red). Note that CS proteins and PAF1C subunits are not detected in unirradiated cells under these conditions. **i** Stoichiometry of the interactions of the indicated proteins with POLR2A / RPB1 in unirradiated (red) and UV-irradiated cells (black) based on the iBAQ values obtained from label-free MS. **j** Fold enrichment in stoichiometry of the interactions of the indicated proteins with POLR2A / RPB1 after UV-irradiation over unirradiated condition, based on the iBAQ values obtained from label-free MS. **k** Co-immunoprecipitation of endogenous RNAPII-S2 (left; representative of at least  $n=3$ ) or RNAPII-S5 (right;  $n=1$ ) from U2OS cells in the absence or presence of UV-induced DNA damage.

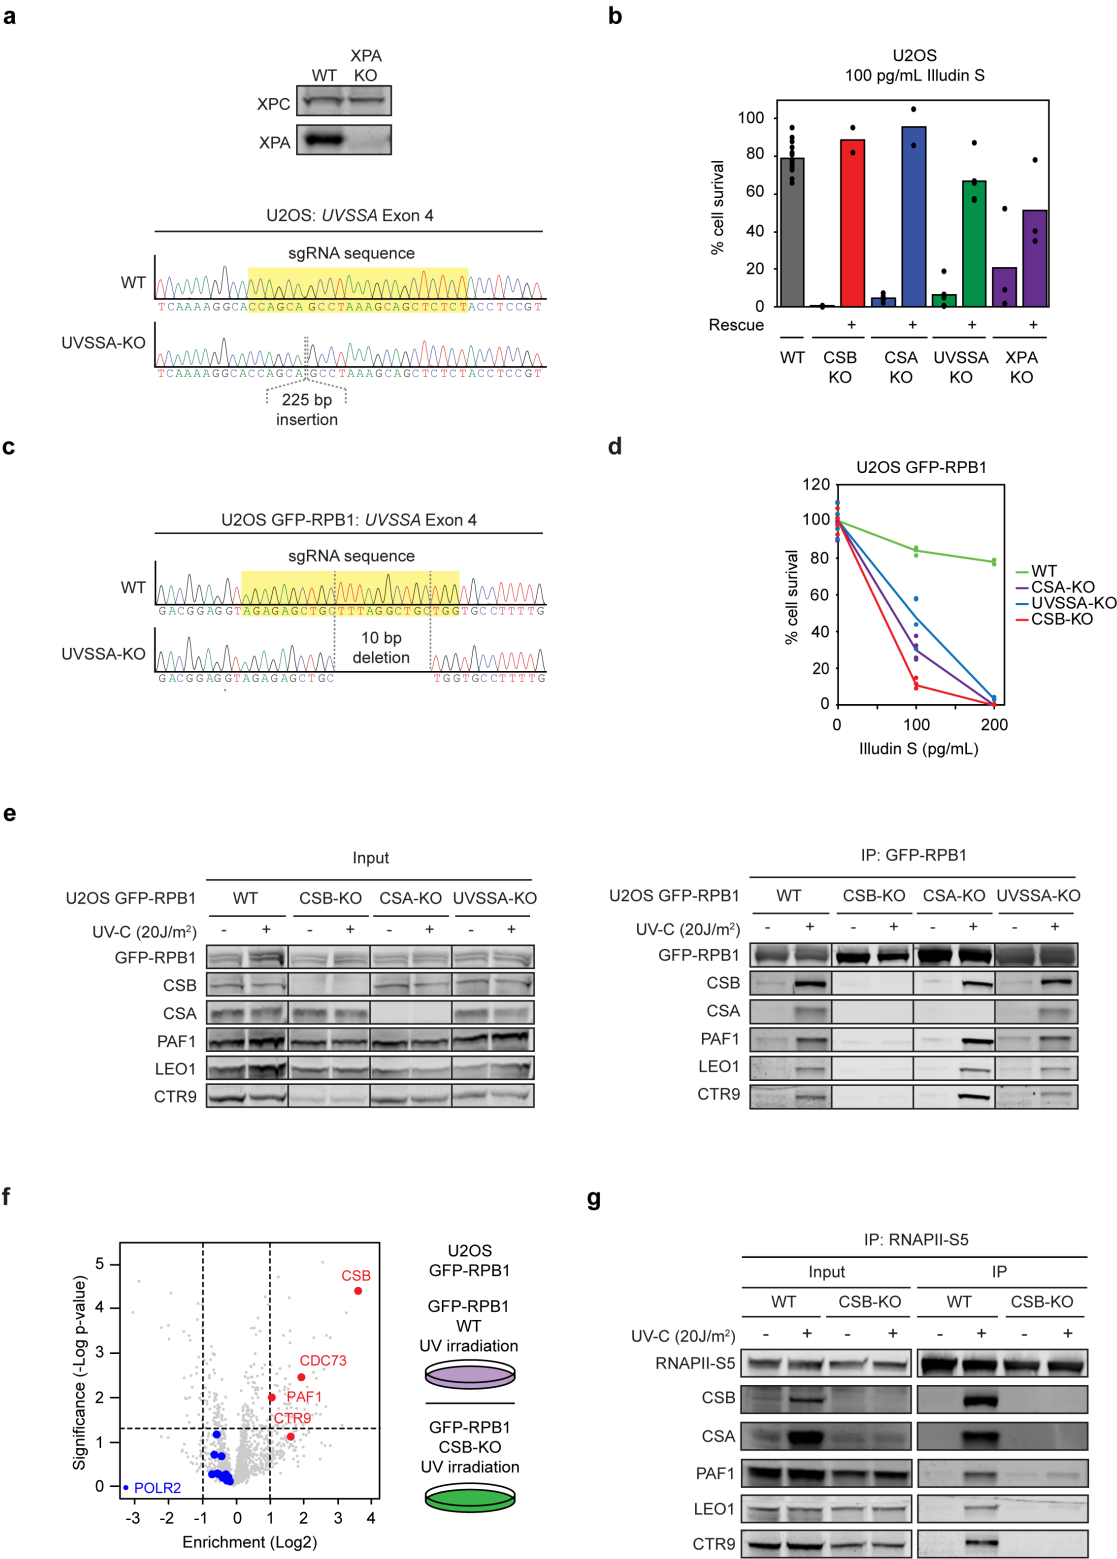

## Supplementary Figure 2. CSB mediates the UV-induced RNAPII – PAF1C interaction

**a** Western blot to confirm the knockout of XPA (top; representative of  $n > 3$ ) and sequencing to confirm the knockout of *UVSSA* (bottom) in U2OS cells. **b** Clonogenic Illudin S survival of U2OS WT, CSA, CSB, UVSSA and XPA knockout cell lines and their rescue with corresponding GFP-tagged proteins at 100 pg/mL Illudin S. Data represent mean and individual data points of technical and/or biological replicate experiments. **c** Sequencing to confirm the knockout of *UVSSA* in U2OS GFP-RPB1 cells. **d** Clonogenic Illudin S survival of GFP-RPB1 WT, CSA, CSB, and UVSSA knockout cell lines at 100 or 200 pg/mL Illudin S. Data represent mean and individual data points of technical and/or biological replicate experiments. **e** Co-immunoprecipitation of GFP-RPB1 from U2OS WT, CSA, CSB, and UVSSA knockout cells in the absence or presence of UV-induced DNA damage. Representative figure of at least 2 experiments. **f** Volcano plot depicting the enrichment of proteins after pull-down of GFP-RPB1 from U2OS WT or CSB-KO cells after UV-induced DNA damage, analyzed by label-free MS. The enrichment ( $\log_2$ ) is plotted on the x-axis and the significance (2-sided t-test  $-\log_{10}$  p-value) is plotted on the y-axis. Highlighted are subunits of RNAPII (blue) and PAF1C and CSB (red). **g** Single co-immunoprecipitation of endogenous RNAPII using Ser5-specific antibodies from U2OS WT or CSB-KO cells in the absence or presence of UV-induced DNA damage.

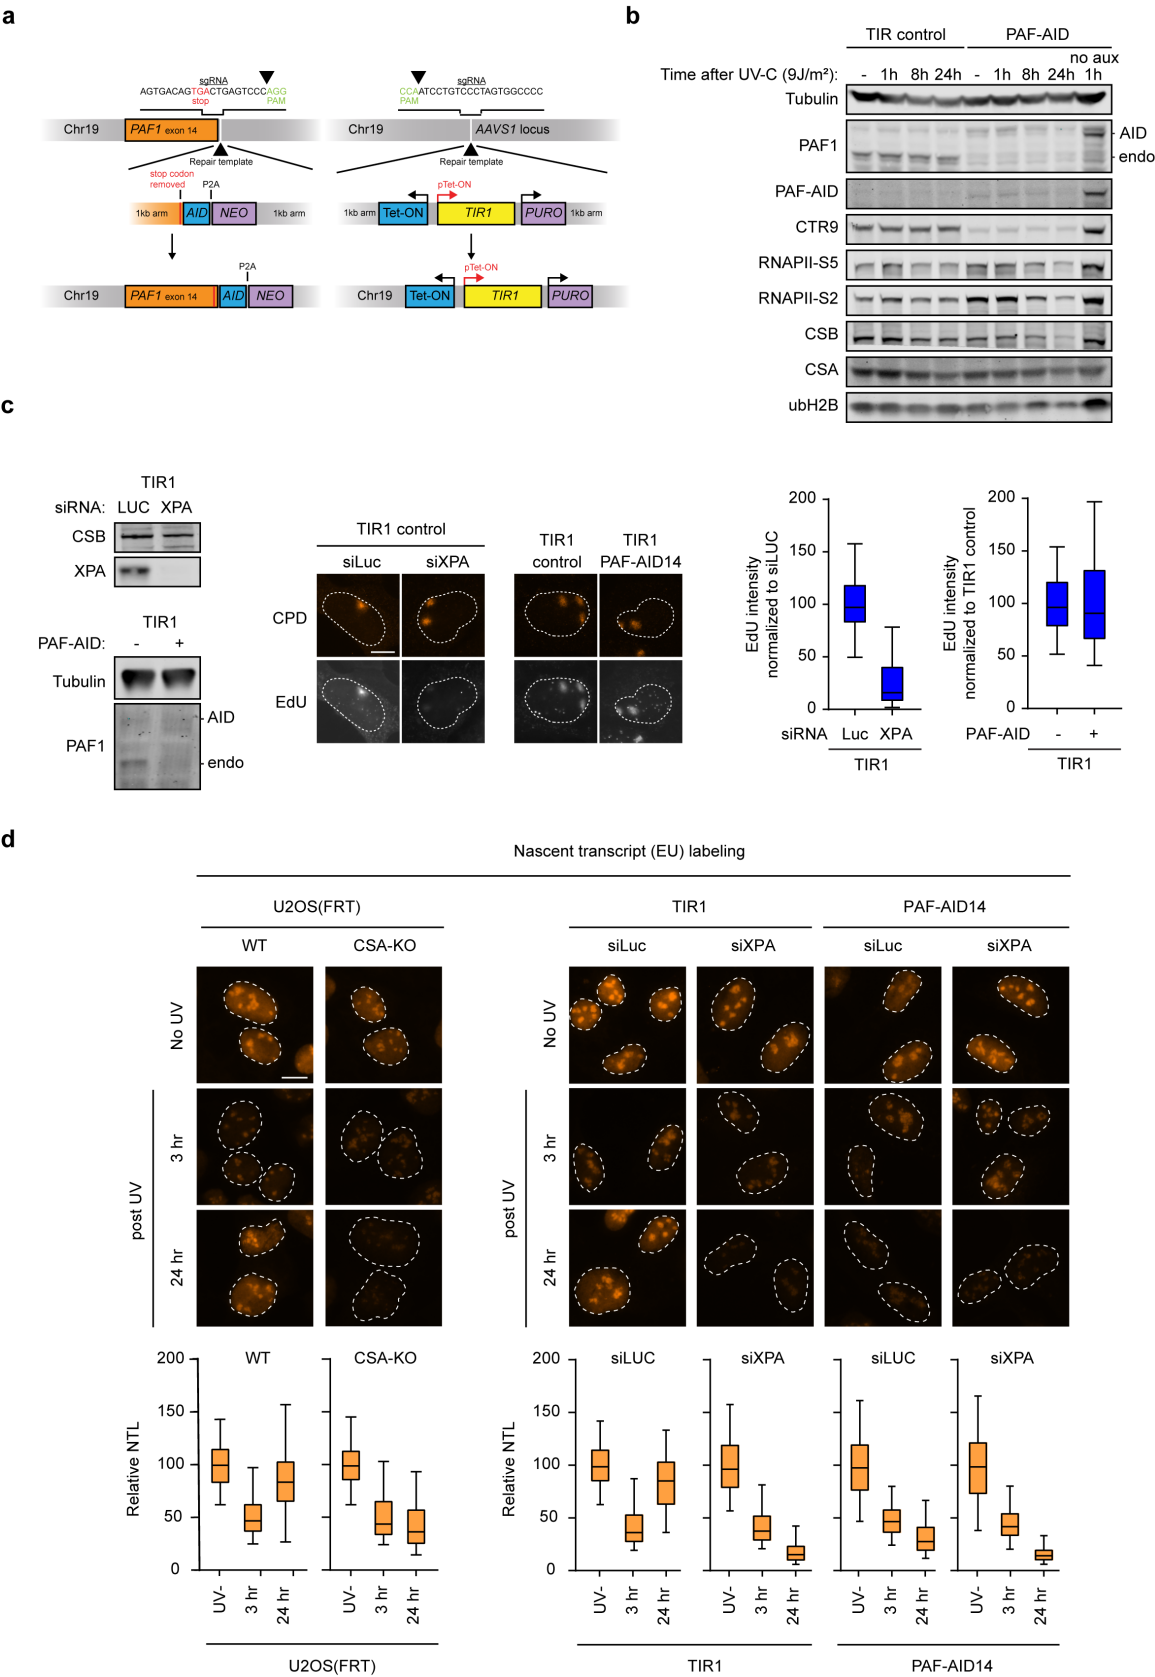

### Supplementary Figure 3. PAF1-AID knockin cells are not involved in GGR, and controls for nascent transcription analyses

**a** Outline of the approach to generate PAF1-AID knockin cells. The DOX-inducible *ostTIR1* cassette was first targeted to the *AAVS1* locus. The AID-NEO cassette was subsequently targeted to the last exon of the endogenous *PAF1* locus whereby the stop codon was removed to generate a PAF1-AID in-frame fusion. **b** Western blot analyses of protein expression in total cell lysates of control U2OS TIR1 cells or PAF1-depleted U2OS PAF-AID cells at various timepoints after UV (9J/m<sup>2</sup>). Representative figure of at least 2 experiments **c** Left; western blot to confirm XPA knockdown (top) and auxin-mediated depletion of PAF1 (bottom). Representative figures of 3 replicates. Middle; representative images of 5 ethynyl-deoxyuridine (5-EdU) labeling at local sites of DNA damage visualized by CPD staining in indicated condition. Scale bar indicates 10  $\mu$ m. Right; quantification of the 5-EdU incorporation under the indicated conditions. Boxplots represent the median, 5<sup>th</sup> and 95<sup>th</sup> percentile of all cells of three independent experiments. **d** Representative images (top) and quantification (bottom) of 5-ethynyl-uridine (5-EU) incorporation in WT versus CSA-KO cells (left panels) or TIR1 versus PAF-AID1 cells treated with the indicated siRNAs and 5h auxin treatment before UV irradiation (right plots). Scale bar indicates 10  $\mu$ m. Boxplots represent the median, 5<sup>th</sup> and 95<sup>th</sup> percentile of all cells of three independent experiments.

a

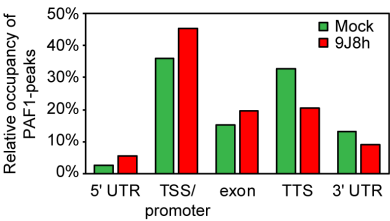

b

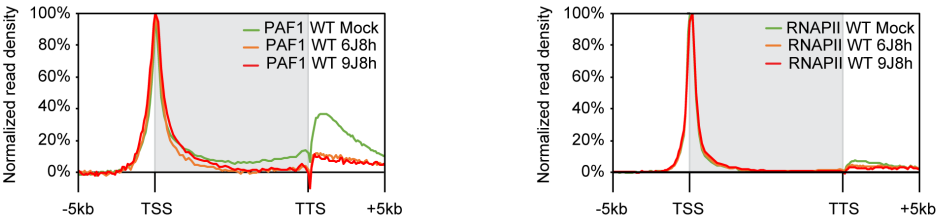

c

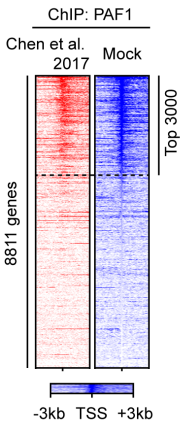

d

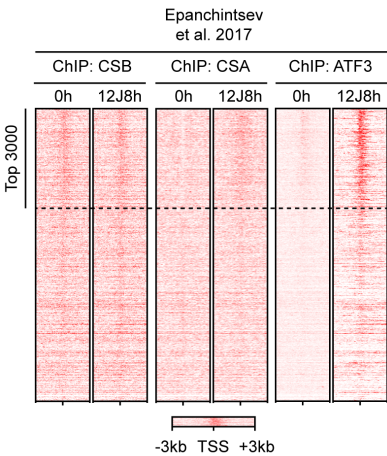

e

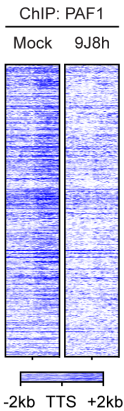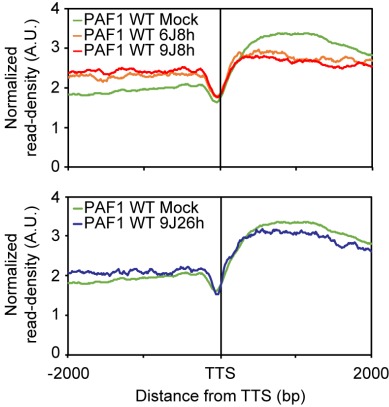

## Supplementary Figure 4. PAF1 occupancy throughout the genome and comparison of ChIP-seq data with published datasets

**a** Occupancy of PAF1 binding-peaks across the coding regions of the genome in unirradiated (mock) and UV-irradiated cells. Peaks were identified using MACS2 of sample over input after pooling reads of 3 mock and 3 UV-irradiated replicates. **b** Averaged metaprofile of PAF1 (left) or RNAPII (right) binding across the top 3,000 genes with PAF1 binding at the TSS as identified in c and Fig. 5d. Averaged data represent mock-treated cells (PAF1 n=3, RPB1 n=3), or cells 8h after UV-irradiation with 6 J/m<sup>2</sup> (PAF1 n=1, RPB1 n=3) or 9 J/m<sup>2</sup> (PAF1 n=3, RPB1 n=2). Profiles are normalized to 100% at TSS instead of area under the curve. **c** Heatmaps around the TSS from PAF1 ChIP-seq data of 8,811 genes ranked according to PAF1 signal at the TSS in unirradiated cells (mock; blue) of which the first 3,000 genes show strong PAF1 enrichment. Data is compared to publish data (in red). **d** Heatmaps of CSB, CSA and ATF3 ChIP-seq from the Egly lab around the TSS of 8,811 genes in unirradiated and UV-irradiated cells (8 hours after 12 J/m<sup>2</sup>). Genes are ranked as in c and show the strongest binding of CSB, CSA and ATF3 in the top 3,000 genes identified in c. **e** Heatmaps and averaged metaplots from PAF1 ChIP-seq data around the TTS of the 3,000 genes with strong PAF1 binding (identified in c and Fig. 5d) in unirradiated cells (mock, n=3), in cells 8h after UV-irradiation with 6 J/m<sup>2</sup> (n=1) or 9 J/m<sup>2</sup> (n=3) and 26h after 9 J/m<sup>2</sup> (n=1).

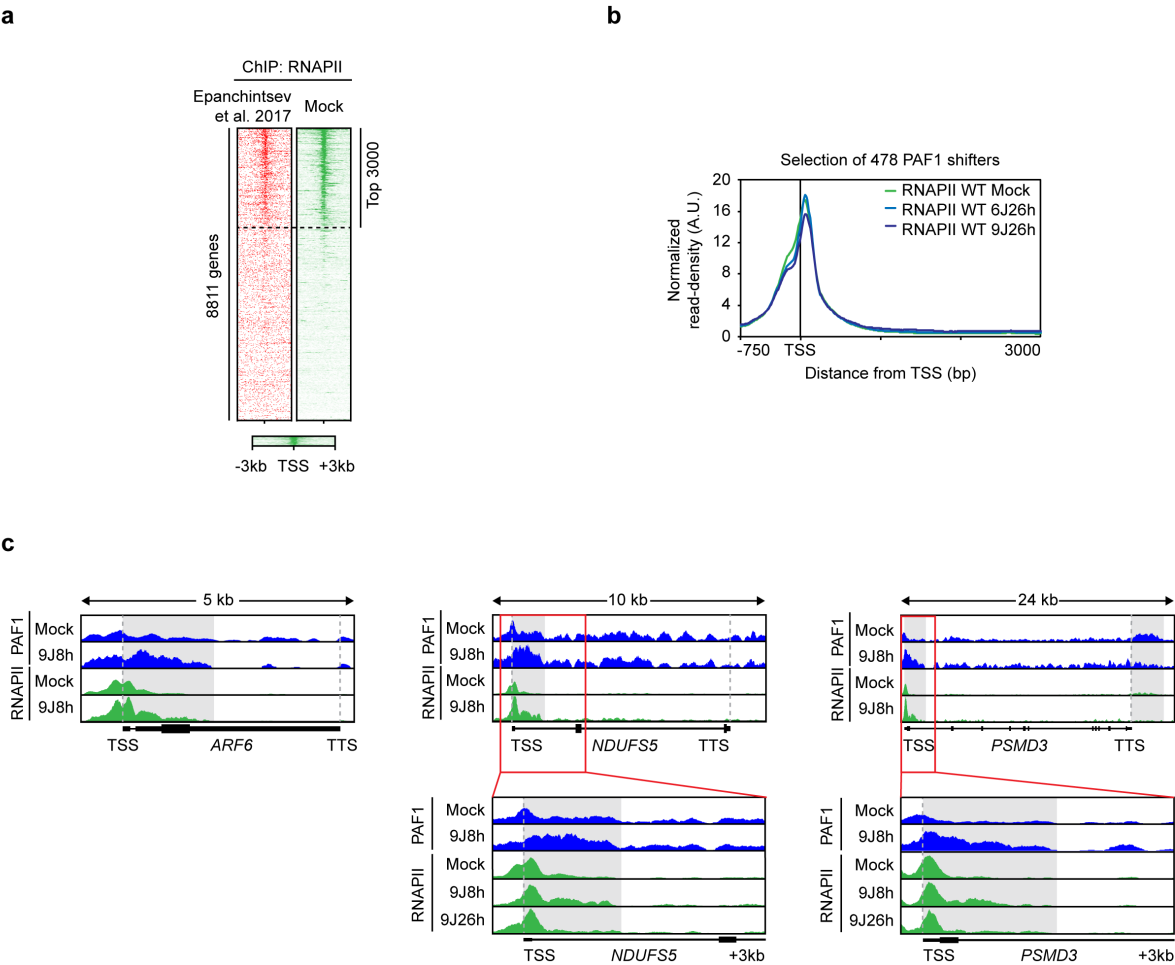

### Supplementary Figure 5. Comparison of ChIP-seq data with published datasets and distribution of PAF1 and RNAPII across several representative genes

**a** Heatmaps of genes as in Supplementary Figure 4c, but for RNAPII ChIP-seq data in unirradiated cells (mock; green), compared to published data (in red). **b** Averaged metaplots of RNAPII ChIP-seq in unirradiated WT cells (mock, n=3) and UV-irradiated WT cells (26 hours after 6 J/m<sup>2</sup> (n=2) or 9J/m<sup>2</sup> (n=2)) for the 478 genes that show a consistent PAF1 right-shift after UV irradiation in all replicate ChIP-seq experiments (All Shift; Fig. 6a, c). **c** UCSC genome browser track showing the PAF1 and RNAPII read densities across the *ARF6* gene of ~5 kb (left), *NDUFS5* gene of ~10 kb (middle), and *PSMD3* gene of ~24 kb (right) in U2OS cells after pooling all replicate reads of the indicated conditions, as described in Table S6. Insets of the first 3 kb of each gene is shown at the bottom.

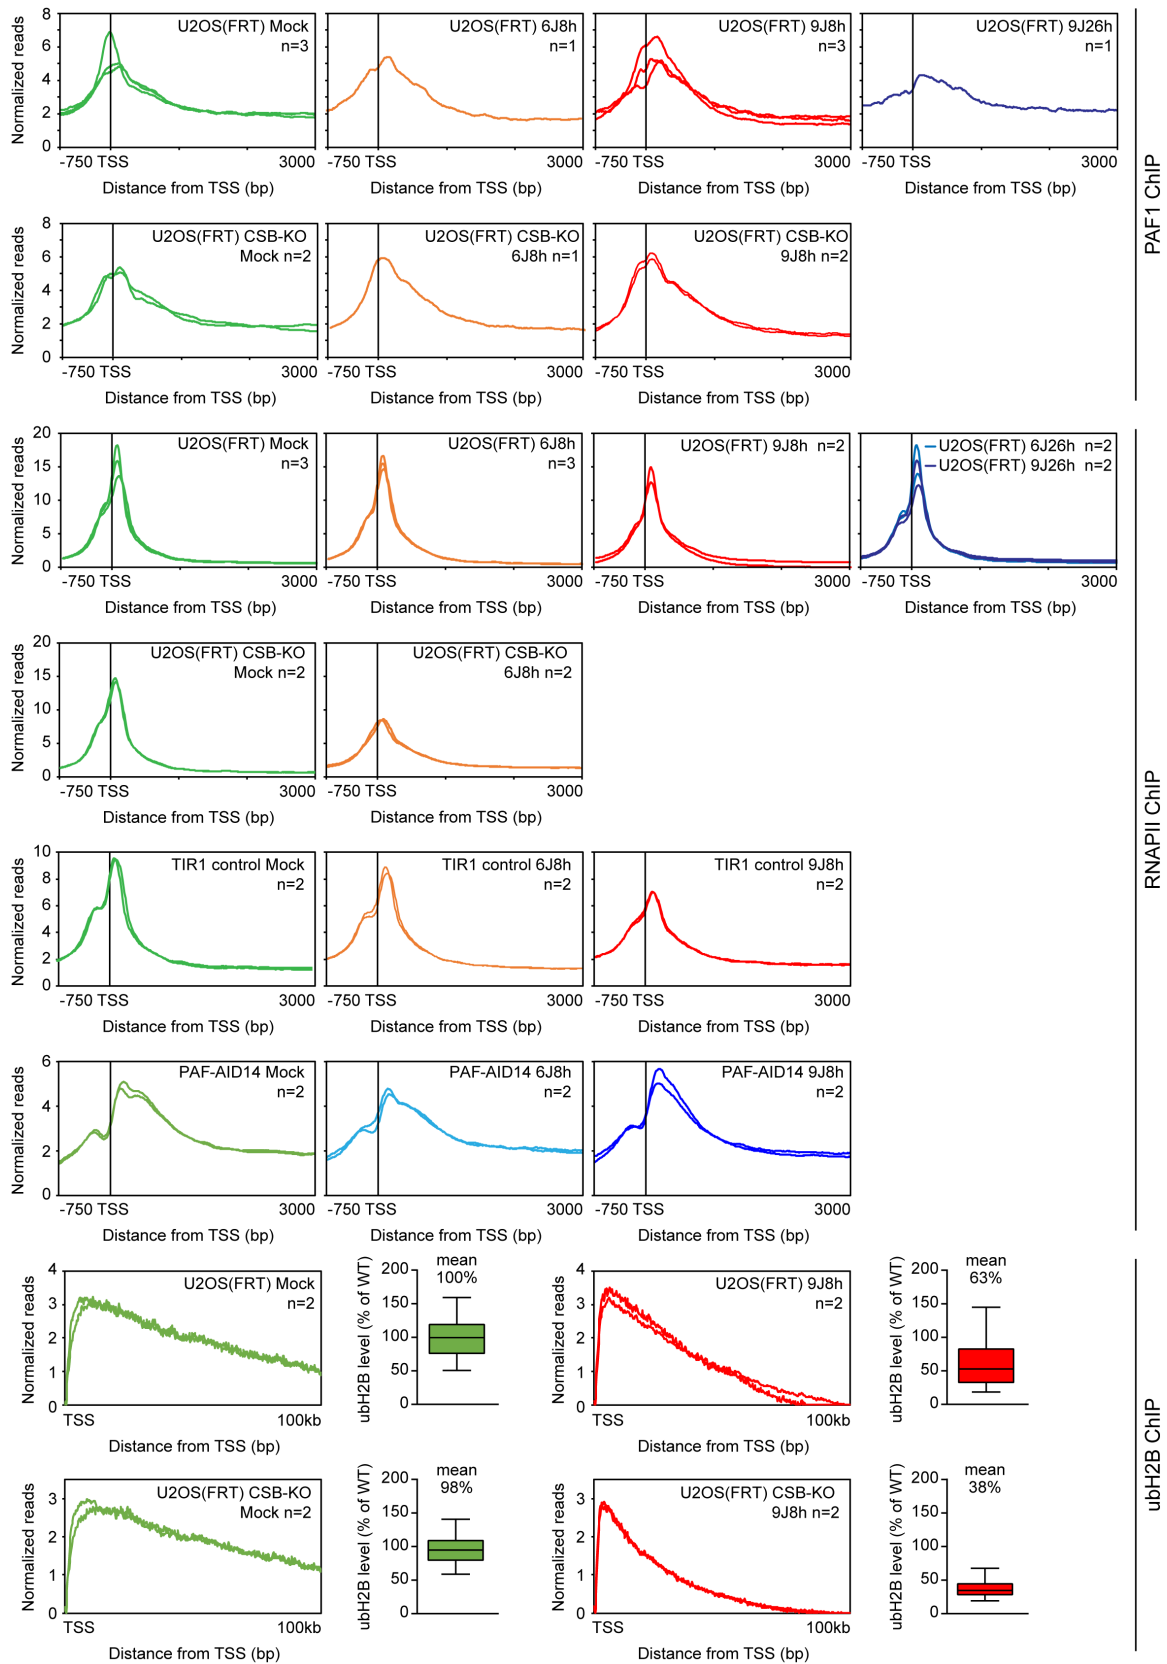

### Supplementary Figure 6. All individual ChIP-seq replicates

Metaplots of all the individual PAF1 ChIP-seq, RNAPII ChIP-seq and Ub-H2B ChIP-seq replicates. PAF1 and RNAPII ChIP-seq plots present metaplots around the TSS of the top 3,000 genes of 3 to 100 kb in unirradiated and UV-irradiated U2OS WT, U2OS CSB-KO, U2OS TIR1, and U2OS PAF1-AID14 cells after normalization to area under the curve. 

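In the deposited RNAPII profiles, each made for 1 library, the maximum lay between 60 and 80 bp downstream of the TSS in unirradiated wild-type and CSB-KO cells. It lay between 90 and 120 bp in unirradiated TIR1 cells and between 160 and 200 bp in unirradiated PAF1-AID cells. At 9J8h, it lay at 70 bp in both wild-type libraries, at 100 bp in both TIR1 libraries and between 200 and 210 bp in PAF1-AID cells. Normalization to the area under the curve makes a rise in one part of the profile a fall elsewhere, so the profiles show redistribution within the plotted region only.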

Ub-H2B ChIP-seq plots present metaplots of 820 genes of >100 kb, where area under the curve was normalized to average Ub-H2B levels quantified by microscopy. Boxplots represent median, 5<sup>th</sup> and 95<sup>th</sup> percentile of this microscopy quantification in all cells of 2 independent experiments (see representative microscopy images in Figure 7j). The number of ChIP-seq replicates per condition are indicated in the plots.

**a**

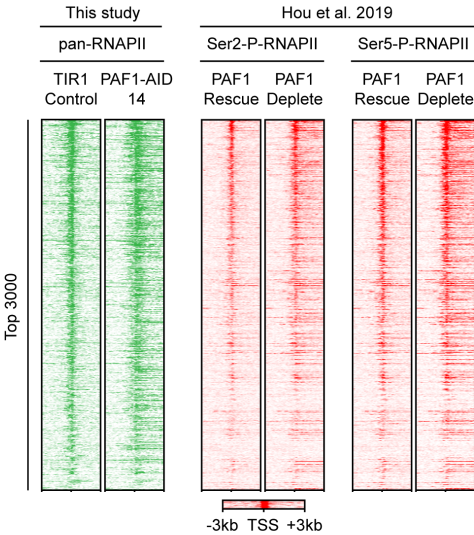

**b**

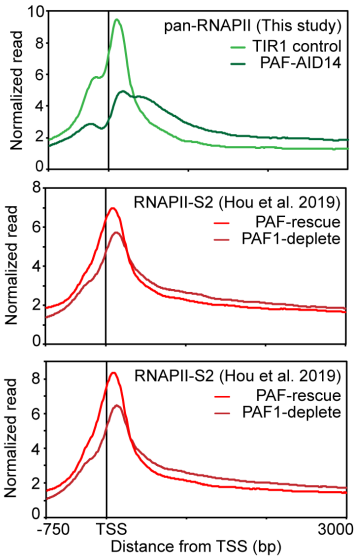

**c**

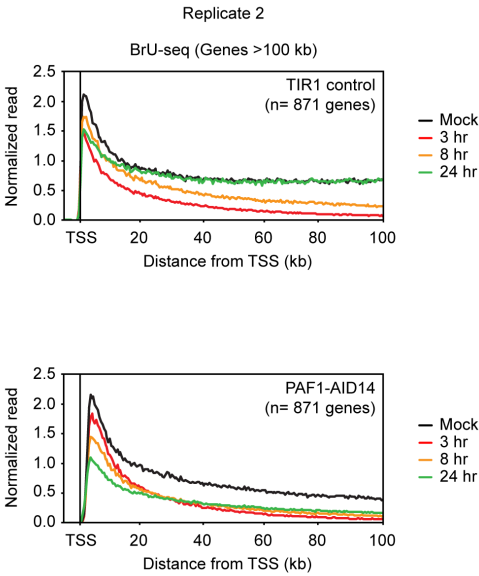

**d**

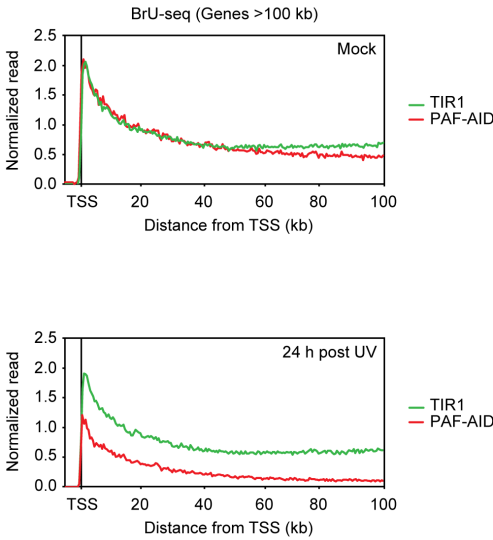

### Supplementary Figure 7. Comparison of ChIP-seq data in PAF1-depleted cells to published datasets and individual replicates of BrU-seq data

**a** Heatmaps around the TSS from our pan-RPB1 ChIP-seq data of the top 3,000 genes in auxin-treated U2OS TIR1 or PAF1-AID cells (This study; green). Data is compared to published data (Hou *et al* 2019; red) presenting heatmaps around the same TSSs of Ser2-P-RNAPII or Ser5-P-RNAPII ChIP-seq data. **b** Averaged metaprofile presentations of the data in a. **c** Independent replicate of the BrU-seq experiment shown in Figure 8b. Metaplots of nascent transcription in genes of >100 kb in either TIR1 cells (top panel) or PAF1-AID cells (bottom panel) that were either mock-treated, or UV-irradiated (7 J/m<sup>2</sup>) and analyzed at the indicated time-points (3, 8, or 24 hrs). The relative distribution of nascent transcript read density (in reads per thousand base-pairs per million reads) was normalized to the absolute nascent transcript intensities measured by 5-EU incorporation measurements that were performed in parallel to the BrU-seq experiments using the same cells and time-points (see Figure 4g, h). **d** Metaplots of BrU-seq reads densities (of replicate 1) comparing unirradiated (top panel) or UV-irradiated (bottom panel, 24 hours after UV) U2OS TIR1 cells to PAF-AID14 cells.

Supplementary Table 1. Cell lines used in this study

| Cell line                                             | Source                          |
|-------------------------------------------------------|---------------------------------|
| CS1AN-SV40 + GFP                                      | LUMC, dr. L. Mullenders         |
| CS1AN-SV40 + GFP-CSB                                  | LUMC, dr. L. Mullenders         |
| RPE1-hTERT(FRT)                                       | Ximbio, London, UK              |
| RPE1-hTERT(FRT) + GFP-LEO1 clone 6                    | This study                      |
| RPE1-hTERT(FRT) + GFP-NLS                             | This study                      |
| U2OS GFP-RPB1 clone I                                 | LUMC, dr. H. van Attikum (1)    |
| U2OS GFP-RPB1 CSA-KO clone 2-4                        | This study                      |
| U2OS GFP-RPB1 CSB-KO clone 1-40                       | This study                      |
| U2OS GFP-RPB1 UVSSA-KO clone 1-4                      | This study                      |
| U2OS TetOn-OsTIR1                                     | LUMC, dr. H. van Attikum        |
| U2OS TetOn-OsTIR1 PAF-AID clone 14                    | This study                      |
| U2OS TetOn-OsTIR1 PAF-AID clone 15                    | This study                      |
| U2OS(FRT)                                             | This study                      |
| U2OS(FRT) + siRNA-resistant GFP-PAF1 <sup>WT</sup>    | This study                      |
| U2OS(FRT) + siRNA-resistant GFP-PAF1 <sup>ΔLEO1</sup> | This study                      |
| U2OS(FRT) CSA-KO + CSA-GFP (dox) clone 18             | (2)                             |
| U2OS(FRT) CSA-KO clone 2-16                           | (2)                             |
| U2OS(FRT) CSB-KO + GFP-CSB (dox) clone 3              | (2)                             |
| U2OS(FRT) CSB-KO clone 1-12                           | (2)                             |
| U2OS(FRT) UVSSA-KO + UVSSA-GFP (dox) clone 1-3        | (2)                             |
| U2OS(FRT) UVSSA-KO clone 1-8                          | (2)                             |
| U2OS(FRT) XPA-KO + GFP-XPA (dox) clone 8              | This study                      |
| U2OS(FRT) XPA-KO clone 2-8                            | This study                      |
| U2OS(FRT) XPC-KO clone 2-7                            | This study                      |
| XP168LV primary fibroblasts                           | Erasmus MC; dr. J. Marteijn (3) |

Supplementary Table 2. sgRNAs used in this study

| Target | Gene_ID         | Exon_ID         | Strand | Sequence                |
|--------|-----------------|-----------------|--------|-------------------------|
| CSA    | ENSG00000049167 | ENSE00003589574 | -1     | CAACTTTGTGACTTGAAGTCTGG |
| CSB    | ENSG00000225830 | ENSE00002514316 | -1     | CCCCTCATCGGATCATTCTGTCT |
| UVSSA  | ENSG00000163945 | ENSE00001712443 | 1      | AGAGAGCTGCTTTAGGCTGCTGG |
| XPA    | ENSG00000136936 | ENSE00003465148 | -1     | GCCCCAAAGATAATTGACACAGG |
| PAF1   | ENSG00000006712 | ENSE00001141439 | -1     | GAGTGACAGTGACTGAGTCCC   |

Supplementary Table 3. Primers used in this study

| Sequencing primers for knockouts                               |                                                                |                                        |
|----------------------------------------------------------------|----------------------------------------------------------------|----------------------------------------|
| CSA                                                            | 5-CATAGATAACTGAAATGTATGATTTCAAAG-3                             | oML#098_sgML#017_CSA_1_Fw              |
|                                                                | 5-CACAATCTTAGAGAAAGAAAGAATTTTC-3                               | oML#099_sgML#017_CSA_1_Rv              |
|                                                                | 5-GTACATACATACATACACATTTACCAATAC-3                             | oML#100_sgML#018_CSA_2_Fw              |
|                                                                | 5-CTGAGAAAAAATGTACCTAAATATTAAG-3                               | oML#101_sgML#018_CSA_2_Rv              |
| CSB                                                            | 5-GTAGGGGCCAGTTGTTAGAATGTAA-3                                  | oML#078_sgML#003_CSB1_Fw               |
|                                                                | 5-CTCACATTCTGAATGACTTGGCTA-3                                   | oML#079_sgML#003_CSB1_Rv               |
| UVSSA                                                          | 5-ACCCAGAGGTACACAGAGATTG-3                                     | oML#090_sgML#019_UVSSA1_Fw             |
|                                                                | 5-GCTCTTAGAAGTGTCCCTGTG-3                                      | oML#091_sgML#019_UVSSA1_Rv             |
|                                                                | 5-ATCAGGAGGCTGAGGCGGCTG-3                                      | oML#076_sgML#020_UVSSA2_Fw             |
|                                                                | 5-AGGAGCCTACCCGGGAGCCGGG-3                                     | oML#077_sgML#020_UVSSA2_Rv             |
| XPA                                                            | 5-TTTTCAGGGCAGAGGTTGTA-3                                       | oML#026_XPA-sgRNA2_Fw                  |
|                                                                | 5-TCTTGGATTCTGGTGCCTCA-3                                       | oML#027_XPA-sgRNA2_Rv                  |
| Primers for generating PAF-AID                                 |                                                                |                                        |
| increasing multiple cloning site in pMK286 (clone XhoI x SacI) | 5-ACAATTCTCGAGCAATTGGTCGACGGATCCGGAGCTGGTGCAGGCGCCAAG-3        | oML#155_AID-Fw                         |
|                                                                | 5-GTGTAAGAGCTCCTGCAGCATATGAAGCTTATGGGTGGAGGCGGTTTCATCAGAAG-3   | oML#156_NEO-Rv                         |
|                                                                | 5-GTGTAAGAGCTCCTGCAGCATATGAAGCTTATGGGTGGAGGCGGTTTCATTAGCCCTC-3 | oML#157_BLAST-Rv                       |
|                                                                |                                                                |                                        |
| PAF1 flank 1 (clone MfeI x BamHI)                              | 5-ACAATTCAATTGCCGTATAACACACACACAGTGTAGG-3                      | oML#158_PAF1 flank 1_MfeI_Fw           |
|                                                                | 5-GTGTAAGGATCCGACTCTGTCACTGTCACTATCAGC-3                       | oML#159_PAF1 flank 1_BamHI_Rv          |
| PAF1 flank 2 (clone HindIII x SacI)                            | 5-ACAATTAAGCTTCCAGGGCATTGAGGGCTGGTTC-3                         | oML#160_PAF1 flank 2_HindIII_Fw        |
|                                                                | 5-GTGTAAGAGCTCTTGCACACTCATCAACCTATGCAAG-3                      | oML#161_PAF1 flank 2_SacI_Rv           |
| Primers for generating siPAF1 resistance                       |                                                                |                                        |
| siPAF1-2 resistance (clone EcoRV x AgeI)                       | 5-GCACAAGCTGGAGTACAACACTACAACAG-3                              | oML#011_GFP_clon_Fw                    |
|                                                                | 5-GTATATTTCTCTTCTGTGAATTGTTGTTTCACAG-3                         | oML#142_PAF siRNA-2resist-Rv           |
|                                                                | 5-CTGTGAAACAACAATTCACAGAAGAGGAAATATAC-3                        | oML#143_PAF siRNA-2resist-Fw           |
|                                                                | 5-CCTTGCTAGCTTTGTTCTTCACGTTTC-3                                | oML#014_PAF_clon_Rv                    |
| siPAF1-3 resistance (clone EcoRV x NheI)                       | 5-GCACAAGCTGGAGTACAACACTACAACAG-3                              | oML#011_GFP_clon_Fw                    |
|                                                                | 5-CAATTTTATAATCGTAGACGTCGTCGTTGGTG-3                           | oML#144_PAF siRNA-3resist-Rv           |
|                                                                | 5-CACCAGACGACGCTACGATTATAAAATTG-3                              | oML#145_PAF siRNA-3resist-Fw           |
|                                                                | 5-GTGCCTAGCTTTGTTCTTCACGTTCCAG-3                               | oML#164_PAF1 NheI Rv                   |
| Primers for generating PAF1 <sup>ΔLEO1</sup>                   |                                                                |                                        |
| (clone XmaI x NheI into AgeI x NheI)                           | 5-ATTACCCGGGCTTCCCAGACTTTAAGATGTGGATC-3                        | oML#163_PAF1 XmaI-Fw (clone with AgeI) |
|                                                                | 5-GTGCCTAGCTTTGTTCTTCACGTTCCAG-3                               | oML#164_PAF1 NheI Rv                   |

Supplementary Table 4. siRNAs used in this study

| Target           | Sequence              |
|------------------|-----------------------|
| Luciferase (Luc) | CGTACGCGGAATACTTCGA   |
| PAF1-2           | AAGCAGCAGTTTACCGAGGAA |
| PAF1-3           | GATGATGTGTATGACTACA   |
| XPA              | CAGAGATGCTGATGATAAA   |
| CSB-2            | GAAGAGTTGTCAGTGATTA   |

Supplementary Table 5. Antibodies used in this study

| Antibody          | Host   | Company (reference)              | Use                      | Antibody identifier |
|-------------------|--------|----------------------------------|--------------------------|---------------------|
| A555 anti-mouse   | Goat   | Thermo Fisher (A-21424)          | IF; 1:1,000              | aML#015             |
| Cas9              | Mouse  | Cell signalling (7A9-3A3 #14697) | WB: 1:2,000              | aML#031             |
| CF680 anti-rabbit | Goat   | VWR (#20067)                     | WB; 1:10,000             | aML#010             |
| CF770 anti-mouse  | Goat   | VWR (#20077)                     | WB; 1:10,000             | aML#009             |
| CHD4              | Rabbit | Active Motif (39289)             | WB: 1:1,000              | aML#019             |
| CPD               | Mouse  | Cosmo Bio (CAC-NM-DND-001)       | IF; 1:1000               | aML#020             |
| CSA               | Rabbit | Abcam (ab137033)                 | WB: 1:750                | aML#028             |
| CSB               | Rabbit | Santa Cruz (sc25370)             | WB; 1:200                | aML#003             |
| CSB               | Goat   | Santa Cruz (SC-10459, E-18)      | WB; 1:1,000              | aML#039             |
| CTR9              | Rabbit | Bethyl (A301-395A)               | WB; 1:5,000              | aML#049             |
| GFP               | Mouse  | Roche (11814460001)              | WB; 1:1,000              | aML#011             |
| GFP               | Rabbit | Abcam (ab290)                    | WB; 1:1,000              | aML#044             |
| LEO1              | Rabbit | Bethyl, (A300-175A)              | WB; 1:3,000              | aML#023             |
| PAF1              | Rabbit | Bethyl (A300-172A)               | WB; 1:3,000<br>ChIP; 3µg | aML#022             |
| RPB1 (total)      | Rabbit | Bethyl (A304-405A)               | ChIP; 3µg                | aML#088             |
| RPB1-S2           | Rabbit | Abcam (ab5095)                   | WB; 1:1,000              | aML#024             |
| RPB1-S5           | Mouse  | Abcam (ab5408)                   | WB: 1:1,000              | -                   |
| Tubulin           | Mouse  | Sigma (T6199)                    | WB; 1:1,000              | aML#008             |
| ubH2B             | Mouse  | Abnova#10006                     | WB; 1:1,000              | aML#059             |
| ubH2B (K120)      | Rabbit | Cell signaling (mAb#5546, D11)   | ChIP; 3µg<br>IF; 1:200   | -                   |
| XPA               | Mouse  | Invitrogen (MA5-13835)           | WB; 1:500                | aML#002             |
| XPA               | Rabbit | gift of Rick Wood (CJ1)          | WB; 1:10,000             | aML#079             |
| XPC               | Mouse  | Abcam (ab6264)                   | WB: 1:500                | aML#001             |

Supplementary Table 6. Sequence depth of individual ChIP-seq or BrU-seq replicates

|  |  |                 |                     |                |             |            |
|--|--|-----------------|---------------------|----------------|-------------|------------|
|  |  | U2OS<br>PAF-AID | OsTIR1 7J24h (n=2)  | TIR1_24hUV_1   | 50,776,111  | 43,063,682 |
|  |  |                 |                     | TIR1_24hUV_2   | 88,533,628  | 73,845,426 |
|  |  |                 | PAF-AID mock (n=2)  | PAFAID_noUV_1  | 40,177,346  | 29,454,444 |
|  |  |                 |                     | PAFAID_noUV_2  | 62,185,224  | 52,147,461 |
|  |  |                 | PAF-AID 7J3h (n=2)  | PAFAID_3hUV_1  | 47,350,367  | 35,015,351 |
|  |  |                 |                     | PAFAID_3hUV_2  | 58,910,610  | 43,061,294 |
|  |  |                 | PAF-AID 7J8h (n=2)  | PAFAID_8hUV_1  | 51,961,205  | 39,091,954 |
|  |  |                 |                     | PAFAID_8hUV_2  | 91,331,577  | 68,914,439 |
|  |  |                 | PAF-AID 7J24h (n=2) | PAFAID_24hUV_1 | 46,432,487  | 23,803,165 |
|  |  |                 |                     | PAFAID_24hUV_2 | 113,928,601 | 88,962,601 |

## References

1. P. Caron *et al.*, WWP2 ubiquitylates RNA polymerase II for DNA-PK-dependent transcription arrest and repair at DNA breaks. *Genes & development* **33**, 684-704 (2019).
2. Y. van der Weegen *et al.*, The cooperative action of CSB, CSA, and UVSSA target TFIIH to DNA damage-stalled RNA polymerase II. *Nat Commun* **11**, 2104 (2020).
3. F. Wienholz, W. Vermeulen, J. A. Marteijn, Amplification of unscheduled DNA synthesis signal enables fluorescence-based single cell quantification of transcription-coupled nucleotide excision repair. *Nucleic Acids Res* **45**, e68 (2017).

# Supplementary material for: A CSB-PAF1C axis restores processive transcription elongation after DNA damage repair
**Source:** Nat Commun. 2021 Feb 26;12:1342. doi: 10.1038/s41467-021-21520-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All software used in this study has been described in published literature and are detailed in the method section of the manuscript.  
Software version:  
MaxQuant (Version 1.5.3.30), Perseus Computational Platform (Version 1.5.5.3), ZEN 2012 (Blue edition, Version 1.1.0.0), Image J (Version 1.48v), BWA (Version 0.7.16a), IGV (Version 2.4.3), MACS2 (Version 2.1), Samtools (Version 1.6), FastQC (Version 0.11.2), HOMER (Version 4.8.2), bowtie2 (Version 2.3.3.1), STAR (Version 2.7.0f), NCBI sratoolkit (Version 2.9.6-1-win64).  
Further data analysis and presentation were performed with R (Version 3.5.3) and Rstudio (Version 1.1.423).

#### Data analysis

Mass spectrometry was analyzed using MaxQuant (Version 1.5.3.30) using standard settings with the following modifications. For the SILAC-labelled GFP-CSB samples, multiplicity was set to 2, marking Arg10 and Lys8 as heavy labels. Maximum missed cleavages by trypsin was set to 4. Searches were performed against an in silico digested database from the human proteome including isoforms and canonical proteins (Uniprot, 18th June 2018). Minimum peptide length was set to 6 aa and maximum peptide mass was set to 5 kDa. Carbamidomethyl (C) was disabled as fixed modification. The match between runs feature was activated. Minimum ratio count for quantification was set to 1. For the label-free GFP-LEO1 and GFP-RBP1 samples, maximum missed cleavages by trypsin was set to 4. Label-free quantification was activated, not enabling Fast LFQ. Searches were performed against an in silico digested database from the human proteome including isoforms and canonical proteins (Uniprot, 18th June 2018). Carbamidomethyl (C) was disabled as fixed modification. The match between runs feature was activated and iBAQ quantification was also enabled. MaxQuant output data from the SILAC samples analysis were further processed in Microsoft Excel 2016 for comprehensive visualization. Label-free analysis was further carried out in the Perseus Computational Platform (Version 1.5.5.3). LFQ intensity values were log2 transformed and potential contaminants and proteins identified by site only or reverse peptide were removed. Samples were grouped in experimental categories and proteins not identified in 4 out of 4 replicates in at least one group were also removed. Missing values were imputed using normally distributed values with a 1.8 downshift (log2) and a randomized 0.3 width (log2) considering whole matrix values.

Microscopic mean intensities within the nucleus or local damage region was analyzed using ZEN 2012 (Blue edition, Version 1.1.0.0) and Image J (Version 1.48v).

ChIP-seq and BrU-seq data analyses were performed using freely available tools, which are described in the methods section of the manuscript and in the data collection section above.

A first data quality check was performed using FastQC, considering read quality, level of duplications, GC-content, k-mer content and adapter contamination.

The BWA tool was used to align raw ChIP-seq reads to the Human Genome 38 (Hg38) (Li, 2013) and only unique and high-quality reads (> q30) were included.

MACS2 was used to generate bedgraph genome tracks and identify PAF1-binding peaks (Zhang et al., 2008), which were visualized in IGV (Version 2.4.3)

HOMER was used to convert bam files into TagDirectories and to define binding profiles (Heinz et al., 2010), using the settings described in the methods section of the manuscript.

R and Rstudio were further used to perform remaining customized analyses, using tools commonly available in R software. Custom code for these downstream analyses are available upon request.

NCBI sratoolkit was used to obtain published ChIP-seq datafiles from Epanchintsev and colleagues (Epanchintsev et al., 2017) (GSE87562), Hou and colleagues (Hou et al., 2019) (GSE116169) and Chen and colleagues (Chen et al., 2017) (GSE97527) and files were converted into FASTQ files and processed with the tools described above.

Bowtie2 was used to pre-filter BrU-seq reads by alignment to the human ribosomal repeating subunit (GenBank U13369.1) and human mitochondrial genome (chrM) from the hg38 reference genome.

STAR was used to map the remaining reads to the hg38 reference genome.

All detailed code including specified tool settings are available upon request to the corresponding author.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Mass spectrometry proteomics data are presented in main Figs 1a, b, e, g, and Supplementary Figs S1d, h and S2f, and have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD016198 (<https://www.ebi.ac.uk/pride/archive/projects/PXD016198>). ChIP-seq data are presented in main Figs 5-7 and Supplementary Figs 4, 5, 6 and 7a, b. BrU-seq data are presented in main Figure 8b-d and Supplementary Figs 7c, d. Both raw and processed ChIP-seq and BrU-seq data are deposited in the Gene Expression Omnibus under GSE140930 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140930>).

Additionally, previously published, publicly available, ChIP-seq datasets for RNAPII, ATF3, CSA, CSB and PAF1 (<https://www.ncbi.nlm.nih.gov/geo/>, GSE87562, GSE116169, GSE97527), and previously published protein structure data (<https://www.rcsb.org/>, 5VVR, 6GMH) has been obtained and used in this manuscript, as well as reference datasets of the Hg38 genome ([https://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/000/001/405/GCA\\_000001405.15\\_GRCh38/seqs\\_for\\_alignment\\_pipelines.ucsc\\_ids/GCA\\_000001405.15\\_GRCh38\\_no\\_alt\\_analysis\\_set.fna.gz](https://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/000/001/405/GCA_000001405.15_GRCh38/seqs_for_alignment_pipelines.ucsc_ids/GCA_000001405.15_GRCh38_no_alt_analysis_set.fna.gz)), human ribosomal repeating subunit (GenBank U13369.1) and human mitochondrial genome (chrM) and the knownCanonical gene table from the UCSC genome database (<https://genome.ucsc.edu/cgi-bin/hgTables>, hg38 genome)

Source data are provided with this paper. Additional data will be made available upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>The number of replicate experiments are indicated in the figure legends of the manuscript and at least two replicates were performed for each individual approach, except when indicated otherwise. For some of the ChIP-seq experiments, replicates were defined as individual ChIP-sequencing experiments at different UV-C doses and/or different timepoints after UV treatment. Exact details on ChIP-seq replicates are indicated in Supplemental Table 1 and/or in figure legends.</p> <p>A sample size of two was considered sufficient only when both repeats gave similar output and conclusions were confirmed using different methods. If not, at least three repeats were included in the analyses. A sample size of one was only included for experiments without major impact on conclusions and when results were confirmed by other methods. All replicates were included in plots presenting averages and representative examples were only presented when the majority of experiments confirmed that conclusion.</p> |
| Data exclusions | Data were only excluded from the study when internal controls indicated evident technical errors such as a lack of proper locus enrichment in ChIP-seq.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | <ul style="list-style-type: none"> <li>- Mass spec was performed with 2-4 technical replicates and proteins were only included if they were observed in all replicates of the experiment. Findings were subsequently confirmed by reciprocal immunoprecipitation and western blot analyses</li> <li>- ChIP-seq data in undamaged cells were compared to published datasets to confirm reliability of our ChIP-seq approach. In addition, ChIP-seq</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

was performed at different UV doses and time after UV to confirm reproducibility at varying damage load and recovery over time. The number of replicate experiments are indicated in the figure legends of the manuscript and at least two replicates were performed for each individual approach. For some of the ChIP-seq experiments, replicates were defined as individual ChIP-sequencing experiments at different UV-C doses and/or different timepoints after UV treatment. Exact details on ChIP-seq replicates are indicated in Supplemental Table 1 and/or in figure legends. PAF1 ChIP-seq experiments were only rarely excluded due a lack of proper locus enrichment with the used PAF1 antibody. All ChIPs with a proper locus enrichment successfully confirmed our conclusions and are included in the manuscript.

- Effects of knock-down of proteins of interest were confirmed by using multiple independent siRNAs targeting the proteins of interest, and by re-expressing siRNA resistant constructs rescuing observed phenotypes. Knock-down efficiency or successful knock-out was confirmed by western blot prior to inclusion of downstream results.

- Successful co-immunoprecipitation was confirmed by detection of interactions described in literature. Representative co-immunoprecipitation experiments were only presented in the manuscript when the majority of the experiments confirmed the specific conclusion of the representative figure, which usually was the case for all successful co-immunoprecipitation replicates.

For the remaining experiments positive (often wild type) and negative (often NER deficient) control conditions were always included to verify reliability to the experiment. A sample size of two was considered sufficient only when both repeats gave similar output and conclusions were confirmed using different methods. If not, at least three repeats were included in the analyses. All replicates with confirmed controls were included in plots presenting averages, and representative examples were only presented when the majority of experiments confirmed that conclusion.

**Randomization** Randomization was not applicable to our study since our study does not include patient or organism cohorts. We work with cell cultures and compare specific experimental conditions or wild type versus knock-out cell lines, which cannot be randomized

**Blinding** Official blinding was not applicable to our study. Still for accuracy, microscopy was performed in an unbiased manner, selecting cells on DAPI signal without bias on output measures. Similarly, clonogenic survivals were quantified blinded to prevent subjective counting. Co-immunoprecipitation and ChIP-sequencing do not need blinding since all data is obtained and presented in an unbiased manner.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- | n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

- | n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

A555 anti-mouse (Goat) - Thermo Fisher (A-21424); RRID:AB\_141780  
 Cas9 (Mouse) - Cell signalling (7A9-3A3 #14697); RRID:AB\_2750916; Lot#2  
 CF680 anti-rabbit (Goat) - VWR (#20067); RRID:AB\_10871686  
 CF770 anti-mouse (Goat) - VWR (#20077); RRID:AB\_10559194  
 CHD4 (Rabbit) - Active Motif (39289); RRID:AB\_2614937; Lot# 01609002  
 CPD (Mouse) - Cosmo Bio (CAC-NM-DND-001); RRID:AB\_1962813  
 CSA (Rabbit) - Abcam (ab137033); RRID:AB\_2783825; Lot# GR155793-4  
 CSB (Rabbit) - Santa Cruz (sc25370); RRID:AB\_668958; Lot#I1012  
 CSB (Goat) - Santa Cruz (SC-10459, E-18); RRID:AB\_668957  
 CTR9 (Rabbit) - Bethyl (A301-395A); RRID:AB\_960973; Lot#4  
 GFP (Mouse) - Roche (11814460001); RRID:AB\_390913; Lot#27575600  
 GFP (Rabbit) - Abcam (ab290); RRID:AB\_303395; Lot#GR3251545-1  
 LEO1 (Rabbit) - Bethyl, (A300-175A); RRID:AB\_2135932; Lot#1  
 PAF1 (Rabbit) - Bethyl (A300-172A); RRID:AB\_309394; Lot#2  
 RPB1-total (Rabbit) - Bethyl (A304-405A); RRID:AB\_2620600; Lot#1  
 RPB1-S2 (Rabbit) - Abcam (ab5095); RRID:AB\_304749; Lot#GR3231908-7  
 RPB1-S5 (Mouse) - Abcam (ab5408); RRID:AB\_304868; Lot#GR3264297-4  
 Tubulin (Mouse) - Sigma (T6199); RRID:AB\_477583; Lot#048M4751V  
 ubH2B (Mouse) - Abnova#10006; RRID:AB\_10902597  
 ubH2B (K120) (Rabbit) - Cell signaling (mAb#5546, D11); RRID:AB\_10693452  
 XPA (Mouse) - Invitrogen (MA5-13835); RRID:AB\_10985162  
 XPA (Rabbit) - produced in the lab of Rick Wood (CJ1)  
 XPC (Mouse) - Abcam (ab6264); RRID:AB\_305391

### Validation

The following antibodies were validated in knockout cells: CSA (Rabbit) - Abcam (ab137033); RRID:AB\_2783825; Lot# GR155793-4, CSB (Rabbit) - Santa Cruz (sc25370); RRID:AB\_668958; Lot#I1012, CSB (Goat) - Santa Cruz (SC-10459, E-18);

RRID:AB\_668957, XPA (Mouse) - Invitrogen (MA5-13835); RRID:AB\_10985162, XPA (Rabbit) - produced in the lab of Rick Wood (CJ1), XPC (Mouse) - Abcam (ab6264); RRID:AB\_305391.

The following antibodies were validated in Co-IP experiments:

CTR9 (Rabbit) - Bethyl (A301-395A); RRID:AB\_960973; Lot#4, LEO1 (Rabbit) - Bethyl, (A300-175A); RRID:AB\_2135932; Lot#1, PAF1 (Rabbit) - Bethyl (A300-172A); RRID:AB\_309394; Lot#2, RPB1-S2 (Rabbit) - Abcam (ab5095); RRID:AB\_304749; Lot#GR3231908-7, RPB1-S5 (Mouse) - Abcam (ab5408); RRID:AB\_304868; Lot#GR3264297-4.

This antibody was validated by an in-frame endogenous knock-in of an auxin-inducible degron sequence causing a size change in the targeted protein:

PAF1 (Rabbit) - Bethyl (A300-172A); RRID:AB\_309394; Lot#2.

The following antibodies were validated in knock-down experiments:

CHD4 (Rabbit) - Active Motif (39289); RRID:AB\_2614937; Lot# 01609002, PAF1 (Rabbit) - Bethyl (A300-172A); RRID:AB\_309394; Lot#2.

The following antibodies were validated by over-expression experiments:

Cas9 (Mouse) - Cell signalling (7A9-3A3 #14697); RRID:AB\_2750916; Lot#2, GFP (Mouse) - Roche (11814460001); RRID:AB\_390913; Lot#27575600, GFP (Rabbit) - Abcam (ab290); RRID:AB\_303395; Lot#GR3251545-1.

These antibodies were validated in ChIP-seq experiments:

RPB1-total (Rabbit) - Bethyl (A304-405A); RRID:AB\_2620600; Lot#1, ubH2B (K120) (Rabbit) - Cell signaling (mAb#5546, D11); RRID:AB\_10693452

This antibody is a commonly used loading control:

Tubulin (Mouse) - Sigma (T6199); RRID:AB\_477583; Lot#048M4751V

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

CS1AN-SV40 + GFP (LUMC, dr. L Mullenders)  
CS1AN-SV40 + GFP-CSB (LUMC, dr. L Mullenders)  
RPE1-hTERT-Flp-In/T-Rex (RPE-hTERT(FRT)) (Ximbio, London, UK)  
RPE-hTERT(FRT) + GFP-LEO1 clone 6 (This study)  
RPE-hTERT(FRT) + GFP-NLS (This study)  
U2OS GFP-RPB1 clone I (LUMC, dr. H. van Attikum; Caron et al., 2019)  
U2OS GFP-RPB1 CSA-KO clone 2-4 (This study)  
U2OS GFP-RPB1 CSB-KO clone 1-40 (This study)  
U2OS GFP-RPB1 UVSSA-KO clone 1-4 (This study)  
U2OS TetOn-OsTIR1 (LUMC, dr. H. van Attikum)  
U2OS TetOn-OsTIR1 PAF-AID clone 14 (This study)  
U2OS TetOn-OsTIR1 PAF-AID clone 15 (This study)  
U2OS-Flp-In/T-Rex (U2OS(FRT)) (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) + siRNA-resistant GFP-PAF1(WT) (This study)  
U2OS(FRT) + siRNA-resistant GFP-PAF1( $\Delta$ LEO1) (This study)  
U2OS(FRT) CSA-KO + CSA-GFP (dox) clone 18 (This study)  
U2OS(FRT) CSA-KO clone 2-16 (This study)  
U2OS(FRT) CSB-KO + GFP-CSB (dox) clone 3 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) CSB-KO clone 1-12 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) UVSSA-KO + UVSSA-GFP (dox) clone 1-3 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) UVSSA-KO clone 1-8 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) XPA-KO + GFP-XPA (dox) clone 8 (This study)  
U2OS(FRT) XPA-KO clone 2-8 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
U2OS(FRT) XPC-KO clone 2-7 (LUMC, Van der Weegen; Van der Weegen et al., 2020)  
XP168LV primary fibroblasts (Erasmus MC; dr. J. Martein; Wienholz et al., 2017)

Authentication

Cells were authenticated by STR profiling. All knockout cells were validated by Western blot analysis and DNA sequencing

Mycoplasma contamination

All cell lines were routinely tested for mycoplasma and were nested negative

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study

## ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).  
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

Both raw and processed ChIP-seq and BrU-seq data are deposited in the Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) using the identifier GSE140930

Additional data will be provided upon request

## Files in database submission

## Raw data

## ChIP-seq: Inputs

CSBKO\_UV\_INPUT\_1.fastq.gz  
 CSBKO\_UV\_INPUT\_2.fastq.gz  
 PAF1-RPB-20180926-input-CSB-KO-6J8hUV-16178\_R1.fastq.gz  
 PAF1-RPB-20180926-input-CSB-KO-6J8hUV-16178\_R2.fastq.gz  
 PAF1-RPB-20180926-input-CSB-KO-noUV-16177\_R1.fastq.gz  
 PAF1-RPB-20180926-input-CSB-KO-noUV-16177\_R2.fastq.gz  
 PAF1-RPB-20180926-input-WT-6J8hUV-16175\_R1.fastq.gz  
 PAF1-RPB-20180926-input-WT-6J8hUV-16175\_R2.fastq.gz  
 PAF1-RPB-20180926-input-WT-9J8hUV-16176\_R1.fastq.gz  
 PAF1-RPB-20180926-input-WT-9J8hUV-16176\_R2.fastq.gz  
 PAF1-RPB-20180926-input-WT-noUV-16174\_R1.fastq.gz  
 PAF1-RPB-20180926-input-WT-noUV-16174\_R2.fastq.gz  
 U2OS-input-13462\_R1.fastq.gz  
 U2OS-input-13462\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-6J8h-14-16502\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-6J8h-14-16502\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-9J8h-15-16503\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-9J8h-15-16503\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-noUV-13-16501\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-OsTIRcontrol-noUV-13-16501\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-6J8h-17-16505\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-6J8h-17-16505\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-9J8h-18-16506\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-9J8h-18-16506\_R2.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-noUV-16-16504\_R1.fastq.gz  
 PAF1-RPB-20190123-INPUT-PAFAID14-noUV-16-16504\_R2.fastq.gz

## ChIP-seq: antibody – PAF1; Bethyl (A300-172A)

PAF1-RPB-20180724-PAF1-WT-noUV-15770\_R1.fastq.gz  
 PAF1-RPB-20180724-PAF1-WT-noUV-15770\_R2.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-noUV-16179\_R1.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-noUV-16179\_R2.fastq.gz  
 PAF1-WT-U2OS-13456\_R1.fastq.gz  
 PAF1-WT-U2OS-13456\_R2.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-6J8hUV-16180\_R1.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-6J8hUV-16180\_R2.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-9J8hUV-16181\_R1.fastq.gz  
 PAF1-RPB-20180926-PAF1-WT-9J8hUV-16181\_R2.fastq.gz  
 PAF1-RPB-20190220-PAF1-WT-9J8h-rep4-16660\_R1.fastq.gz  
 PAF1-RPB-20190220-PAF1-WT-9J8h-rep4-16660\_R2.fastq.gz  
 PAF1-RPB-20180424-PAF1-9J8hUV-U2OS-15539\_R1.fastq.gz  
 PAF1-RPB-20180424-PAF1-9J8hUV-U2OS-15539\_R2.fastq.gz  
 PAF1-RPB-20180424-PAF1-9J26hUV-U2OS-15540\_R1.fastq.gz  
 PAF1-RPB-20180424-PAF1-9J26hUV-U2OS-15540\_R2.fastq.gz  
 PAF1-RPB-20180926-PAF1-CSBKO-6J8h-spikein-16653\_R1.fastq.gz  
 PAF1-RPB-20180926-PAF1-CSBKO-6J8h-spikein-16653\_R2.fastq.gz  
 PAF1-RPB-20190220-PAF1-CSBKO-9J8h-rep1-16661\_R1.fastq.gz  
 PAF1-RPB-20190220-PAF1-CSBKO-9J8h-rep1-16661\_R2.fastq.gz  
 PAF1-RPB-20190220-PAF1-CSBKO-9J8h-rep2-16662\_R1.fastq.gz  
 PAF1-RPB-20190220-PAF1-CSBKO-9J8h-rep2-16662\_R2.fastq.gz  
 PAF1-RPB-20180926-PAF1-CSBKO-noUV-spikein-16652\_R1.fastq.gz  
 PAF1-RPB-20180926-PAF1-CSBKO-noUV-spikein-16652\_R2.fastq.gz  
 PAF1-KO-U2OS-13457\_R1.fastq.gz  
 PAF1-KO-U2OS-13457\_R2.fastq.gz

## ChIP-seq: antibody – RPB1; Bethyl (A304-405A)

PAF1-RPB-20180724-RPB1-WT-noUV-15772\_R1.fastq.gz  
 PAF1-RPB-20180724-RPB1-WT-noUV-15772\_R2.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-noUV-16182\_R1.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-noUV-16182\_R2.fastq.gz  
 PAF1-RPB-20180424-RPB1-noUV-U2OS-15541\_R1.fastq.gz  
 PAF1-RPB-20180424-RPB1-noUV-U2OS-15541\_R2.fastq.gz  
 PAF1-RPB-20180724-RPB1-WT-20J8h-15773\_R1.fastq.gz  
 PAF1-RPB-20180724-RPB1-WT-20J8h-15773\_R2.fastq.gz  
 PAF1-RPB-20180724-RPB1-WT-6J8h-15774\_R1.fastq.gz  
 PAF1-RPB-20180724-RPB1-WT-6J8h-15774\_R2.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-6J8hUV-16183\_R1.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-6J8hUV-16183\_R2.fastq.gz  
 PAF1-RPB-20180424-RPB1-6J8hUV-U2OS-15542\_R1.fastq.gz  
 PAF1-RPB-20180424-RPB1-6J8hUV-U2OS-15542\_R2.fastq.gz

PAF1-RPB-20180424-RPB1-6J26hUV-U2OS-15543\_R1.fastq.gz  
 PAF1-RPB-20180424-RPB1-6J26hUV-U2OS-15543\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-WT-6J26h-1-16489\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-WT-6J26h-1-16489\_R2.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-9J8hUV-16184\_R1.fastq.gz  
 PAF1-RPB-20180926-RPB1-WT-9J8hUV-16184\_R2.fastq.gz  
 PAF1-RPB-20180424-RPB1-9J8hUV-U2OS-15544\_R1.fastq.gz  
 PAF1-RPB-20180424-RPB1-9J8hUV-U2OS-15544\_R2.fastq.gz  
 PAF1-RPB-20180424-RPB1-9J26hUV-U2OS-15545\_R1.fastq.gz  
 PAF1-RPB-20180424-RPB1-9J26hUV-U2OS-15545\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-WT-9J26h-2-16490\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-WT-9J26h-2-16490\_R2.fastq.gz  
 PAF1-RPB-20180724-RPB1-CSB-KO-6J8h-15777\_R1.fastq.gz  
 PAF1-RPB-20180724-RPB1-CSB-KO-6J8h-15777\_R2.fastq.gz  
 PAF1-RPB-20180926-RPB1-CSB-KO-6J8hUV-16186\_R1.fastq.gz  
 PAF1-RPB-20180926-RPB1-CSB-KO-6J8hUV-16186\_R2.fastq.gz  
 PAF1-RPB-20180724-RPB1-CSB-KO-noUV-15775\_R1.fastq.gz  
 PAF1-RPB-20180724-RPB1-CSB-KO-noUV-15775\_R2.fastq.gz  
 PAF1-RPB-20180926-RPB1-CSB-KO-noUV-16185\_R1.fastq.gz  
 PAF1-RPB-20180926-RPB1-CSB-KO-noUV-16185\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-6J8h-4-16492\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-6J8h-4-16492\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-6J8h-rep2-16655\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-6J8h-rep2-16655\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-9J8h-5-16493\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-9J8h-5-16493\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-9J8h-rep2-16656\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-9J8h-rep2-16656\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-noUV-3-16491\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-OsTIRcontrol-noUV-3-16491\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-noUV-rep2-16654\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-OsTIR1control-noUV-rep2-16654\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-6J8h-7-16495\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-6J8h-7-16495\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-6J8h-rep2-16658\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-6J8h-rep2-16658\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-9J8h-8-16496\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-9J8h-8-16496\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-9J8h-rep2-16659\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-9J8h-rep2-16659\_R2.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-noUV-6-16494\_Combined\_R1.fastq.gz  
 PAF1-RPB-20190123-RPB1-PAFAID14-noUV-6-16494\_Combined\_R2.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-noUV-rep2-16657\_R1.fastq.gz  
 PAF1-RPB-20190220-RPB1-PAFAID14-noUV-rep2-16657\_R2.fastq.gz

ChIP-seq: antibody – ubH2B (K120) - Cell signaling (mAb#5546, D11)

CSB\_mock\_rep1\_1.fastq.gz  
 CSB\_mock\_rep1\_2.fastq.gz  
 CSB\_mock\_rep2\_1.fastq.gz  
 CSB\_mock\_rep2\_2.fastq.gz  
 CSB\_UV\_rep1\_1.fastq.gz  
 CSB\_UV\_rep1\_2.fastq.gz  
 CSB\_UV\_rep2\_1.fastq.gz  
 CSB\_UV\_rep2\_2.fastq.gz  
 WT\_mock\_rep1\_1.fastq.gz  
 WT\_mock\_rep1\_2.fastq.gz  
 WT\_mock\_rep2\_1.fastq.gz  
 WT\_mock\_rep2\_2.fastq.gz  
 WT\_UV\_rep1\_1.fastq.gz  
 WT\_UV\_rep1\_2.fastq.gz  
 WT\_UV\_rep2\_1.fastq.gz  
 WT\_UV\_rep2\_2.fastq.gz

BrU-seq:

TIR1\_noUV\_1 – 138119\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_3hUV\_1 – 138120\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_8hUV\_1 – 138121\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_24hUV\_1 – 138122\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_noUV\_2 – 140500\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_3hUV\_2 – 140501\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_8hUV\_2 – 140502\_trimmed\_S\_R1\_001.fastq.gz  
 TIR1\_24hUV\_2 – 140503\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_noUV\_1 – 138123\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_3hUV\_1 – 138124\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_8hUV\_1 – 138125\_trimmed\_S\_R1\_001.fastq.gz

PAFAID\_24hUV\_1 – 138126\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_noUV\_2 – 140504\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_3hUV\_2 – 140505\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_8hUV\_2 – 140506\_trimmed\_S\_R1\_001.fastq.gz  
 PAFAID\_24hUV\_2 – 140507\_trimmed\_S\_R1\_001.fastq.gz

Processed data (additional data will be made available upon request)

ChIP-seq:  
 averages\_Normalized\_750TSS3000\_Top3000.txt  
 RNAPII\_TravelingRatio\_Top3000.txt  
 UbH2B\_Distribution\_Above100kbGenes\_averages.xlsx

BrU-seq:  
 BrUseq\_Average.xlsx

Genome browser session  
 (e.g. [UCSC](#))

ChIP-seq and BrU-seq example tracks have been generated from Bedgraph/BigWig files using IGV (Version 2.4.3) and not using a UCSC genome browser session

## Methodology

### Replicates

ChIP-seq data in undamaged cells were compared to published datasets to confirm reliability of our ChIP-seq approach. In addition, ChIP-seq was performed at different UV doses to confirm reproducibility at varying damage loads and at different time-points after UV. The number of replicates are indicated in Supplemental Table 6 and related figure legends.

### Sequencing depth

All ChIP-seq samples were sequenced in paired-end with 42nt or 151nt sequencing reads. All BrU-seq samples were sequenced in paired-end (although used single-end) with 151nt sequencing reads. Details on sequencing depth and uniquely mapped high quality reads are described in Supplemental Table 6 and added below.

#### ChIP-seq

PAF1 WT mock (n=3)

data\_PAF1\_Total Total: 41,414,021 Unique >q30: 33,493,159  
 data\_PAF1\_2\_Total Total: 28,124,737 Unique >q30: 19,323,082  
 data\_PAF1\_3\_Total Total: 22,806,181 Unique >q30: 17,767,146

PAF1 WT 6J8h (n=1)

data\_PAF16J\_Total Total: 21,122,168 Unique >q30: 15,082,669

PAF1 WT 9J8h (n=3)

data\_PAF19J\_Total Total: 5,081,473 Unique >q30: 3,359,766  
 data\_PAF19J\_2\_Total Total: 31,269,025 Unique >q30: 21,181,598  
 data\_PAF19J\_4\_Total Total: 16,581,452 Unique >q30: 12,841,951

PAF1 WT 9J26h (n=1)

data\_PAF19J26\_1\_Total Total: 8,952,506 Unique >q30: 7,154,038

PAF1 CSB-KO 6J8h (n=1)

data\_PAF1CSBKO\_6J\_2\_Total Total: 18,172,814 Unique >q30: 14,503,974

PAF1 CSB-KO 9J8h (n=2)

data\_PAF1CSBKO\_9J\_1\_Total Total: 15,780,450 Unique >q30: 11,608,395  
 data\_PAF1CSBKO\_9J\_2\_Total Total: 17,683,210 Unique >q30: 13,503,020

PAF1 CSB-KO mock (n=2)

data\_PAF1CSBKO\_UVneg\_1\_Total Total: 36,097,216 Unique >q30: 27,403,853  
 data\_PAF1CSBKO\_UVneg\_3\_Total Total: 26,719,666 Unique >q30: 18,976,576

RPB1 WT mock (n=3)

data\_RNAPII\_Total Total: 41,395,370 Unique >q30: 33,433,766  
 data\_RNAPII\_2\_Total Total: 31,770,432 Unique >q30: 23,849,268  
 data\_RNAPII\_3\_Total Total: 35,355,782 Unique >q30: 27,176,383

RPB1 WT 6J8h (n=3)

data\_RNAPII6J\_Total Total: 44,551,507 Unique >q30: 36,205,677  
 data\_RNAPII6J\_2\_Total Total: 39,096,246 Unique >q30: 28,920,544  
 data\_RNAPII6J\_3\_Total Total: 32,543,776 Unique >q30: 20,662,551

RPB1 WT 9J8h (n=2)

data\_RNAPII9J\_Total Total: 11,688,852 Unique >q30: 8,792,714  
 data\_RNAPII9J\_2\_Total Total: 28,144,751 Unique >q30: 17,504,545

RPB1 WT 20J8h (n=1)

data\_RNAPII20J\_1\_Total Total: 24,148,823 Unique >q30: 16,276,244

RPB1 WT 6J26h (n=2)

data\_RNAPII6J26h\_1\_Total Total: 9,742,407 Unique >q30: 7,786,496  
 data\_RNAPII6J26h\_2\_Total Total: 24,798,918 Unique >q30: 20,104,022

RPB1 WT 9J26h (n=2)

data\_RNAPII9J26h\_1\_Total Total: 42,198,702 Unique >q30: 34,648,355  
 data\_RNAPII9J26h\_2\_Total Total: 19,935,049 Unique >q30: 15,732,660

RPB1 CSB-KO mock (n=2)

data\_RNAPIICSBKO\_UVneg\_1\_Total Total: 38,725,120 Unique >q30: 30,045,175  
 data\_RNAPIICSBKO\_UVneg\_2\_Total Total: 22,758,682 Unique >q30: 16,994,571

RPB1 CSB-KO 6J8h (n=2)

data\_RNAPIICSBKO\_6J\_1\_Total Total: 42,020,519 Unique >q30: 27,716,826  
 data\_RNAPIICSBKO\_6J\_2\_Total Total: 21,486,820 Unique >q30: 15,617,139

RPB1 OsTIR control mock (n=2)

data\_TIR1\_UVneg\_1Combi\_Total Total: 39,632,412 Unique >q30: 27,383,117  
 data\_TIR1\_UVneg\_2\_Total Total: 23,482,185 Unique >q30: 18,735,016

RPB1 OsTIR control 6J8h (n=2)

data\_TIR1\_6J\_1Combi\_Total Total: 49,035,212 Unique >q30: 37,911,176  
 data\_TIR1\_6J\_2\_Total Total: 19,375,328 Unique >q30: 15,549,197

RPB1 OsTIR control 9J8h (n=2)

data\_TIR1\_9J\_1Combi\_Total Total: 41,773,346 Unique >q30: 32,468,368  
 data\_TIR1\_9J\_2\_Total Total: 19,515,592 Unique >q30: 15,737,017

RPB1 PAF-AID mock (n=2)

data\_PAF-AID\_UVneg\_1Combi\_Total Total: 42,175,039 Unique >q30: 34,318,819  
 data\_PAF-AID\_UVneg\_2\_Total Total: 23,690,651 Unique >q30: 19,392,119

RPB1 PAF-AID 6J8h (n=2)

data\_PAF-AID\_6J\_1Combi\_Total Total: 44,443,967 Unique >q30: 32,486,706  
 data\_PAF-AID\_6J\_2\_Total Total: 18,520,546 Unique >q30: 14,744,881

RPB1 PAF-AID 9J8h (n=2)

data\_PAF-AID\_9J\_1Combi\_Total Total: 46,529,348 Unique >q30: 37,514,783  
 data\_PAF-AID\_9J\_2\_Total Total: 19,723,345 Unique >q30: 15,912,500

Ubi-H2B WT mock (n=2)

WT\_mock\_rep1 Total: 56,520,876 Unique >q30: 43,563,596  
 WT\_mock\_rep2 Total: 48,131,781 Unique >q30: 38,434,193

Ubi-H2B WT 9J8h (n=2)

WT\_9J8h\_rep1 Total: 50,120,670 Unique >q30: 35,016,326  
 WT\_9J8h\_rep2 Total: 47,986,136 Unique >q30: 34,399,596

Ubi-H2B CSBKO mock (n=2)

CSBKO\_mock\_rep1 Total: 42,558,206 Unique >q30: 31,764,080  
 CSBKO\_mock\_rep2 Total: 50,593,317 Unique >q30: 39,024,693

Ubi-H2B CSBKO 9J8h (n=2)

CSBKO\_9J8h\_rep1 Total: 36,851,570 Unique >q30: 25,355,647  
 CSBKO\_9J8h\_rep2 Total: 45,534,650 Unique >q30: 32,485,336

Input WT mock (n=2)

data\_Input5\_Total (WT noUV) Total: 23,152,371 Unique >q30: 18,929,239  
 data\_Input6\_Total (WT noUV) Total: 20,675,045 Unique >q30: 17,724,531

Input WT 6J8h (n=1)

data\_Input3\_Total (WT 6J8h) Total: 27,693,886 Unique >q30: 22,498,969

Input WT 9J8h (n=1)

data\_Input4\_Total (WT 9J8h) Total: 36,916,556 Unique >q30: 28,527,842

Input CSB-KO mock (n=1)

data\_Input2\_Total (CSB-KO noUV) Total: 32,313,258 Unique >q30: 26,400,050

Input CSB-KO 6J8h (n=1)

data\_Input\_Total (CSB-KO 6J8h) Total: 28,124,309 Unique >q30: 23,271,565

Input CSB-KO 9J8h (n=1)

CSBKO\_9J8h\_INPUT Total: 44,243,247 Unique >q30: 24,750,537

Input OsTIR1 control mock (n=2)  
 data\_InputOsTIR3\_Total (noUV) Total: 7,506,674 Unique >q30: 6,505,113  
 data\_InputOsTIR6\_Total (noUV) Total: 7,570,446 Unique >q30: 6,567,021

Input OsTIR1 control 6J8h (n=2)  
 data\_InputOsTIR\_Total (6J8h) Total: 6,439,103 Unique >q30: 5,608,462  
 data\_InputOsTIR4\_Total (6J8h) Total: 8,123,984 Unique >q30: 7,064,064

Input OsTIR1 control 9J8h (n=2)  
 data\_InputOsTIR2\_Total (9J8h) Total: 8,992,522 Unique >q30: 7,812,337  
 data\_InputOsTIR5\_Total (9J8h) Total: 6,910,620 Unique >q30: 6,003,073

BrU-seq

OsTIR1 mock (n=2)  
 TIR1\_noUV\_1 Total: 58,436,239 Unique >q30: 49,348,304  
 TIR1\_noUV\_2 Total: 66,796,505 Unique >q30: 56,095,389

OsTIR1 7J3h (n=2)  
 TIR1\_3hUV\_1 Total: 41,275,504 Unique >q30: 33,724,870  
 TIR1\_3hUV\_2 Total: 65,786,084 Unique >q30: 49,872,648

OsTIR1 7J8h (n=2)  
 TIR1\_8hUV\_1 Total: 50,255,096 Unique >q30: 42,518,104  
 TIR1\_8hUV\_2 Total: 57,784,478 Unique >q30: 47,499,863

OsTIR1 7J24h (n=2)  
 TIR1\_24hUV\_1 Total: 50,776,111 Unique >q30: 43,063,682  
 TIR1\_24hUV\_2 Total: 88,533,628 Unique >q30: 73,845,426

PAF-AID mock (n=2)  
 PAF\_AID\_noUV\_1 Total: 40,177,346 Unique >q30: 29,454,444  
 PAF\_AID\_noUV\_2 Total: 62,185,224 Unique >q30: 52,147,461

PAF-AID 7J3h (n=2)  
 PAF\_AID\_3hUV\_1 Total: 47,350,367 Unique >q30: 35,015,351  
 PAF\_AID\_3hUV\_2 Total: 58,910,610 Unique >q30: 43,061,294

PAF-AID 7J8h (n=2)  
 PAF\_AID\_8hUV\_1 Total: 51,961,205 Unique >q30: 39,091,954  
 PAF\_AID\_8hUV\_2 Total: 91,331,577 Unique >q30: 68,914,439

PAF-AID 7J24h (n=2)  
 PAF\_AID\_24hUV\_1 Total: 46,432,487 Unique >q30: 23,803,165  
 PAF\_AID\_24hUV\_2 Total: 113,928,601 Unique >q30: 88,962,601

## Antibodies

RPB1-total (Rabbit) - Bethyl (A304-405A); RRID:AB\_2620600; Lot#1  
 PAF1 (Rabbit) - Bethyl (A300-172A); RRID:AB\_309394; Lot#2  
 ubH2B (K120) (Rabbit) - Cell signaling (mAb#5546, D11); RRID:AB\_10693452  
 For all antibodies we used 3µg antibody per ChIP-seq experiment

## Peak calling parameters

Peak calling was performed using the freely available MACS2 software with PAF1 ChIP-seq data in wild-type undamaged cells or UV-irradiated cell relative to a matched UV-negative or UV-treated input sample.

## Data quality

Data quality for individual replicates was confirmed by FastQC checking ead quality, level of duplications, GC-content, k-mer content and adapter contamination. Duplicate ChIP-seq reads or reads with a quality <30 were subsequently removed using Samtools with the "fixmate -m" and "markup -r" tools.  
 BrU-seq reads were pre-filtered by alignment to the human ribosomal repeating subunit (GenBank U13369.1) and human mitochondrial genome (chrM) from the hg38 reference genome using bowtie2 (Version 2.3.3.1). The remaining reads were mapped to the hg38 reference genome using STAR (Version 2.7.0f).  
 Quality of obtained results were further validated by performing replicate experiments and experiments with different UV-C doses, and by testing the reversal of phenotypes over time.

## Software

FastQC (Version 0.11.2), BWA (Version 0.7.16a), IGV (Version 2.4.3), MACS2 (Version 2.1), Samtools (Version 1.6), HOMER (Version 4.8.2), R (Version 3.5.3) and Rstudio (Version 1.1.423).

How the deposited data were processed for this re-analysis (not part of the article)

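ChIP-seq of PAF1 and RNAPII in U2OS cells was analysed, in 42 libraries from wild-type, CSB-KO, TIR1 and PAF1-AID cells. They came from unirradiated cells (mock) and from cells taken 8 h or 26 h after 6, 9 or 20 J/m2 of UV-C light, named by dose and time (6J8h, 9J8h, 20J8h, 6J26h and 9J26h). PAF1 was mapped in 8 wild-type and 5 CSB-KO libraries, and RNAPII in 13 wild-type, 4 CSB-KO, 6 TIR1 and 6 PAF1-AID libraries. The input libraries, the Ub-H2B libraries and the BrU-seq libraries were not analysed here.

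The authors aligned the reads to Hg38 with bwa-mem, removed low-quality reads and duplicates, and computed read densities with HOMER. They subtracted input densities, set negative values to 0, and kept replicates apart. The signal values are profiles of mean read density over 3000 genes in steps of 10 bp from -740 to 3000 bp around the TSS, which the authors divided by the area under each library's own curve. It was checked that the 375 positions of every deposited profile sum to 1.0, so total binding cannot be compared between libraries. The traveling ratio values, 1 for each of 3000 genes and 42 libraries, are gene body over promoter-proximal read density, which the authors divided per gene by a reference made from unirradiated libraries. For RNAPII in each cell line, and for PAF1 in wild-type cells, it was checked that the unirradiated libraries of the group average 1 in every gene. For PAF1 in CSB-KO cells, the deposited ratio has a reference that is not the mean of the 2 unirradiated libraries listed. The table numbers the genes without naming them.

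The PAF1 columns of the table of ratios were compared with the profiles. Over the 8 wild-type PAF1 libraries, the median log2 ratio of the table and the log2 ratio of the profile differed by 0.0442 on average in the windows that the paper gives for RNAPII (250 to 3000 bp over -750 to 250 bp), and by 0.189 in those that it gives for PAF1 (TSS to 1000 bp over -750 bp to the TSS). Over the 5 CSB-KO PAF1 libraries, these differences were 0.340 and 0.509 with the values as listed in the table, and 0.00939 and 0.164 after the values were divided by the mean of the 2 listed unirradiated libraries. The PAF1 columns were therefore read as ratios in the RNAPII windows. For the 29 RNAPII libraries, the differences were 0.0949 and 0.282.

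Depth was taken from the Reporting Summary. The libraries held 3359766 to 37911176 unique reads, with a median of 19149829. The table gives ratios without counts, so no interval was computed for a single ratio. Ratios with a promoter-proximal density near 0 are unstable, and 54 infinite and 20 missing values of the 126000 were left out, while 64 finite values above 1e+06 were kept unless said otherwise. Precision was taken from the spread between libraries, which are the replicates.

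For each library, the percent of genes with a normalized traveling ratio above 1.0 and the median log2 ratio were computed. On each profile, the mean over the downstream window was divided by that over the upstream window. Groups are given as mean and SD. Pairs of groups were compared by exact two-sided permutation tests on log2 values, and trends over mock, 6J8h and 9J8h by an exact two-sided permutation test of the Jonckheere statistic. Differences between cell lines were tested by permuting the cell line within each dose, or for PAF1 profiles the genotype within unirradiated and within irradiated libraries. The p-values of the 17 comparisons of traveling ratios and of the 16 comparisons of profiles were adjusted by the Benjamini-Hochberg method within each of these sets. With 2 or 3 libraries in each group, an exact permutation test of 2 groups cannot reach p = 0.05.

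Single genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes without trend or robust) on log2 ratios without a pseudocount, with a Benjamini-Hochberg adjusted p under 0.05. Groups with at least 2 libraries entered 1 of 2 fits, which were wild-type with CSB-KO (2981 genes) and TIR1 with PAF1-AID (2986 genes). The genes had a finite ratio above 0 in every library of the fit. The 9J8h contrast of each fit was tested on simulated data with 200 changed genes, made from the spread of the 2967 and 2983 genes left without ratios above 1e+06 or under 1e-06, which is fewer genes than in the fits themselves. At a log2 change of 1, they called 1 and 0 of the 200 genes, and at a log2 change of 2 they called 156 and 141, with 5 and 6 unchanged genes called beside them. Without any changed gene, they called 0. Changes of a log2 of 1 or less are thus mostly missed by these counts unless many genes change together.

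Genes to be named were fixed by a rule written before the data were examined: the genes that the paper names for ChIP-seq, where the table lists them by name, and otherwise at most 2 genes that rose and 2 that fell most in 9J8h wild-type cells, among those past the threshold whose 9J8h libraries lie beyond all unirradiated ones. Only the second part applied. Of the genes past the threshold, 1073 rose and 35 fell beyond all unirradiated libraries.

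The replicate numbers of TIR1 and PAF1-AID libraries go with the experiment, because the Reporting Summary lists combined read files for replicate 1 of every group and separate ones for replicate 2. Pairing was checked by correlating, across genes, the deviations of the replicates from their group mean between groups. Of 15 pairs of TIR1 and PAF1-AID groups, 2 had a Spearman rho above 0.1, and the range was 0.02 to 0.11. For wild-type and CSB-KO cells, the numbers are those of the labels, and the range over 21 pairs was -0.18 to 0.20. The replicate number was not a term of the limma fits and was tried as an alternative.

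The alternatives set before the data were examined were another reference for the ratio (median or geometric mean of the unirradiated libraries, or the unirradiated library of the same replicate number), a threshold of 1.1, genes with a finite ratio above 0 in every RNAPII library, pseudocounts of 0.01 and 0.1, centring of each library on its median, a fit of only the groups compared, the replicate number as a block, genes between the 5th and 95th percentile of the mean log2 ratio, eBayes with trend and robust, other windows (downstream to 500 bp, body to 2000 bp), subtraction of the lowest value of each profile, scaling to 100% at the TSS, and each library left out in turn. Chosen after the data were seen were the set of genes with a PAF1 ratio above 1 in all irradiated wild-type libraries and its alternatives, the removal of ratios above 1e+06 or under 1e-06 from the limma fits, and the windows of 250 to 1000 bp and 2000 to 3000 bp. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 was used for all other computations and the figures.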

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

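The tests of sequencing depth and the comparison of unirradiated PAF1-AID with irradiated TIR1 cells were chosen only after the result was seen, and the depth test of the 20J8h library replaced an earlier one.

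RNAPII moved more in CSB-KO than in wild-type cells on the normalized traveling ratio, which the paper does not report for CSB-KO cells. At 6J8h, 87.9% of genes lay above 1 in CSB-KO cells, and the change from mock differed from that in wild-type cells in 1156 genes in limma, higher in CSB-KO cells in 1136 and lower in 20. After each library was centred on its median, the difference was past the threshold in 154 genes, 62 higher and 92 lower, so much of the count goes with a shift common to all genes. The tables argue against a flat background along the profile: with the lowest value of each profile subtracted, the log2 change in body to promoter ratio was still at least 1.03 in the CSB-KO libraries, against 0.38 to 0.43 in the wild-type ones. They argue against sequencing depth only for the deeper CSB-KO 6J8h library, which had 27716826 reads and a median log2 ratio of 1.51. The 3 wild-type mock and 6J8h libraries with no more reads had at most 0.21, although mock medians lie near 0 by normalization. The other CSB-KO 6J8h library, at 1.42, had 15617139 reads, fewer than any of the 3, so depth stays open for it. Also open is that a ratio rises equally when signal near the TSS is lost and when signal in the body is gained. The authors' normalization to the area and to mock does not separate them. The paper reports reduced RNAPII binding in CSB-KO cells after UV, and a loss near the TSS may give the same ratio as a release. Neither this nor a clonal difference between the cell lines was tested.

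The change of the traveling ratio differed between PAF1-AID and TIR1 cells in 257 genes at 9J8h, higher in PAF1-AID cells in 33 and lower in 224, and in 59 genes at 6J8h, higher in 23 and lower in 36. After centring, 87 genes (45 higher, 42 lower) and 57 genes (29 higher, 28 lower) were past the threshold, where centring evens out higher and lower genes by construction. The lines already differed before irradiation. The lowest body to promoter ratio of unirradiated PAF1-AID cells, 0.918, lay above the highest of the 4 irradiated TIR1 libraries, 0.497. A flat background does not account for that starting point, since the ratio of unirradiated PAF1-AID cells was at least 0.823 with the lowest value of each profile subtracted, against 0.137 to 0.154 in TIR1 cells. A response that needs PAF1, and a ratio that could hardly rise further from its start, cannot be told apart, because every PAF1-AID library has this high starting ratio. The ratio also fell in PAF1-AID cells, from 0.918 and 0.930 in the unirradiated libraries to between 0.807 and 0.896 in the 4 irradiated ones, and a limit to a further rise does not explain a fall. The paper's own explanation is the first. PAF1 depletion and cell line go together in this design, and a clonal difference was not tested. The paper reports that the RNAPII profiles of its PAF1-depleted cells closely resembled published ones from mouse cells (Supplementary Fig. 7a, b), which were not analysed here.

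At 26 h after 9 J/m2, 78.0% of genes in wild-type cells lay above 1, which the paper does not report for the traveling ratio, and 431 genes were changed in limma. Of the genes higher at 9J26h, 286 were also higher at 9J8h. Both contrasts share their unirradiated libraries and no count expected without change was computed, so nothing is concluded from this overlap. With 1 unirradiated library left out, 86 to 221 genes were changed, the lowest number without replicate 3. The tables argue against depth only for the deeper 9J26h library, which had 34648355 reads and a median log2 ratio of 0.40. The 5 wild-type mock and 6J8h libraries with no more reads had at most 0.21, although mock medians lie near 0 by normalization. The other 9J26h library, at 0.84, had 15732660 reads, fewer than any of the 5, so depth stays open for it. A flat background stays open as well. With the lowest value of each profile subtracted, the body to promoter ratio of the 9J26h libraries was 0.114 and 0.127, against 0.0974 to 0.117 in unirradiated cells, so that 1 library lay inside this range and 1 above it. A background that raises the far end of the profile and RNAPII that has moved farther into genes cannot be told apart with these 2 libraries.

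The single library at 8 h after 20 J/m2, a dose that the paper does not discuss for RNAPII, had 83.5% of genes above 1 and a median log2 ratio of 1.39. There is no replicate. The depth test first used for the other groups found no wild-type mock or 6J8h library with fewer reads, so all wild-type libraries were used in its place. The 3 with fewer reads, all irradiated, had a median log2 ratio of 0.06 to 0.84. The 20J8h library has the highest median of all wild-type libraries, so no choice among them could lie above it. This comparison thus cannot exclude depth. With the lowest value of the profile subtracted, its body to promoter ratio of 0.224 lay above those of the 9J8h libraries, 0.174 to 0.179, which argues against a flat background. A stronger response at a higher dose is a candidate explanation that 1 library does not test.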

How the results depend on the processing

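Of 197 alternatives to 34 results, apart from those that left out a library, 160 left the direction and the side of the threshold as they were (or the value within the spread or within 1.5 times the count). Among the others, 18 were weaker, 1 stronger, 3 moved and 15 reversed. Of these 15, 7 are changes in the balance of higher and lower genes after centring, which evens out that balance by construction, so they are no evidence of a reversal, and 8 came from other alternatives. With a library left out, 46 values had a test, of which 45 were unchanged in this sense and 1 reversed. Another 58 had no test and were compared only in direction and with the spread between replicates, by which 49 were unchanged, 6 moved and 3 reversed. Of 37 counts of genes, 25 stayed within 1.5 times and 12 were weaker. Exact tests of 2 or 3 libraries against 2 or 3 cannot pass 0.05, so for those results only the direction could change. Unless said otherwise, the cause was not tested.

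Centring each library on its median removes the shift common to all genes by construction. In wild-type cells, the count went from 1114 to 364 at 9J8h (170 higher, 194 lower), from 431 to 38 at 9J26h (14 higher, 24 lower) and from 7 to 3 at 6J26h, and the 168 genes at 6J8h (132 higher, 36 lower) became 151 (79 higher, 72 lower). CSB-KO 6J8h went from 2000 to 699 (321 higher, 378 lower), and the difference between CSB-KO and wild-type cells from 1156 to 154 (62 higher, 92 lower). TIR1 9J8h went from 430 to 138 (80 higher, 58 lower), and TIR1 6J8h from 17 (13 higher, 4 lower) to 20 (11 higher, 9 lower). PAF1-AID 9J8h went from 99 to 97 (52 higher, 45 lower), and PAF1-AID 6J8h had 133 with and without centring. The difference between PAF1-AID and TIR1 cells went from 257 to 87 at 9J8h (45 higher, 42 lower) and from 59 to 57 at 6J8h (29 higher, 28 lower). Centring thus lowered the counts of wild-type and TIR1 cells at 9J8h, of wild-type cells at 26 h and of CSB-KO cells, and the differences at 6J8h between CSB-KO and wild-type cells and at 9J8h between PAF1-AID and TIR1 cells, by more than 1.5 times, and left the other counts within 1.5 times.

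With only the 2 groups compared in the fit, which estimates the spread from fewer libraries, no gene passed at 9J26h in wild-type cells (957 at an unadjusted p under 0.05) and 2 passed at 6J26h. TIR1 cells had 66 genes at 9J8h and 59 at 6J8h, and PAF1-AID cells 6 at 9J8h and 0 at 6J8h (570 at an unadjusted p under 0.05). Between the 5th and 95th percentile of the mean log2 ratio, where fewer genes were tested, 65 genes passed in wild-type cells at 6J8h and 0 at 6J26h (276 at an unadjusted p under 0.05), 6 in TIR1 cells at 6J8h, 27 in PAF1-AID cells at 6J8h and 13 at 9J8h, of which 7 were higher. With trend and robust estimation in eBayes, 2 genes passed at 6J26h and 52 in PAF1-AID cells at 9J8h. With a pseudocount of 0.1, PAF1-AID cells at 9J8h had 76 genes, 45 higher and 31 lower. The direction of the genes changed in PAF1-AID cells at 9J8h thus depends on the processing.

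With the replicate block, 26 of 30 values were unchanged, 1 was weaker (4 genes at 6J26h), 2 moved (79.7% of genes above 1 in wild-type 9J8h and 88.7% in CSB-KO 6J8h cells) and 1 reversed (50.9% in PAF1-AID 6J8h cells, against 49.2%). The paired shares of TIR1 9J8h cells, 71.5%, stayed within the spread. The replicate numbers of wild-type and CSB-KO libraries were checked across genes between 21 pairs of groups. The deviations of equal numbers correlated with a Spearman rho above 0.1 in 5 pairs and under -0.1 in 2, so these numbers are not shown to pair the libraries. No block was fitted for PAF1 in CSB-KO cells, where only replicate 1 is in both the unirradiated and the 9J8h group. With the geometric mean as the reference, the share of PAF1-AID 6J8h cells was 50.4%. Counting only 9J8h, 1809 genes lay above 1 in all TIR1 libraries, against 1018 in both doses, since fewer libraries are required.

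Scaled to 100% at the TSS, the mean of the RNAPII profile downstream changed by a log2 of 0.54 in wild-type cells (exact permutation test of the trend, p = 0.0607) and changed by -0.24 in PAF1-AID cells (p = 0.178). The maximum on that scale changed by 0.0374 in wild-type cells, by -0.0741 in PAF1-AID cells, by -0.15 in TIR1 cells and by -0.11 in CSB-KO 6J8h cells, so in the last 2 groups the direction reversed for the maximum, while the mean downstream changed by 0.49 in TIR1 cells (exact permutation test of the trend, p = 0.0222) and by 1.30 in CSB-KO 6J8h cells. For PAF1 in CSB-KO 9J8h cells, the mean downstream changed by -0.00581 on that scale, against a log2 rise of 0.14 in the ratio. With the lowest value of each profile subtracted first, the body to promoter ratio at 6J26h changed by -0.0152 on the log2 scale, against 0.15.

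With each library left out in turn, the share of genes above 1 ran from 69.5% to 73.0% in TIR1 9J8h cells, from 87.6% to 88.9% in CSB-KO 6J8h cells and from 48.8% to 50.9% in PAF1-AID 6J8h cells, where leaving out either unirradiated library (50.9% and 50.8%) changed its side of 50%. The genes changed in wild-type cells numbered 37 to 109 at 6J8h, 3 to 4 at 6J26h and 86 to 221 at 9J26h, fewer than with all libraries in each fit, with the lowest 6J8h count without 6J8h replicate 1 and the lowest 9J26h count without unirradiated replicate 3. The log2 difference of the RNAPII body to promoter ratio from mock ran from 0.25 to 0.58 at 9J26h and from 0.04 to 0.26 at 6J26h. The difference of the PAF1 rise between CSB-KO and wild-type cells ran from -0.0891 (without CSB-KO mock replicate 3) to 0.00483 (without CSB-KO mock replicate 1) on the log2 scale. It also changed its sign without wild-type mock replicate 1 (0.00441). Leaving out a library of a group with 2 leaves 1, so no limma count was made there, which covers all TIR1, PAF1-AID and CSB-KO libraries and the wild-type 9J8h, 6J26h and 9J26h libraries. With ratios above 1e+06 or under 1e-06 removed, an alternative chosen after the data were seen, all 12 limma counts stayed within 1.5 times.

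Depth may limit the PAF1 ratios of single genes. The 9J8h replicate 1 of wild-type cells has 3359766 unique reads, the fewest of the 42 libraries, and 26 genes with an infinite ratio. In its profile, the downstream to upstream ratio was 1.319, against 1.335 and 1.322 in the other 9J8h replicates. Without it, the log2 difference from mock was 0.218, against 0.215, so the profile result did not rest on this library. On simulated data, for the 9J8h contrasts, the limma fits called 1 and 0 of 200 genes with a log2 change of 1, and 156 and 141 of 200 genes with a log2 change of 2. Low counts therefore do not show that few genes changed by a log2 of 1 or less.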

Differences from the paper's values

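The percentages of genes above 1 and the number of genes shifted in all TIR1 libraries lay within the limits set for a difference from the paper's values.

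The paper states that the shift of RNAPII was not detected at 26 h. In the deposited profiles, the body to promoter ratio of 9J26h cells was higher than in unirradiated cells by a log2 of 0.41 (exact permutation test, p = 0.1, the smallest p possible), and 78.0% of genes had a normalized traveling ratio above 1. With the lowest value of each profile subtracted first, the log2 difference was 0.13 (exact permutation test, p = 0.6). At 6J26h, the log2 difference was 0.15 (exact permutation test, p = 0.4). From the TSS to 2000 bp downstream, the profile had a mean of 2.97 in 9J26h cells, 2.93 in unirradiated cells and 3.17 in 9J8h cells (in units of 1/1000 of the area). Between 250 and 1000 bp downstream of the TSS, in a window chosen after the data were seen, the mean was 2.70 in 9J26h cells and 2.61 in unirradiated cells. The values of both windows lie nearer to unirradiated than to 9J8h cells, which goes with the paper's statement.

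The paper states that PAF1 was no longer shifted at 26 h. In the single 9J26h library, the downstream to upstream ratio of the PAF1 profile was 1.27, above all 3 unirradiated libraries, the highest of which had 1.204. It lay below the 1.33 of 9J8h cells. With the lowest value of each profile subtracted first, it was 1.94, above the 1.55 to 1.81 of the 9J8h libraries. Its place relative to 9J8h cells thus depended on this choice.

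The paper states that PAF1 repositioning over all 3000 genes was weaker in CSB-KO than in wild-type cells. The log2 rise of the downstream to upstream ratio was smaller in CSB-KO cells, with a difference of -0.04 (exact permutation test, p = 0.631), which is within the spread between libraries. With profiles scaled to 100% at the TSS, the difference was -0.37 for the mean downstream (exact permutation test, p = 0.197) and -0.21 for the maximum (p = 0.0743).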

Other observations

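The comparison of replicates with other cell lines, the ranges of the excess over other genes per library, the test of the spread pooled over all libraries, the use of the listed unirradiated libraries as the CSB-KO reference and the set of genes with a higher PAF1 ratio in all wild-type libraries were chosen only after the result was seen.

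Gene by gene, the UV-induced changes of the RNAPII traveling ratio in wild-type cells were hardly related to those in TIR1 cells, although both lines shift as a whole. Across genes, which are not independent replicates, the Spearman rho between single libraries of the lines, each against its own unirradiated library, was at most 0.17. Noise of single libraries does not explain this, since replicates of one group had a rho of at least 0.44. Noise from an input library that replicates may share is not excluded by that value. A misalignment of genes between the columns of the table was tested by correlating the spread of each gene between the lines. The spread between unirradiated replicates had a rho of 0.0702, under the 0.1 that had been set, so this first test taken alone goes with a misalignment. Because of that outcome, a second test with more libraries was added. The spread within groups pooled over all libraries had a rho of 0.28, above the highest of 1000 shuffles of the genes, 0.05, which a misalignment does not give. Between TIR1 and PAF1-AID cells the rho of the changes was -0.03 to 0.03, between wild-type and PAF1-AID cells -0.08 to 0.04, and between wild-type and CSB-KO cells 0.10 to 0.29. Differences between clones, treatments or days may make the gene-by-gene changes of each line reproducible within it and unlike those of another, and none of these was tested.

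In the 471 genes with a higher PAF1 ratio in all irradiated wild-type libraries, fewer were higher in all irradiated CSB-KO libraries. The choice of the genes on wild-type libraries may explain part of this. When the genes were chosen on 3 irradiated and 2 unirradiated wild-type libraries and read in the left-out irradiated against the left-out unirradiated library, 68.8% of them were higher, against 61.3% in CSB-KO libraries against single unirradiated ones. The wild-type value was higher for 3 of the 4 left-out libraries and in 9 of 12 combinations. The share ran from 59.4% to 78.3% over the left-out wild-type libraries. The excess over the other genes of the same library was 21.9 percentage points in wild-type and 16.2 points in CSB-KO cells and was higher in wild-type cells in all 12 combinations, which share libraries. Averaged over unirradiated libraries, it was 19.8 to 24.1 points in the 4 wild-type libraries. In the 3 CSB-KO libraries it was 15.1 to 17.7 points. Over the 12 combinations, it ran from 16.5 to 28.2 points in the left-out wild-type library. In CSB-KO cells, averaged over libraries, it ran from 13.8 to 19.7 points, so these ranges overlapped. The excess thus goes with a smaller response in CSB-KO cells beside the effect of the choice. On the share, the measure set first, a smaller response and the choice of the genes cannot be told apart, because 1 of the 4 left-out wild-type libraries lay below CSB-KO cells. The reference adds to this: with the mean of the 2 listed unirradiated CSB-KO libraries, 261 rather than 323 genes failed in at least 1 CSB-KO library, so the number depends on a reference that the table does not name. The set did not carry over to TIR1 cells, where the share of genes with a higher RNAPII ratio differed from that of the other genes by -1.61 to 0.570 percentage points in 4 irradiated libraries.

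The 168 genes changed in wild-type cells at 6J8h were set against other splits of the 3 unirradiated and 3 irradiated libraries. Only the real split of the 10 gave as many genes (1 of 10), and the others gave 0, but 10 splits cannot give a share under 0.1. Ratios from densities near 0 do not explain the count, which was 177 with values above 1e+06 or under 1e-06 left out. With 1 library left out, the count was 37 (without 6J8h replicate 1) to 109.

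Changes at 9J8h and 9J26h in wild-type cells had a Spearman rho across genes of 0.49, against 0.38 for simulated groups without change that share the unirradiated libraries. In TIR1 cells, the changes at 6J8h and 9J8h had a rho of 0.44, against 0.48 for such groups. The simulation gave every gene and library the same spread. In TIR1 cells, the interquartile range of the log2 ratios was 0.36 to 0.39 without irradiation and 0.88 to 1.23 after it. The simulated values thus do not show how much the shared libraries alone give, and nothing is concluded from them. PAF1-AID replicates had a rho of 0.44 at 6J8h and 0.53 at 9J8h, and CSB-KO replicates one of 0.66.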
